# APEX1 Nuclease and Redox Functions are Both Essential for Adult Mouse Hematopoietic Stem and Progenitor Cells

**DOI:** 10.1007/s12015-023-10550-0

**Published:** 2023-06-02

**Authors:** Samantha Zaunz, Jonathan De Smedt, Lukas Lauwereins, Lana Cleuren, Charlie Laffeber, Manmohan Bajaj, Joyce H. G. Lebbink, Jurgen A. Marteijn, Kim De Keersmaecker, Catherine Verfaillie

**Keywords:** APEX1, Mouse Hematopoietic Stem and Progenitor, Expansion, Endonuclease, REF-1

## Abstract

Self-renewal and differentiation of hematopoietic stem and progenitor cells (HSPCs) are carefully controlled by extrinsic and intrinsic factors, to ensure the lifelong process of hematopoiesis. Apurinic/apyrimidinic endonuclease 1 (APEX1) is a multifunctional protein implicated in DNA repair and transcriptional regulation. Although previous studies have emphasized the necessity of studying APEX1 in a lineage-specific context and its role in progenitor differentiation, no studies have assessed the role of APEX1, nor its two enzymatic domains, in supporting adult HSPC function. In this study, we demonstrated that complete loss of APEX1 from murine bone marrow HSPCs (induced by CRISPR/Cas9) caused severe hematopoietic failure following transplantation, as well as a HSPC expansion defect in culture conditions maintaining in vivo HSC functionality. Using specific inhibitors against either the nuclease or redox domains of APEX1 in combination with single cell transcriptomics (CITE-seq), we found that both APEX1 nuclease and redox domains are regulating mouse HSPCs, but through distinct underlying transcriptional changes. Inhibition of the APEX1 nuclease function resulted in loss of HSPCs accompanied by early activation of differentiation programs and enhanced lineage commitment. By contrast, inhibition of the APEX1 redox function significantly downregulated interferon-stimulated genes and regulons in expanding HSPCs and their progeny, resulting in dysfunctional megakaryocyte-biased HSPCs, as well as loss of monocytes and lymphoid progenitor cells. In conclusion, we demonstrate that APEX1 is a key regulator for adult regenerative hematopoiesis, and that the APEX1 nuclease and redox domains differently impact proliferating HSPCs.

**Graphical Abstract:**

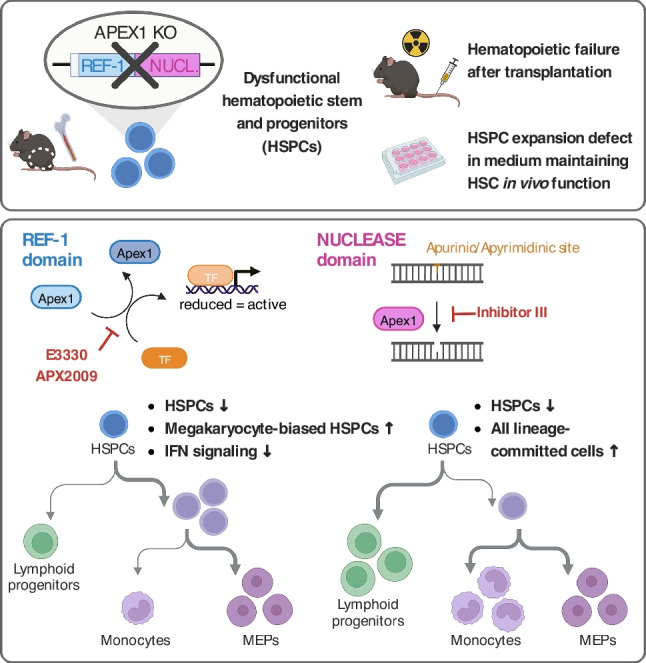

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12015-023-10550-0.

## Introduction

Hematopoietic stem cells (HSCs) enable the lifelong process of hematopoiesis, through their self-renewal potential and their long-term multilineage differentiation capacity to replenish all lineage-committed progenitors and mature blood cells. These unique HSC properties are tightly regulated by a complex interplay of both intrinsic and extrinsic cues during both dormancy and proliferation. Despite numerous breakthroughs in the field [1], full understanding of all molecular mechanisms underlying hematopoietic stem and progenitor cell (HSPC) functionality, especially during proliferative demands, remains elusive.

Mammalian apurinic/apyrimidinic endonuclease 1 (APEX1) is a small pleiotropic protein, which is composed of 2 distinct structural catalytic domains [2].

The catalytic C-terminal region of APEX1 exhibits different nucleic acid enzymatic activities. Apurinic/apyrimidinic (AP) endonuclease activity is the predominant nuclease function, with a central role in the base excision repair (BER) pathway. BER is involved in the repair of frequent endogenous DNA single-strand lesions [2]. APEX1 endonuclease processes DNA AP lesions, which can be BER intermediates or *de novo* abasic sites, into single-strand breaks for subsequent gap filling repair [2]. In contrast to other DNA repair pathways [3–9], the role of BER genes such as APEX1 in supporting functional adult HSPCs remains enigmatic. Aside from its canonical function in DNA repair, the APEX1 nuclease domain is also implicated in transcriptional and post-translational regulation [10–12].

The catalytic N-terminal protein domain of APEX1, known as redox effector function (REF-1), controls the DNA binding activity of multiple transcription factors (TFs) through modulation of their redox status [2]. Studies performed chiefly in cancer cell lines have identified TFs such as AP-1, P53, HIF1A, NF-κΒ, PAX5 and STAT3, involved in several cellular responses, as REF-1 targets [13–18]. Almost all the above stated TFs have been implicated in the regulation of HSPC self-renewal and differentiation [19–26].

Considering the multiple functions ascribed to APEX1, we hypothesized that it may be an essential intrinsic regulator of bone marrow (BM) HSPC function. However, studies of the role of APEX1 in adult hematopoiesis and in other tissues have been hampered by the very early embryonic lethality in mice following non-conditional full knock-out (KO) of APEX1 [27, 28]. Cancer cell line studies demonstrated that APEX1 is indispensable for cancer cell survival and proliferation [29–33]. Others demonstrated APEX1 involvement in pro-inflammatory factor expression in lipopolysaccharide-treated macrophage and monocyte cell lines [34–36]. APEX1 KO also impaired class-switch recombination in a B lymphocyte line, without affecting cell viability or proliferation [37]. Only a few studies examined the role of APEX1 in non-transformed cells. APEX1 is required for ex vivo generation, but not survival, of CD34^+^ cells from mouse embryonic stem cells [38]. APEX2, another AP endonuclease, although less efficient than APEX1 [39], was shown to be important during B cell development and regenerative hematopoiesis [40, 41]. In addition, brain-specific [42] KO of APEX1 differently affected development of some but not all neural lineages. Hence, APEX1 appears to play a role in normal progenitor proliferation and lineage differentiation, and this in a cell type and developmental specific manner.

In the current study, we therefore wished to unravel the role of APEX1 and its two main enzymatic domains, in proliferating murine BM HSPCs and during HSPC lineage specification.

## Materials and Methods

Main Methods are described here below, additional Materials and Methods information can be found in the Supplementary Methods.

### Mice

All CRISPR-Cas9 experiments were performed using 8–13 week-old wild type (WT) C57BL/6J-CD45.2, C57BL/6J-CD45.1 (Jackson Laboratory) and homozygous C57BL/6J R26^Cas9GFPdim^ mice (Jackson Laboratory, cat#26179); i.e. ‘Cas9 mouse’. For APEX1 inhibitor experiments, 8–12 week-old WT C57BL/6J-CD45.2 or WT C57BL/6J-CD45.1 males and females were used. All mouse colonies were bred in-house. Transplanted mice were maintained in individually ventilated cages. The KU Leuven animal ethics committee approved all animal experiments (project number P209/2018).

### CRISPR-Cas9 Based Apex1 Knock-Out

The lentiguide vector (Addgene, cat#52963) was modified by replacing the puromycin cassette with a green fluorescent protein gene (i.e. GFP^high^). Two *Apex1* targeting sgRNAs were cloned separately into the plasmid. SgRNA#1 (exon 5) sequence: 5’-GACTGGAATACCGACAGCGT-3’ (GenScript); sgRNA#2 (exon 4) sequence: 5’-ACGGAGCTGACCAGTACTGA-3’ (Sabatini murine library).

### Bone Marrow Derived HSPC Isolation

Mice were sacrificed by cervical dislocation and bone marrow cells were flushed from femurs and tibias using phosphate-buffered saline (Gibco). For the lentiviral transduction and the in vitro expansion experiments, Lin^−^cKit^+^ cells were purified by magnetic-activated cell sorting (MACS) as described in Garcia-Abrego et al*.* [43]. The mean purity (± SD) of MACS-isolated Lin^−^cKit^+^ cells was 68.73 ± 12.16%, with 89.39 ± 10.19% of cells being Lin^−^ cells, 5.14 ± 2.83% LSK cells, and 0.47 ± 0.31% LSK-SLAM cells.

### Bone Marrow Reconstitution Experiment

CD45.1 recipient mice were irradiated twice with 4.5 Gy using an X-ray RS-2000 biological irradiator (Rad Source Technologies) the day before transplantation. 36-48 h after lentiviral transduction, 2.5 × 10^5^ viable Cas9 or WT CD45.2 cells were injected in the tail vein together with 5 × 10^4^ freshly isolated BM CD45.1 cells. During the first 2 weeks after the transplantation, Baytrill (Bayer) was added to the drinking water of transplanted mice. Multilineage differentiation capacity of the GFP^high^ transplanted cells was examined between 2 and 20 weeks post-transplantation using peripheral blood collected via tail puncture. 5 months after transplantation, mice were sacrificed and BM HSPC populations analyzed by flow cytometry.

### HSPC Ex Vivo Culture

Freshly purified Lin^−^cKit^+^ or lentiviral transduced Lin^−^cKit^+^ cells were cultured in polyvinyl alcohol (PVA)-supplemented medium, as described in [44]. Lin^−^cKit^+^ cells were seeded at 10^5^ cells/ml in 24- or 12-well plates, coated with 0.01 mg/ml human fibronectin (Millipore). About 65% of the medium was changed every 2 or 3 days. For the 4-week culture, cells were diluted 1:4 on day 7, 14 and 21. For the albumin-based culture, StemSpan™ SFEM medium (Stem Cell Technologies) was used instead of PVA-supplemented medium. Detailed composition of media can be found in Table S1.

APEX1 inhibitors E3330, APX2009 and APE1 Inhibitor III (Inh. III) (Sigma-Aldrich) were dissolved in dimethylsulfoxide (DMSO). All HSPC cultures were done under 5% O_2_.

### Interferon (IFN) Treatment of REF-1 Inhibited HSPC Cultures

5 × 10^4^ Lin^−^cKit^+^ cells were seeded in 500 µl of PVA-based medium (Table S1) in a 48-well plate, exposed to a REF-1 inhibitor (E3330 5 µM or APX2009 2 µM) or DMSO, and treated continously with 160 ng/ml of recombinant carrier-free mouse IFN-α or IFN-γ (Biolegend). IFNs and REF-1 were refreshed during the 65% medium change at day 3 and 5.

### Flow Cytometry

Flow cytometry was used to assess multi-lineage potential of grafted cells in blood and BM, and HSPC expansion upon APEX1 KO and APEX1 inhibitor treatment, apoptosis, and cell division analysis. Details of the flow cytometry experiments are provided in Supplementary Methods.

### CITE-Sequencing Experiment

Cellular Indexing of Transcriptomes and Epitopes by Sequencing (CITE-Seq) was performed together with the VIB Single Cell Core (Leuven), using 10X Genomics technology. Details about sample preparation, sequencing and bioinformatic analysis are described in Supplementary Methods.

### Quantification and Statistical Analysis

Details regarding statistical analysis, number of experiments and replicates used in each experiment are provided in the figure captions. Raw data prior to matched ANOVA/Mixed model analysis and fold changes were log-transformed. To evaluate whether data were normally distributed, raw, log-transformed or residuals were analyzed using a Shapiro–Wilk test. Log-transformed data were back-transformed for graphical presentation. Statistical testing was performed using GraphPad Prism v9.3.0 (GraphPad Software, Inc.), except for the single cell RNA sequencing (scRNA seq) where testing was done in R (version 4.1.0). A p-value < 0.05 was considered significant.

## Results

### APEX1 is Essential to Maintain HSPC Function during Functional HSC Expansion and Hematopoietic Regeneration

To evaluate the effect of APEX1 loss on adult hematopoiesis, we used a CRISPR-Cas9 KO approach on BM HSPC in combination of an in vitro expansion and an in vivo competitive repopulation assessment (Fig. 1A). Therefore, BM Lin^−^cKit^+^ cells, isolated from Cas9 and WT mice, were transduced with a lentiviral vector, containing an *Apex1* targeting sgRNA and a GFP^high^ reporter. For the ex vivo culture, we used PVA-based medium, that has been shown to maintain repopulating HSCs for up to 1 month (described in Wilkinson et al. [44], and confirmed by our own studies (Figure S2A)), together with the use of 5% O_2_ which helps to selectively enrich for functional HSC populations during the PVA-based expansion, even from unpurified whole BM cells [45]. Highly efficient APEX1 KO by either of the 2 sgRNAs was observed in transduced GFP^high^ progeny 2 weeks post-transduction (Fig. 1B), with no indels detected in predicted off-target regions (Figure S1).

**Fig. 1:**
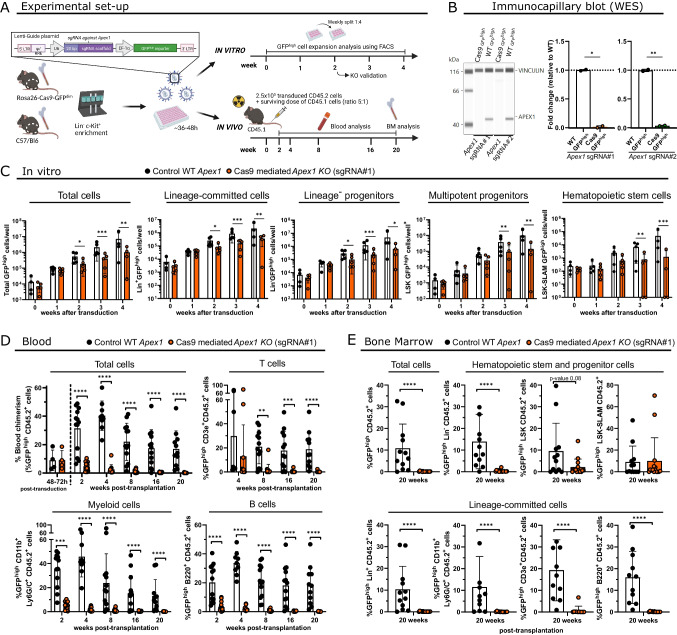
APEX1 is essential to maintain HSPC function during functional HSC expansion and hematopoietic repopulation. (**A**) Experimental set-up to study the role of *Apex1* in HSPCs during long-term in vitro hematopoietic expansion and in vivo hematopoietic regeneration following CRISPR-Cas9 knock-out (KO). (**B**) Immunocapillary blot (WES) showing efficient CRISPR-Cas9 mediated KO of APEX1 in the total progeny of 2-weeks expanded Lin^−^cKit^+^ Cas9 GFP^high^ cells compared to non-edited control cells (progeny of Lin^−^cKit^+^ WT GFP^high^ cells). *N* = 1 with 2 different donors/transductions. Unpaired t test was used to compare Cas9 and WT transduced cells. (**C**) Absolute number of CRISPR-Cas9 mediated APEX1 KO cells (Cas9 GFP^high^ cells, orange dots) or WT cells (WT GFP^high^ cells, black dots), in the total viable cells, Lin^+^, Lin^−^, LSK and LSK-SLAM cells, during a 4-week expansion culture. *N* = 5 independent experiments with 5 independent donors for each group, except for the 4-week time point where *N* = 4. Log scaled axis was used for the expansion graphs. (**D**) Blood percentage of APEX1 KO or WT cells (GFP^high^ cells) present in total and leucocyte lineages (B, T and myeloid) of CD45.2^+^ donor cells at 2-, 4-, 8-, 16- and 20-weeks post-transplantation. Initial transduction efficiency of transplanted cells is shown as percentage of GFP^high^ cells 48–72 h after transduction. N = 4 independent experiments for sgRNA#1, with a total of 9–16 mice per group and timepoint. (**E**) Bone marrow percentage of APEX1 KO or WT cells (GFP^high^ cells) in the total, lineage-committed (Lin^+^ , B, T and myeloid), and HSPC (Lin^−^, LSK and LSK-SLAM) CD45.2^+^ donor cells ± 20 weeks after transplantation. *N* = 4 independent experiments for sgRNA#1, with a total of 12–15 mice per group. Sidak post-hoc tests (following a two-way ANOVA/Mixed model repeated measures analysis) were used to compare the 2 groups (Cas9 and WT) at the different timepoints, in (C) and (D). Mann–Whitney test for all comparisons in (E). Data bars represent the mean ± SD. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****).

Loss of APEX1 (by both sgRNAs) caused a significant decrease in the relative frequency and expansion of the transduced progeny in the total cells (± 65% expansion decrease for both guides by week 2), lineage-restricted cells (Lin^+^), and the different HSPC populations (Lin^−^, LSK and LSK-SLAM) over the 4 weeks culture period (Fig. 1C, S3A-C). For the HSC population, a ± 76% decrease in total LSK-SLAM expansion was seen after 2 weeks in both APEX1 KO groups.

After transplantation into lethally irradiated recipients, APEX1 KO HSPCs failed to contribute to hematopoietic recovery. Already 2 weeks after transplantation, a significantly lower contribution of APEX1 KO HSPCs (using both sgRNAs) was seen to the total donor leucocyte population (CD45.2^+^), B (B220^+^) and myeloid lineages (Ly6G/Ly6C^+^CD11b^+^) (Fig. 1D, S3D). In line with the blood chimerism, contribution of APEX1 KO cells (both sgRNAs) to the different BM populations 20 weeks after transplantation (Fig. 1E, S3E) was significantly reduced (Lin^+^, B-, T-, myeloid and Lin^−^ progenitor compartments). APEX1 KO multipotent progenitors (LSK cells) were also decreased significantly for sgRNA#2 and almost significantly for sgRNA#1 (*p*-value = 0.08). Although APEX1 KO HSCs (LSK-SLAMs) were clearly unable to generate committed progeny, no significant change was seen between the APEX1 KO and WT LSK-SLAM compartment 20 weeks after transplantation (both sgRNAs), which might be in part due to low-level engraftment of lentivirally transduced LSK-SLAM cells [46, 47], as seen in BM of control mice. No evidence for malignant hematopoiesis in APEX1 KO grafted animals was seen 5 and 12 months after transplantation (Figure S4). Moreover, we demonstrated that there was no repopulation difference at 20 weeks post-transplantation between the non-transduced Cas9 expressing HSCs (GFP^dim^) and the non-transduced WT HSC (GFP^neg^) (Figure S2B).

Overall, our results showed that APEX1 KO in adult HSPCs causes an ex vivo expansion and in vivo hematopoietic repopulation defect.

### APEX1 REF-1 and Nuclease Inhibitions lead to HSPC Expansion Deficits, which are Associated with Enhanced Apoptosis and Decreased Cell Divisions

To investigate which functional domain(s) of APEX1 affect(s) HSPC function and due to difficulties in creating domain-specific KO in primary HSPCs, we added small molecules that specifically inhibit the nuclease (using Inh. III) [48] or the REF-1 (using E3330 or APX2009) [49, 50] function of APEX1 to PVA-based WT Lin^−^cKit^+^ cultures for 3- or 7-days (Fig. 2A), after identifying an effective concentration with the lowest toxicity (Figure S5A). Inh. III is a competitive inhibitor, binding the active site of the endonuclease domain of APEX1 [48]. E3330 is a REF-1 selective inhibitor that interferes with disulfide bond formations between cysteine residues within the active site of APEX1’s redox domain [51] and is currently being used in different clinical trials as cancer treatment (NCT0337508, NCT03375086). APX2009 is a second generation E3330 analogue, which was found more potent compared to E3330 [52]. All 3 inhibitors have been previously used in diverse studies to decipher the distinct role(s) of the 2 main APEX1 domains [12, 34–36, 38, 52, 53].

**Fig. 2:**
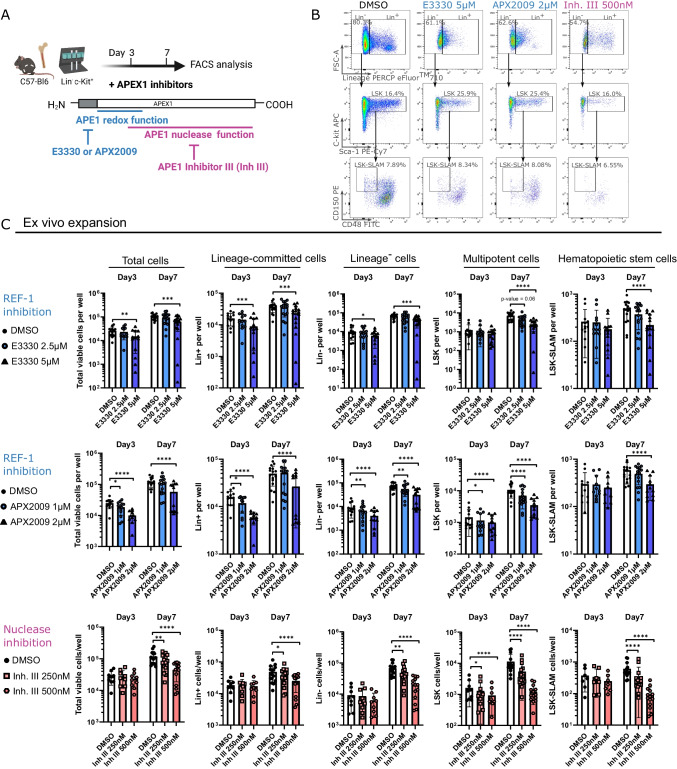
APEX1 nuclease and REF-1 functions are both essential for functional HSPC expansion. (**A**) Schematic representation of the experimental set-up to elucidate the dual role of APEX1 in HSPCs during in vitro expansion, using inhibitors either against the APEX1 redox function (REF-1) (E3330 and APX2009) or APEX1 nuclease function (Inh. III). (**B**) Representative flow cytometry plots showing the different APEX1 inhibitor or DMSO treated HSPC populations on day 7. (**C**) Total expansion (number of cells/well) of the Lin^−^cKit^+^ progeny exposed continuously for 3 or 7 days to low concentrations of E3330 or APX2009 REF-1 inhibitors, or Inh. III nuclease inhibitor. *N* = 5–8 independent experiments, with a total of 9–16 donors per group. Dunnett’s post hoc tests (following a two-way ANOVA/Mixed model sample-matched analysis) were used to compare each treated group to their corresponding DMSO control condition. Data bars represent the mean ± SD. Log scaled axis was used for the expansion graphs. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****).

REF-1 inhibition by both E3330 and APX2009 (Fig. 2B-C) caused a significant expansion defect in total cells, committed cells (Lin^+^) and Lin^−^ progenitors, already on day 3. After 7 days, the expansion of total, Lin^+^, Lin^−^, LSK and LSK-SLAM cells was significantly impeded, with a clear decreased trend for the lowest concentration of inhibitors as well. Following 7-days 5 µM E3330 and 2 µM APX2009 exposure, a ± 54% and ± 50%, respectively, decrease was seen in the number of LSK-SLAMs compared to the DMSO control. Interestingly, we observed a dose dependent increase in the relative proportion of HSPCs (LSK and LSK-SLAM) on day 3 and of LSK-SLAM cells on day 7 compared to control, suggesting an early accumulation of HSPC among the culture progeny (Figure S5B).

Addition of the nuclease inhibitor (Fig. 2B-C) caused a significant expansion defect of LSK cells on day 3, while not affecting the other compartments. By day 7 all cell populations were decreased by Inh. III (± 84% decrease in LSK-SLAM cells for Inh. III 500 nM). In contrast to cultures treated with the REF-1 inhibitors, Inh. III induced a clear dose-dependent decrease in the proportion of LSK and LSK-SLAM cells, compared to controls (Figure S5B).

Both REF-1 inhibitors caused a concentration-dependent increase in apoptotic cells on day 3 and 7, while the nuclease inhibitor induced apoptosis only on day 7 (Fig. 3A). Almost all HSPC progenies showed reduced numbers of cell divisions on days 3 and 7 in response to both REF-1 and nuclease inhibitors, indicating that both APEX1 functions are necessary to support HSPC division (Fig. 3B).

**Fig. 3:**
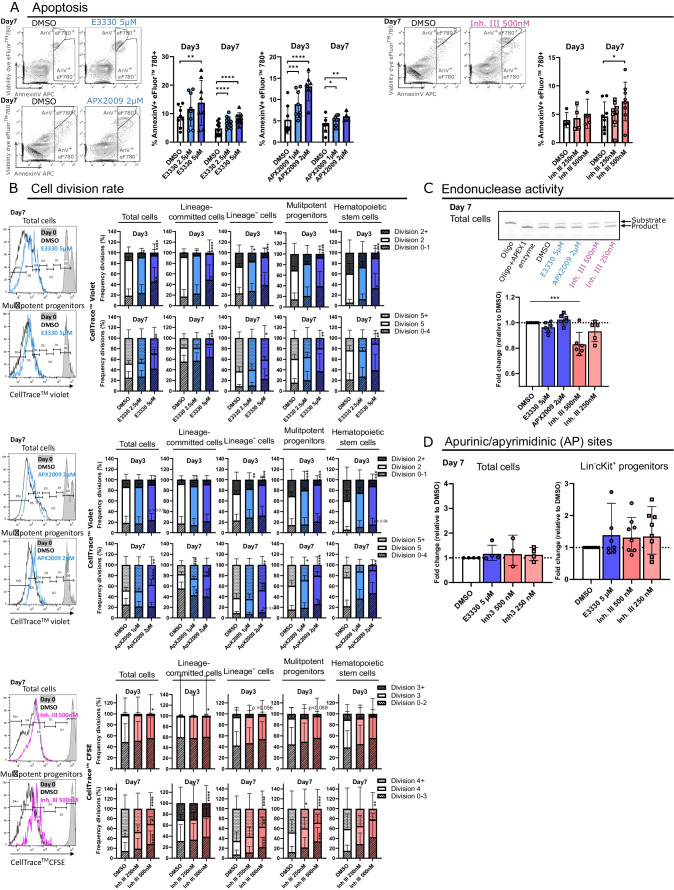
Inhibition of APEX1 REF-1 and nuclease functions in HSPCs leads to enhanced apoptosis and decreased cell proliferation. (**A**) Total apoptotic cells were quantified by flow cytometry using Annexin V and eFluor^TM^780 staining (*N* = 2–5 indep. exp., with 2 biological replicates per experiment) after 3 and 7 days of continuous APEX1 inhibitor exposure. (**B**) Cell divisions of the Lin^−^cKit^+^ progenies were analyzed using CellTrace dyes (*N* = 3 indep. exp., with 5–6 biological replicates in total) after 3 and 7 days of continuous APEX1 inhibitor exposure. (**C**) Apurinic/apyrimidinic (AP) incision assays to measure the endonuclease activity in total progeny of 7-days expanded HSPCs treated with APEX1 inhibitors. *N* = 2 indep. experiments with total of 6 biological replicates per group. (**D**) AP site quantification on total progeny or Lin^−^cKit^+^ sorted cells after ex vivo treatment with APEX1 inhibitors. *N* = 2 indep. experiments with a total of 3–4 biological replicate per group for the total cells, and *N* = 4 with 8 replicates for the Lin^−^c-Kit^+^ cells. Dunnett’s post-hoc tests were used to compare each treated group to their corresponding DMSO control condition (following a two-way ANOVA/Mixed model sample-matched analysis in (A) and (B), or a one-way ANOVA in (C) and (D)). Data bars represent the mean ± SD, except for (C) and (D) where data bars represent geometric mean ± geometric SD. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****).

As a recent study suggested that expanded functional HSCs can be identified as EPCR (CD201) positive cells among the LSK cells [54], we also quantified the number of LSK EPCR^+^ HSCs following REF-1 or nuclease inhibition. In line with the LSK-SLAM quantification, the expansion of LSK EPCR^+^ cells was also significantly decreased in REF-1 inhibitor and nuclease inhibitor treated HSPCs (Figure S5C).

In line with the severe repopulation phenotype seen in the APEX1 KO HSPCs, the combined REF-1 and nuclease inhibitor treatments led to significantly more cell death and a bigger HSPC expansion defect than following addition of the nuclease or REF-1 inhibitors alone (Figure S6).

The nuclease domain plays a role in DNA repair by removing/processing ‘baseless’ AP sites. Therefore, we assessed changes in the DNA endonuclease activity and AP site accumulation in the total progeny and/or progenitor population following the inhibitor treatments. As expected APEX1 nuclease inhibitor (Inh. III 500 nM) decreased the endonuclease activity in the HSPC progeny in contrast to both REF-1 inhibitors, which did not influence the AP endonuclease activity. Even though we noticed the partial impairment in the DNA endonuclease activity, the 7-day Inh. III treatment did not cause DNA AP site accumulation in the total and Lin^−^cKit^+^ progeny cells (Fig. 3C-D). This was contrary to the APEX1 KO, which caused a complete absence of endonuclease activity and a slight increase in DNA damage (AP site and γH2AX-positve cells increased) in HSPCs (Figure S7).

These data support that both APEX1 REF-1 and nuclease domains are required for HSPC proliferation. The HSPC expansion deficit induced by REF-1 and nuclease inhibitors is associated with increased cell death and reduced cell divisions, but no significant accumulation of AP lesions could be detected.

### CITE-Seq Revealed that HSPC Populations were Affected Differentially upon APEX1 REF-1 and Nuclease Deficiencies

To gain insight in the mechanism(s) underlying APEX1 redox and nuclease mediated deficits in HSPC proliferation, we performed 10X CITE-seq on LSK cell progeny 7 days after culture in PVA-based medium with APEX1 inhibitors (Fig. 4A). 

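LSK cells, the Lin-Sca1+cKit+ fraction of mouse bone marrow that holds stem cells and multipotent progenitors, were cultured for 7 days with DMSO, E3330 (5 µM), APX2009 (2 µM) or Inh. III (500 nM). E3330 and APX2009 are analogues that block the redox (REF-1) function of APEX1 and were given at different doses, so their values stand side by side and are not ranked. Inh. III blocks its nuclease function. For each condition 3 cultures were pooled, labelled with 1 hashtag antibody and loaded together with the other conditions, so there were no replicates and no test compares conditions. The authors counted UMIs with Cell Ranger on GRCm38, together with tags of surface-protein antibodies, and their raw counts for each barcode were used here. In place of the study's multivariate outlier step, 4200 barcodes beyond 3 median absolute deviations in UMIs, genes or mitochondrial share were left out. As in the study, hashtags were assigned with MULTIseqDemux, and cells needed at least 1200 genes and at most 4% mitochondrial UMIs. This left 2678 DMSO, 2674 E3330, 1725 APX2009 and 1922 Inh. III cells, with 26584443, 26534284, 19282957 and 16846202 UMIs in all and medians of 9234, 9040, 10456 and 7903 UMIs per cell. Levels of a gene are CPM of the UMIs summed over the cells of a class, and log2 ratios are inhibitor over DMSO with a pseudocount of 0.5. Brackets hold 95% intervals, exact Poisson for UMIs and Clopper-Pearson for shares of cells, and they cover counting error within the pools only. Log2 ratios, also those of shares, have exact conditional intervals for 2 Poisson counts, which are too wide where shares are large. Gene lists were fixed before the data were examined. Each list is given by the median log2 ratio of its genes with at least 20 UMIs and is placed among 10000 random lists of genes with matched expression.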

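Cells with stem-cell transcripts made up 1382 of the 8999 cells. This HSC-like cluster was led by the globin gene *Hbb-bt*, followed by *Stxbp6* and *Socs2*, a brake on cytokine signals. *Hlf* and *Mecom*, transcription factors of stem-cell self-renewal, came lower among its leading genes and were the HSC markers there. An MPP-like cluster of 1748 cells carried *Cd34* and *Adgrl4*, both present in multipotent progenitors. The MEP-like cluster (1000 cells) was led by *Gzmb*, which is also a mast cell/basophil marker. Its name rests on the platelet genes *Pf4*, *Itga2b* and *Gp9*, and *Alox5* and *Slc18a2* were also among its leading genes. With finer clustering 213 of these cells kept the name, so the class is not made up of platelet-lineage cells alone by this measure. The GMP-like cluster (822 cells) expressed the granule genes *Elane*, *Mpo* and *Ctsg*, and the monocyte-like cluster (670 cells) *Lyz2*, *Clec4n* and *Lgals3*. Smaller clusters held dendritic/lymphoid-like cells with *Siglech* and the MHC class II gene *H2-Aa* (352 cells) and mast cell/basophil-like cells with the protease genes *Prss34* and *Mcpt8* (225 cells). A further 4 clusters did not meet the naming rule and stay unnamed. Of these, 1198 cells led by the sterol and lipid synthesis genes *Lss*, *Scd1* and *Hmgcs1* and 531 cycling cells led by histone genes had no class marker among their leading genes. Another 870 cells were led by *Dntt*, the lymphoid DNA polymerase, with *Wfdc17* and *H2-Eb1*, which are 1 marker each of MPP, monocyte and dendritic/lymphoid cells. The last 201 cells, led by *Mpo* and *Hk3*, had only 1 marker there, of GMP. Clusters came from 25 principal components at resolution 0.7 after regression of the cell cycle, with 128 interferon, MHC class I and Ly6 genes (named interferon and Ly6 genes below) left out of the 3000 variable genes so that these genes did not themselves divide the cells. The naming thresholds were set after the cluster tables had been seen, and with a stricter marker fold the MPP-like cluster has no name.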

Using RNA and antibody-derived tags (ADT) data (Fig. 4C-E, S9-10), 10 distinct CITE-seq clusters were identified on the UMAP from all 4 samples (Fig. 4B).

**Fig. 4:**
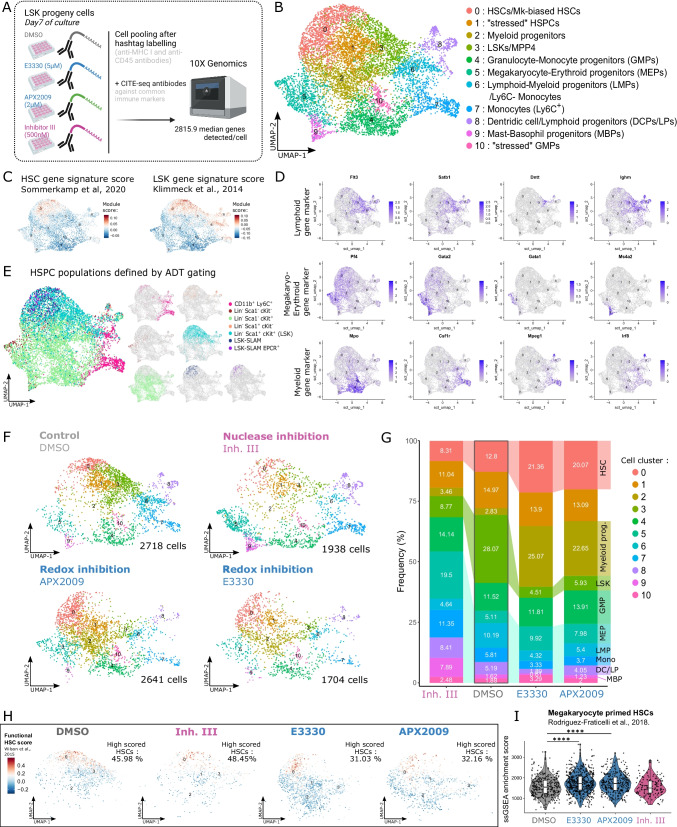
CITE-seq revealed that HSPC populations were affected differentially upon APEX1 REF-1 and nuclease inhibition. (**A**) Overview of 10X Genomic CITE-seq experimental design. (**B**) RNA-UMAP (Uniform Manifold Approximation and Projection) representation of the APEX1 inhibitor-treated and control HSPC samples, revealing 10 distinct cell clusters. (**C**) UMAPs showing the Seurat module enrichment score for the HSC and LSK transcriptomic signatures respectively. (**D**) Expression of some selected gene markers, highlighted on the RNA-UMAP, used to identify the different cell identities in the CITE-seq analysis. (**E**) Antibody-derived tag (ADT) gated HSPC populations, highlighted on UMAP from RNA based clustering. (**F**) UMAP plots for the control treated HSPCs (DMSO), the APEX1 nuclease inhibited HSPCs (Inh. III), and the APEX1 REF-1 inhibited HSPCs (E3330 and APX2009). (**G**) Frequencies of the different annotated CITE-seq clusters, for each of the treated HSPC cultures. Chi-square test was performed on cluster proportions (see Table S6) (**H**) UMAP of cluster 0, 1, 2, and 3 displaying the module score for the gene signature of functional HSCs, as well as the percentage of functional HSCs within the HSC cluster 0 (cut-off = 0.2). (**I**) Single-sample gene set enrichment analysis (ssGSEA) for megakaryocyte primed HSC signature (from Rodriguez-Fraticelli et al., 2018) on cluster 0. Dunn’s post hoc tests (following Kruskal–Wallis rank sum test) were used to compare each treated group to the DMSO. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****).

APEX1 nuclease inhibition induced decreased frequencies of HSC, LSK and lymphoid-myeloid progenitor (LMP) cells, while the granulocyte-monocyte progenitor (GMP), megakaryocyte-erythroid progenitor (MEP), monocyte, dendritic cell and lymphoid progenitor (DCP/LP), and mast-basophil progenitor (MBP) clusters were enriched (Fig. 4F-G, Table S6). 

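Cells of the HSC-like and MPP-like clusters took smaller shares of the Inh. III culture than of the DMSO culture, and 5 committed classes took larger ones. HSC-like cells were 13.3% [12.0, 14.6] of DMSO and 7.54% [6.40, 8.82] of Inh. III cells (log2 ratio -0.82 [-1.11, -0.53]), and MPP-like cells 21.3% and 8.38% (-1.35 [-1.61, -1.09]). The *Dntt*-led cluster, which also carries the lymphoid-myeloid progenitor gene *Flt3*, was 15.5% and 8.58% of cells (-0.86 [-1.12, -0.59]). The largest ratio of a named class belonged to mast cell/basophil-like cells, 1.38% of DMSO and 7.75% of Inh. III cells (2.49 [1.96, 3.05]), followed by MEP-like cells at 5.38% and 19.5% (1.86 [1.57, 2.14]). Monocyte-like cells were 6.95% and 12.9% (0.89 [0.61, 1.18]), dendritic/lymphoid-like cells 3.85% and 6.92% (0.85 [0.47, 1.23]), and GMP-like cells 7.77% and 11.6% (0.58 [0.30, 0.86]). Shares of 1 culture sum to 100%, so a larger share does not by itself mean more cells. At resolution 1.2 the intervals of the monocyte-like and dendritic/lymphoid-like ratios include 0 (0.083 [-0.13, 0.30] and 0.22 [-0.059, 0.50]), where the former class also takes in 491 cells of the *Dntt*-led cluster (221 DMSO and 69 Inh. III) and the latter 256 (134 and 67), and the MEP-like ratio was 2.50. That MEP-like cluster had 215 cells led by *Pf4* and *Gp5*, of which 213 came from the 1000 MEP-like cells described above. A further 753 cells led by *Gzmb*, *Slc18a2* and *Il1rl1* had no name. The 10 leading genes of some of these clusters were also higher with Inh. III in the cells outside them. Median log2 ratios were 0.64 for MEP-like, 1.15 for mast cell/basophil-like, 0.79 for the *Dntt*-led, 0.45 for dendritic/lymphoid-like, 0.43 for GMP-like and 0.29 for the monocyte-like cluster. Those of the HSC-like and MPP-like clusters were lower outside them (-0.25 and -0.38).

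**Figure D1:**
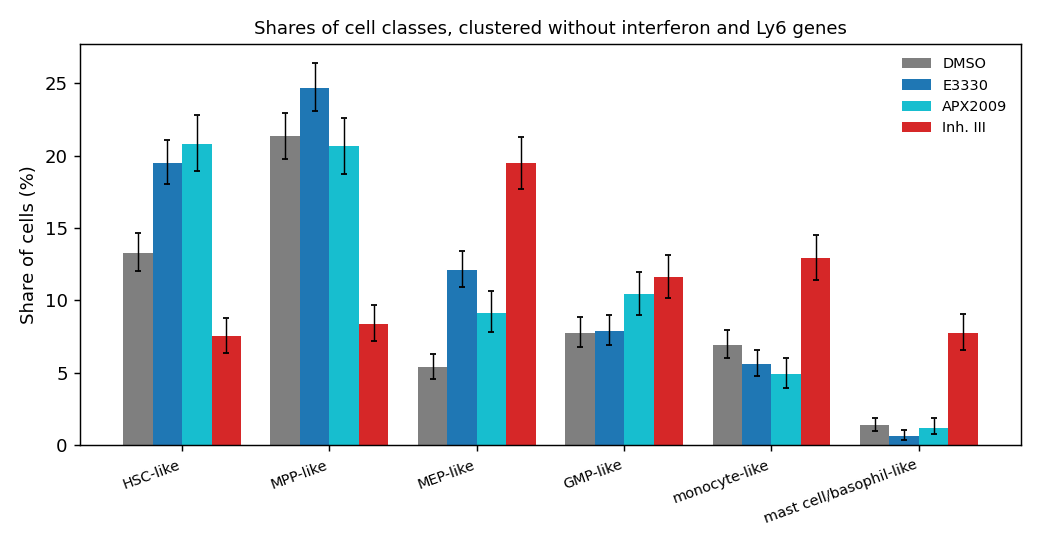
Share of cells in 6 classes for each condition, in percent of the cells of that condition. Bars are single pools and lines are 95% Clopper-Pearson intervals; the HSC-like share is lowest and the MEP-like and mast cell/basophil-like shares are highest with Inh. III.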

ADT data also showed increased percentages of lineage committed cells (Lin^+^) and progenitors (Lin^−^Sca1^−^cKit^−^ and Lin^−^Sca1^−^cKit^+^ cells), while the LSKs and HSCs (LSK-SLAM and LSK-SLAM EPCR^+^) were reduced (Figure S10D, Table S7). 

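By surface proteins, CD11b+Ly6C+ cells, the myeloid phenotype used as lineage-committed, were 19.6% of DMSO and 22.8% of Inh. III cells (log2 ratio 0.22 [0.034, 0.41]). Outside this gate, cells without Sca-1 but with CD117 (cKit) were 21.2% of DMSO and 34.8% of Inh. III cells (0.71 [0.55, 0.88]), and those without either protein 2.39% and 5.98% (1.32 [0.87, 1.79]). The LSK phenotype covered 51.2% of DMSO and 32.3% of Inh. III cells (-0.67 [-0.81, -0.53]). LSK-SLAM cells, with CD150 and without CD48 as on stem cells, were 73 of the DMSO and 51 of the Inh. III cells, shares of 2.73% and 2.65% (-0.039 [-0.58, 0.50]), and with EPCR (CD201) and without CD34 they were 7 and 10 cells (0.99 [-0.55, 2.62]). The tags of Ly6C, a monocyte protein, were 49.6 and 107 per 10000 tags of all cells (log2 ratio 1.11), and those of the progenitor protein CD34 24.8 and 15.3 (-0.70). Tags were scaled by centred log ratio across the proteins of each cell and divided by a mixture fit. For 6 of the 8 gating proteins the fit placed the threshold at any tag at all, so only Sca-1 and CD117 had a higher threshold; the median cell had 152 tags with DMSO and 166 with Inh. III.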

Following APEX1 REF-1 inhibition, a different cluster distribution was seen. Treatment with either E3330 or APX2009 caused an enrichment in HSC and MEP clusters, while the LSKs, LMPs, DCPs/LPs, MBPs and monocytes were significantly decreased (Fig. 4F-G, Table S6). Additionally, REF-1 inhibition resulted in the appearance of a new progenitor cluster (cluster 2), which were mostly Lin^−^Sca1^−^cKit^+^ cells (Figure S10D) expressing early myeloid and megakaryocyte markers (Fig. 4D, S9A). 

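HSC-like cells, with *Hlf* and *Mecom*, took larger shares of both REF-1 inhibitor cultures: 19.5% [18.0, 21.1] with E3330 and 20.8% [18.9, 22.8] with APX2009, against the DMSO share given with Inh. III (log2 ratios 0.55 [0.36, 0.75] and 0.65 [0.43, 0.86]). The size of the E3330 share depends on the hashtag caller, and with HTODemux calls the ratio was 1.16 [0.96, 1.37]. Before the filters 15.0% of hashed DMSO, 20.3% of E3330 and 30.5% of APX2009 cells had more than 4% mitochondrial UMIs. How far this limit changes the HSC-like shares cannot be told, since no cluster was named HSC-like with loose filters. MEP-like cells, with *Pf4* and *Itga2b*, were 12.1% and 9.16% (1.17 [0.88, 1.47] and 0.77 [0.43, 1.10]). Monocyte-like cells were 5.65% and 4.93% (-0.30 [-0.62, 0.019] and -0.50 [-0.88, -0.12]), and mast cell/basophil-like cells 0.673% and 1.22% (-1.04 [-1.94, -0.19] and -0.18 [-1.03, 0.63]). MPP-like cells were 24.7% of E3330 and 20.6% of APX2009 cells (0.21 [0.047, 0.38] and -0.047 [-0.24, 0.15]), and this E3330 ratio fell below 0 at resolutions 0.4 and 1.2, without cell-cycle regression and with HTODemux. When the interferon and Ly6 genes were put back among the variable genes, the cluster that took the MPP-like name was led by *Adgrl4*, *Flt3* and *Ifit1*, and its share was 6.51% of E3330 and 7.83% of APX2009 cells beside 22.9% of DMSO cells (-1.81 [-2.06, -1.57] and -1.55 [-1.83, -1.27]). The 10 leading genes of this cluster, 3 of them interferon or Ly6 genes, were lower outside it too, with median log2 ratios of -0.68 and -0.55. The sizes of the *Dntt*-led and dendritic/lymphoid-like clusters were not compared for these inhibitors, because their leading genes were themselves lower outside the clusters: median log2 ratios over the 10 leading genes were -1.82 and -0.999 for the *Dntt*-led cluster and -1.11 and -0.84 for the other. The leading genes of the MEP-like cluster were higher outside it (0.81 and 0.61), and its size was compared nonetheless. At resolution 0.4 the mast cell/basophil-like ratio with E3330 reversed, since that cluster then also held the *Pf4*-bearing cells.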

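Among clusters made with all 3000 variable genes, a single cluster was almost confined to the REF-1 inhibitor cultures. It held 69 DMSO, 591 E3330, 340 APX2009 and 54 Inh. III cells. These are 2.58% [2.01, 3.25], 22.1% [20.5, 23.7], 19.7% [17.9, 21.7] and 2.81% [2.12, 3.65] of the cultures, with log2 ratios of 3.10 [2.74, 3.48] for E3330, 2.94 [2.56, 3.33] for APX2009 and 0.12 [-0.42, 0.66] for Inh. III. Its leading genes were, in order, *4930519L02Rik*, *Id1*, *Ppic*, *Scin*, *Tespa1*, *Dok2*, *Gclm*, *Dctpp1*, *Ppp1r14b* and *Dut*. Of these, *Id1* is an inhibitor of differentiation factors, *Scin* an actin-severing protein of megakaryocytes and *Dok2* an adaptor of myeloid cells. *Gclm* is a subunit of the enzyme that makes glutathione. None of the leading genes was a class marker, and the largest log2 fold over the other cells was 0.74. Lin-Sca-1-CD117+ cells formed 60.6% of this cluster (36.2%, 61.9%, 64.7% and 51.9% in the order above), and LSK cells 50.7% of its DMSO but 22.3% of its E3330 cells. Without the interferon and Ly6 genes this cluster did not form at resolution 0.7. Then 645 of its cells and 712 cells of the *Adgrl4*- and *Ifit1*-led MPP-like cluster fell into 1 shared MPP-like cluster. At resolution 1.2, also without these genes, an unnamed cluster of 436 cells was led by *Id1*, apart from 1 of 699 cells with *Adgrl4* and *Ifit1*. Their overlap with the clusters above was not counted.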

ADT data confirmed decreased monocytes (CD11b^+^Ly6C^+^ cells), increased LSK-SLAM and LSK-SLAM EPCR^+^ frequencies upon REF-1 inhibition (Figure S10D, Table S7), consistent with previous flow cytometry data on day 3 (Figure S5B). 

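CD11b+Ly6C+ cells, which the paper takes as monocytes, were 15.8% of E3330 and 16.6% of APX2009 cells (log2 ratios to the DMSO shares given with Inh. III -0.31 [-0.50, -0.13] and -0.24 [-0.45, -0.031]). Both thresholds lay at any tag, and Ly6C tags were found on 22.6% and 26.7% of HSC-like cells too. The gate therefore need not hold monocytes alone. With isotype thresholds both intervals include 0 (-0.092 [-0.33, 0.15] and -0.21 [-0.49, 0.070]). LSK-SLAM cells were 3.03% and 3.88% (81 and 67 cells; 0.15 [-0.32, 0.63] and 0.51 [0.010, 1.01]), and those with EPCR and without CD34, the phenotype of the most primitive stem cells, 0.823% and 1.28% beside 0.261% of DMSO cells (22 cells with either inhibitor; 1.65 [0.38, 3.12] and 2.29 [1.01, 3.76]). The whole LSK phenotype went the other way, 29.4% and 30.0% (-0.80 [-0.93, -0.67] and -0.77 [-0.92, -0.62]), and Lin-Sca-1-CD117+ cells were 45.5% and 46.1% (1.10 [0.96, 1.25] and 1.12 [0.96, 1.28]). Sca-1 is the product of the interferon-responsive gene *Ly6a*, and its own tags were 354 with DMSO, 215 with E3330 and 214 with APX2009 per 10000 tags (-0.72 and -0.72), while those of CD117, the receptor of stem cell factor, differed less (0.12 and 0.018). Without Sca-1 in the gate, CD117+CD150+CD48- cells were 3.17%, 4.04% and 4.64% (0.35 [-0.076, 0.78] and 0.55 [0.088, 1.00]), and CD117+CD201+ cells 5.79%, 7.03% and 8.23% (0.28 [-0.034, 0.60] and 0.51 [0.17, 0.85]). With isotype thresholds the APX2009 intervals of LSK-SLAM cells (0.35 [-0.060, 0.75]) and CD117+CD150+CD48- cells (0.34 [-0.051, 0.73]) also include 0, as the folds are smaller.

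**Figure D2:**
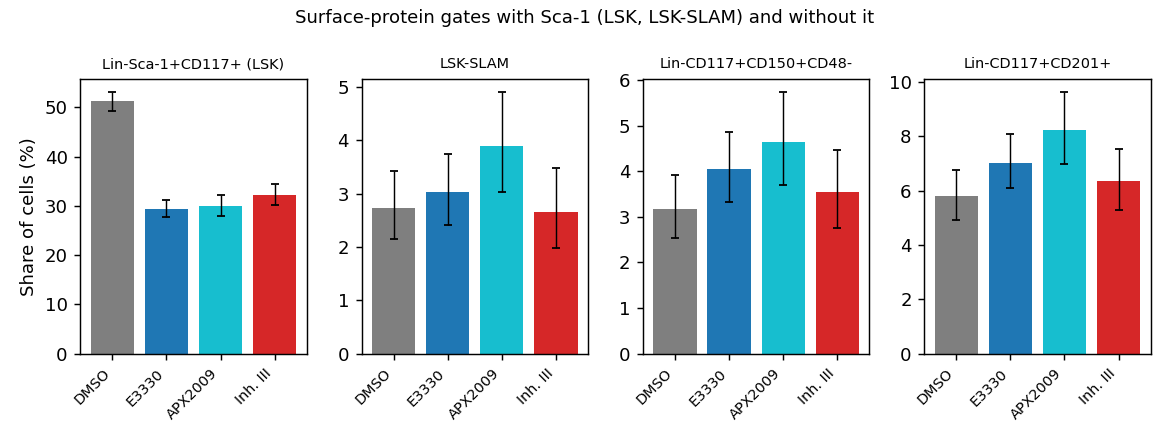
Share of cells in 4 surface-protein gates for each condition, in percent of the cells of that condition. Bars are single pools with 95% Clopper-Pearson intervals; the LSK gate is lower with every inhibitor, and the CD117+CD150+CD48- and CD117+CD201+ gates, which leave Sca-1 out, are not.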

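The functional HSC signature (MolO) was scored in HSC-like cells from 27 of its genes, among them *Procr*, which encodes the stem-cell protein EPCR, *Cd82*, a tetraspanin of quiescent stem cells, and the interferon-responsive *Ly6a*. Cells over the score of 0.2 were 42.4% [37.2, 47.7] of 356 DMSO, 30.5% [26.5, 34.6] of 522 E3330, 27.0% [22.5, 31.9] of 359 APX2009 and 51.0% [42.6, 59.4] of 145 Inh. III cells. The log2 ratios were -0.48 [-0.81, -0.15], -0.65 [-1.03, -0.27] and 0.27 [-0.15, 0.68]. Of the single genes, *Cd82* had 80.9 CPM with DMSO, 34.6 with E3330 and 31.5 with APX2009 (log2 ratios -1.22 [-1.48, -0.97] and -1.36 [-1.65, -1.08]), and *Procr* 17.8, 15.6 and 19.2 (-0.20 [-0.65, 0.26] and 0.10 [-0.35, 0.57]). *Cdkn1c*, which holds stem cells out of the cell cycle, was higher, at 14.0, 20.4 and 34.8 CPM (0.53 [0.081, 1.01] and 1.30 [0.88, 1.77]). Median scores were 0.180, 0.127, 0.104 and 0.214 with SDs of 0.124, 0.140, 0.144 and 0.143. Without *Ly6a* and *Ifitm1* the cells over 0.2 numbered 27 with DMSO, 35 with E3330 and 26 with APX2009, and with so few cells and folds closer to 0 the intervals of both log2 ratios include 0: -0.18 [-0.94, 0.60] and -0.067 [-0.90, 0.77].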

REF-1 inhibition also decreased the percentage of HSCs displaying a functional HSC gene signature [55], which was not seen following nuclease inhibition (Fig. 4H). 

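In HSC-like cells, *Pf4*, the platelet chemokine, had 346 CPM with DMSO, 864 with E3330 and 518 with APX2009 (log2 ratios 1.32 [1.23, 1.40] and 0.58 [0.49, 0.67]). *Itga2b*, the integrin CD41 of megakaryocytes, had 15.2, 28.3 and 20.2 CPM (0.89 [0.47, 1.33] and 0.41 [-0.059, 0.89]), and *Mpl*, the thrombopoietin receptor, 30.9, 55.9 and 43.0 (0.85 [0.56, 1.16] and 0.47 [0.15, 0.80]). Of the megakaryocyte list, 14 of 14 genes were higher with E3330 and 12 of 13 with APX2009 (median log2 ratios 0.69 and 0.41), and 9 of 12 with Inh. III (0.18). The first of these lies above every random matched list and the others at percentiles 99.99 and 97.8. In the longer published Mk-biased HSC list, 72 of 114, 61 of 114 and 61 of 111 genes were higher (0.12, 0.045 and 0.10). Its ssGSEA score per cell had medians of 0.0858 with DMSO, 0.0961 with E3330, 0.102 with APX2009 and 0.0826 with Inh. III, next to an SD of 0.0316 among DMSO cells. The sign of the Inh. III difference reversed when cells were thinned to 3000 UMIs or scored with AddModuleScore.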

Single sample gene set enrichment analysis (ssGSEA) confirmed that REF-1 inhibition induced expression of megakaryocyte-biased genes in the HSCs (cluster 0), compared to control and Inh. III treated cultures (Fig. 4I).

REF-1 and nuclease functions of APEX1 are both important for HSPC maintenance during in vitro expansion, but their inhibition leads to highly distinct transcriptional changes, as revealed by the differences in the CITE-seq-defined cell identities.

### Differential Gene Expression and Regulon Activity Analyses show Mainly Downregulation of Interferon Signaling in HSPC Populations caused by APEX1 REF-1 Deficiency

To reveal the mechanisms underlying the distinct distribution of the cell populations upon APEX1 inhibition, we performed differentially expressed gene (DEG) and differentially activated regulon (DAR) analyses following REF-1 and nuclease inhibitions (Supplement File 5–7).

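Interferon-stimulated genes were lower with both REF-1 inhibitors in the stem-cell and progenitor clusters. In HSC-like cells all 52 genes of the core list had lower CPM with E3330 and with APX2009, 39 and 45 of them at no more than 0.5 of the DMSO level (median log2 ratios -1.502 and -1.79). *Ifit3*, an antiviral RNA-binding effector, had 70.2 CPM with DMSO, 8.20 with E3330 and 5.42 with APX2009 (-3.08 [-3.56, -2.66] and -3.67 [-4.33, -3.11]), *Mx1*, an antiviral GTPase, 18.6, 1.84 and 2.29 (-3.28 [-4.39, -2.42] and -2.96 [-4.08, -2.10]), and the T cell chemokine *Cxcl10* 260.4, 15.4 and 21.3 (-4.07 [-4.40, -3.77] and -3.61 [-3.92, -3.32]). The interferon-gamma-induced GTPases had medians of -1.80 and -1.77 with all 15 genes lower, and the MHC class I presentation genes -0.69 and -0.94 with all 20 lower. For the core list, MPP-like cells had -1.72 and -2.17, the *Lss*-led cluster -1.72 and -1.86, and the cycling histone-led cluster -2.07 and -2.06. Each of these core-list medians lies below every random matched list.

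**Figure D3:**
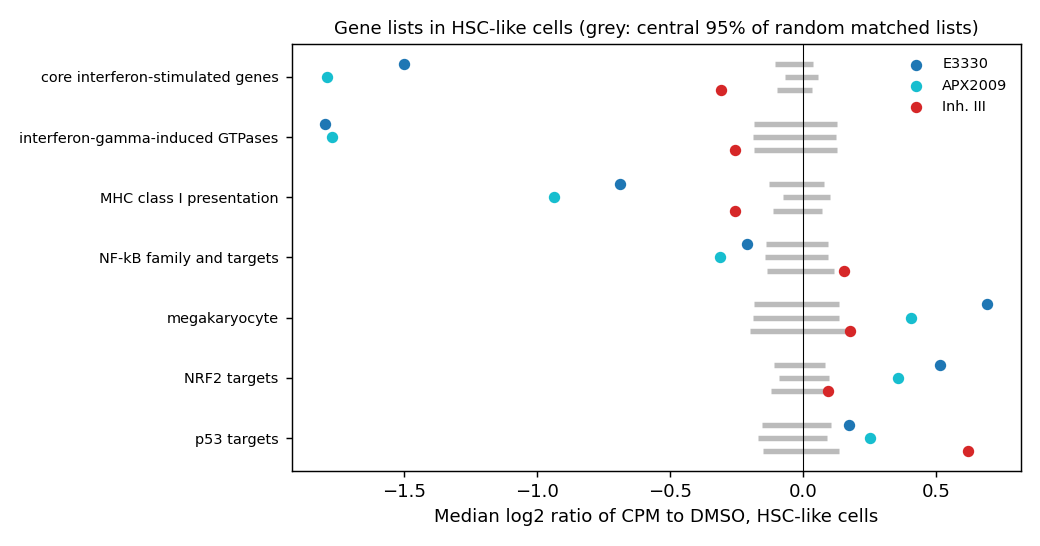
Median log2 ratio to DMSO of 7 gene lists in HSC-like cells for each inhibitor. Grey bands hold the central 95% of the medians of 10000 random matched lists; the interferon and MHC class I lists lie below the bands and the p53 targets above them with every inhibitor, the former furthest with the REF-1 inhibitors and the latter with Inh. III.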

REF-1 inhibition caused transcriptional changes in HSC, LSK and myeloid progenitor clusters (0, 3 and 2), consisting mainly of downregulated DEGs, with prominent downregulation of interferon response genes (IRGs) (Fig. 5A). Consistently, the HSPC marker *Ly6a*, reported to be upregulated in HSCs in response to IFNα [56], was downregulated in all progenitor clusters. 

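*Ly6a* (ENSMUSG00000075602) encodes Sca-1, a surface protein of stem and progenitor cells, and lies on chromosome 15 of GRCm38 from 74994877 to 74998031. In HSC-like cells it had 1437 CPM with DMSO, 587 with E3330 and 375 with APX2009 (log2 ratios -1.29 [-1.35, -1.23] and -1.94 [-2.02, -1.86]), and 1196 with Inh. III (-0.26 [-0.34, -0.19]). In MPP-like cells it had 944, 137 and 122 CPM (-2.78 [-2.89, -2.68] and -2.95 [-3.08, -2.82]). The MEP-like cells gave 191, 34.9 and 24.9 (-2.45 [-2.77, -2.15] and -2.93 [-3.41, -2.50]), and the *Lss*-led cluster 705, 142 and 181 (-2.31 [-2.47, -2.15] and -1.96 [-2.14, -1.78]). Over all cells *Ly6a* was 919, 233 and 187 CPM (-1.98 [-2.02, -1.94] and -2.30 [-2.35, -2.25]).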

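*Irf7*, the factor that amplifies type I interferon, had 289.7 CPM in DMSO HSC-like cells, 70.1 with E3330 and 45.7 with APX2009 (log2 ratios -2.05 [-2.21, -1.89] and -2.66 [-2.88, -2.46]), and 244, 36.8 and 26.1 in MPP-like cells (-2.73 [-2.94, -2.53] and -3.22 [-3.52, -2.94]). The type I score of HSC-like cells had medians of 0.127 with DMSO, 0.0907 with E3330, 0.0880 with APX2009 and 0.116 with Inh. III, next to an SD of 0.0339 among DMSO cells, and 87.2%, 88.0% and 64.8% of the inhibitor-treated cells were below the DMSO median. The type II score had 0.113, 0.0952, 0.0933 and 0.106 (SD 0.0234). In MPP-like cells the medians were 0.112, 0.0680, 0.0709 and 0.0947 for type I and 0.102, 0.0872, 0.0891 and 0.0970 for type II. By gene, 32 and 37 of the 45 type I genes were lower in HSC-like cells with E3330 and APX2009 (median log2 ratios -0.20 and -0.27), as were 57 of 90 and 66 of 89 type II genes (-0.093 and -0.19); these lists also hold signalling genes that interferon does not induce.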

REF-1 inhibition also downregulated the interferon type I and II response in HSCs, LSKs and myeloid progenitors as reflected by the ssGSEA enrichment score for the respective gene ontogeny terms (Fig. 5B). Other downregulated DEGs included the TFs, *Batf* and *Bcl11a*, shown to be essential for HSC functionality and lymphoid lineage development [57–60]. 

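*Batf* (ENSMUSG00000034266), an AP-1 factor of lymphoid differentiation, lies on chromosome 12 of GRCm38 from 85686669 to 85709087. In HSC-like cells it had 68.5 CPM with DMSO, 45.7 with E3330 and 34.8 with APX2009 (log2 ratios -0.58 [-0.83, -0.34] and -0.97 [-1.26, -0.70]), and 96.0 with Inh. III (0.49 [0.20, 0.77]). *Bcl11a* (ENSMUSG00000000861; chromosome 11 from 24078056 to 24174123), a zinc-finger repressor needed for lymphoid cells, had 195, 111, 122 and 211 CPM (-0.82 [-0.97, -0.67], -0.67 [-0.83, -0.52] and 0.12 [-0.069, 0.30]). In MPP-like cells *Batf* had 58.3, 31.6 and 29.2 CPM (-0.88 [-1.14, -0.63] and -0.99 [-1.31, -0.70]) and *Bcl11a* 189.7, 102 and 108 (-0.90 [-1.04, -0.76] and -0.81 [-0.97, -0.66]). The early lymphoid list had median log2 ratios of -0.51 and -0.37 in MPP-like cells. With the MPP-like cells of the clustering on all variable genes, the sign of this list reversed for both inhibitors and that of *Bcl11a* for APX2009.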

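*Gclm* (ENSMUSG00000028124; chromosome 3 from 122245557 to 122270732 of GRCm38), a target of the oxidant-sensing factor NRF2, had 182 CPM in DMSO HSC-like cells, 405 with E3330 and 311.5 with APX2009 (log2 ratios 1.15 [1.04, 1.27] and 0.78 [0.65, 0.90]). *Mt1* (ENSMUSG00000031765; chromosome 8 from 94179082 to 94180327), a metal-binding metallothionein, had 305, 678 and 499 (1.15 [1.06, 1.24] and 0.71 [0.61, 0.81]). The tetraspanin gene *Cd63* (ENSMUSG00000025351; chromosome 10 from 128900989 to 128912822), a marker of granules in mast cells and megakaryocytes, had 335, 526 and 448 (0.65 [0.56, 0.74] and 0.42 [0.32, 0.52]). With Inh. III the levels were 215, 271 and 329.7 CPM (0.24 [0.054, 0.43], -0.17 [-0.33, -0.011] and -0.021 [-0.17, 0.12]). *Hmox1*, the haem oxygenase that NRF2 also controls, had 8.56, 24.6 and 18.6 CPM (1.51 [0.99, 2.09] and 1.10 [0.54, 1.72]). Genes chosen only for large ratios with both REF-1 inhibitors were *Alox5*, a lipoxygenase of mast and myeloid cells (3.09, 12.1 and 6.88 CPM; 1.92 and 1.12), *Pls1*, an actin bundler (3.09, 10.5 and 8.76; 1.73 and 1.47), *Capn5*, a calpain protease (3.81, 9.87 and 9.60; 1.34 and 1.31), and *Gjb3*, a gap-junction protein (3.81, 9.37 and 8.76; 1.27 and 1.18).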

Among the few upregulated DEGs in REF-1-inhibited HSCs, we identified marker genes that were among the highly expressed in the myeloid progenitor, MEP and BMP clusters (*Cd63, Gclm, Mt1*) (Fig. 5A, Figure S9A). 

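The mRNAs of the interferon factors were lower in HSC-like cells with E3330 and APX2009. *Stat1*, the signal transducer of interferon receptors, had 102, 32.6 and 38.8 CPM with DMSO, E3330 and APX2009 (log2 ratios -1.64 [-1.89, -1.39] and -1.39 [-1.64, -1.14]), and its partner *Stat2* 39.0, 23.8 and 14.4 (-0.71 [-1.05, -0.38] and -1.43 [-1.86, -1.02]). In MPP-like cells *Stat1* had 57.8, 23.1 and 13.2 (-1.32 [-1.61, -1.04] and -2.12 [-2.57, -1.72]). Among NF-κB family mRNAs in HSC-like cells, *Relb* had 43.5, 28.8 and 20.6 (-0.60 [-0.91, -0.29] and -1.07 [-1.44, -0.71]), *Bcl3*, a nuclear co-activator of the p50 and p52 subunits, 35.2, 21.6 and 16.1 (-0.70 [-1.06, -0.36] and -1.13 [-1.55, -0.72]), and *Nfkb2*, which encodes p52, 30.4, 20.6 and 22.9 (-0.56 [-0.93, -0.20] and -0.41 [-0.79, -0.029]). The subunit gene *Rel* had 48.8, 41.2 and 44.0 (-0.24 [-0.52, 0.030] and -0.15 [-0.43, 0.14]). Over the NF-κB list of 24 genes, 19 and 22 were lower in HSC-like cells (medians -0.21 and -0.31), and the MPP-like medians were -0.23 and -0.22. Regulon activity was not recomputed, so these are mRNA levels of the factors. The *Nfkb2* ratio with APX2009 reversed in thinned cells. With the MPP-like cells of the clustering on all variable genes, the sign of the NF-κB median with APX2009 reversed.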

In line with DEG analysis, DAR analysis for REF-1 inhibitor treated HSCs and LSKs showed a decreased activity for many interferon-related TFs (*Stat1, Stat2* and several *Irfs*), and for the nuclear factor-kappa B (NF-κB) family and related factors (*NF-κB1, NF-κB2, Relb, Rel, Bcl-3*) (Figure S11A). *Stat1, Stat2, Irf1, Ir7, Bcl11a and Irf9* were found central TFs driving the negative regulation of most target genes in the REF-1-inhibited HSCs (Fig. 5C), and are possibly controlled by previously identified REF-1 targets (*Jun, Pax5, Stat3 and Nf-κb1*) [13, 14,16, 17].

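Of the factors placed at the centre of the network, *Irf1*, which drives MHC class I and guanylate-binding genes, had 64.2 CPM in DMSO, 30.9 in E3330 and 29.2 in APX2009 HSC-like cells (log2 ratios -1.05 [-1.33, -0.78] and -1.13 [-1.44, -0.84]). *Irf9*, which joins STAT1 and STAT2 on DNA, had 55.6, 34.8 and 30.7 (-0.68 [-0.95, -0.40] and -0.86 [-1.17, -0.56]). The mRNAs of the known REF-1 targets differed less: *Jun*, the AP-1 subunit, had 43.0, 40.3 and 41.7 (-0.095 [-0.38, 0.19] and -0.045 [-0.34, 0.25]), *Stat3*, a cytokine signal transducer, 71.6, 70.4 and 62.0 (-0.024 [-0.24, 0.19] and -0.21 [-0.44, 0.028]), and *Nfkb1*, which encodes p50, 110.1, 106 and 96.8 (-0.054 [-0.23, 0.12] and -0.19 [-0.37, 0.0030]). *Pax5*, the B cell factor, had 0 UMIs in the HSC-like cells of every condition. REF-1 acts on the proteins of these factors, which mRNA counts do not measure.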

**Fig. 5:**
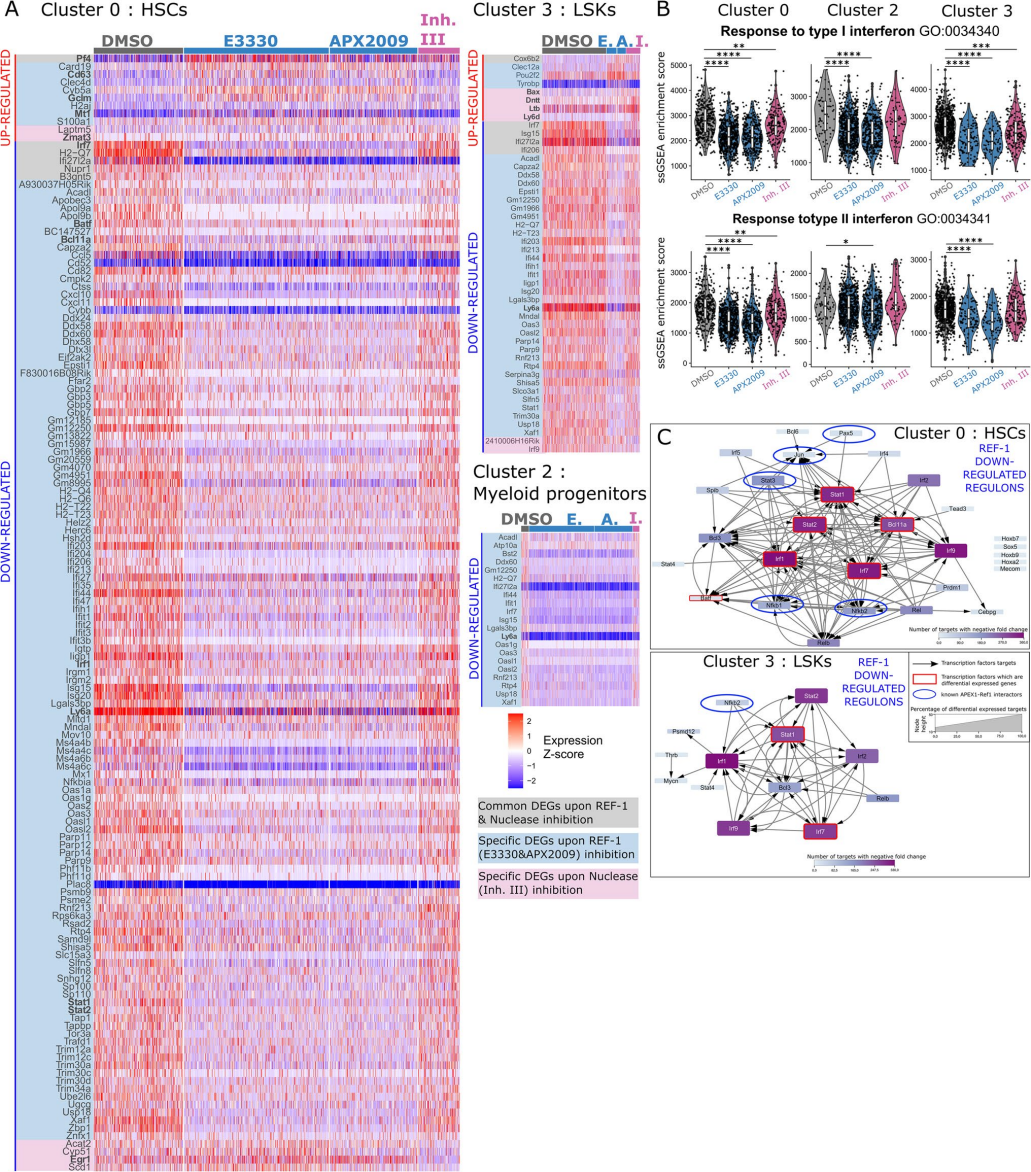
Differential gene expression and regulon activity analyses identify chiefly downregulated interferon signaling in HSPC progeny following APEX1 REF1 inhibition. (**A**) Heatmaps displaying differentially expressed genes (DEGs) in the HSC cluster 0, the LSK cluster 3 and the early myeloid progenitor cluster 2, after 7-days of APEX1 REF-1 (E3330 and APX2009) or APEX1 nuclease (Inhibitor III) inhibition compared to DMSO treated cells. DEGs common to all 3 inhibitor treatments are highlighted in gray, DEGs present after both REF-1 inhibitions are highlighted in blue and DEGs only present after nuclease inhibition with Inh. III are highlighted in pink. (**B**) Single-sample gene set enrichment analysis (ssGSEA) for interferon responses of cluster 0, 2, and 3 (HSCs, early myeloid progenitors, and LSKs) using published gene lists (GO:0034340 for type I interferon and GO:0034341 for type II interferon). Dunn’s post hoc tests (following Kruskal–Wallis rank sum test) were used to compare each treated group to the DMSO. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001(***), *p* < 0.0001 (****). (**C**) Cytoscape representation of the specific downregulated regulons upon both APEX1-REF-1 inhibition for the HSC cluster 0 and the LSK cluster 3. The nodes are the differentially active transcription factors (TFs) following REF-1 inhibition, and the node size represents the percentage of target genes of each TF that are differential expressed. The node gradient color (from light blue to dark purple) represents the number of target genes that are negatively regulated compared to DMSO condition (log2 fold change <0). TFs that are among the DEGs are highlighted by red squares, and the TFs that were previously published to interact directly with REF-1 are highlighted by blue circles. The black arrows indicate when a TF has another TF as target gene.

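In HSC-like cells *Mafg* and *Nfe2*, which pair to drive platelet genes, had 57.3 and 108 CPM with DMSO, 89.2 and 148 with E3330, and 60.5 and 126 with APX2009. The log2 ratios were 0.64 [0.42, 0.86] and 0.077 [-0.17, 0.33] for *Mafg* and 0.45 [0.29, 0.62] and 0.22 [0.039, 0.40] for *Nfe2*. *Cebpb*, a factor of emergency myelopoiesis, was higher with E3330 and lower with APX2009, at 90.6, 114 and 70.9 CPM (0.33 [0.15, 0.51] and -0.35 [-0.57, -0.14]). *Fli1*, a megakaryocyte factor, had 80.2, 82.5 and 79.5 (0.041 [-0.16, 0.25] and -0.012 [-0.23, 0.20]), and *Myb*, a factor of progenitor proliferation, 177, 180.2 and 189 (0.026 [-0.11, 0.16] and 0.093 [-0.048, 0.24]). The erythroid and megakaryocyte factor *Gata1* had 3, 5 and 1 UMIs and the erythroid factor *Klf1* 4, 3 and 4, too few for a ratio.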

Among the upregulated regulons in HSCs, we identified *Cebpβ,* which induces myeloid differentiation and proliferation in stressed HSCs [61], as well as TFs (*Gata1*, *Mafg, Nfe2, Kfl1, Fli, Myb*) that control myeloid and megakaryocyte differentiation [62–64]. Some of these latter pro-differentiation TFs were also found among upregulated DARs in LSKs (Figure S11B).

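Core interferon-stimulated genes were also lower in the committed classes: median log2 ratios with E3330 and APX2009 were -1.45 and -1.82 in GMP-like, -1.38 and -1.61 in MEP-like and -1.83 and -2.37 in monocyte-like cells. The *Dntt*-led cluster had -1.07 and -1.56, and dendritic/lymphoid-like cells -0.88 and -1.06. *Stat1* had 35.4, 12.5 and 10.0 CPM in GMP-like cells with DMSO, E3330 and APX2009 (-1.48 and -1.80), 50.0, 18.6 and 18.2 in MEP-like (-1.43 and -1.45) and 102, 31.2 and 31.0 in monocyte-like cells (-1.69 and -1.69). In the *Dntt*-led cluster it had 99.2, 66.9 and 48.7 (-0.56 and -1.01), and in dendritic/lymphoid-like cells 154, 65.6 and 94.2 (-1.20 and -0.70). *Irf7* had 120.3, 15.6 and 12.1 in GMP-like (-2.93 and -3.29), 112, 20.2 and 14.5 in MEP-like (-2.46 and -2.92) and 348, 41.8 and 16.0 in monocyte-like cells (-3.05 and -4.40), and 296, 93.1 and 67.8 in *Dntt*-led (-1.66 and -2.12) and 421, 156 and 104 in dendritic/lymphoid-like cells (-1.42 and -2.005). In GMP-like cells *Irf9* had 33.8, 18.3 and 17.6 (-0.88 and -0.94), *Irf1* 18.5, 13.4 and 12.1 (-0.46 [-1.18, 0.23] and -0.60 [-1.33, 0.090]), and *Stat2* 9.04, 8.04 and 8.78 (-0.16 [-1.15, 0.78] and -0.040 [-0.97, 0.88]).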

In the more committed progenitor clusters (GMPs, MEPs, LMPs, monocytes and DCPs/LPs), REF-1 inhibition also caused downregulation of IRGs, and/or interferon related regulons (*Stat1, Stat2, Irf-1, Irf-7, Irf-9*). Additionally, LMPs, DCPs/LPs and monocytes appeared to be transcriptionally megakaryocyte-poised, reflected by upregulated MEP-specific regulons such as *Gata2, Tal1, Fli, Nfe2,* and *Mafg* [62, 63] (Figure S12).

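*Nfe2* and *Mafg* mRNA was higher in monocyte-like cells with E3330: *Nfe2* had 46.1 CPM with DMSO, 72.3 with E3330 and 48.9 with APX2009 (log2 ratios 0.65 [0.23, 1.07] and 0.092 [-0.43, 0.59]), and *Mafg* 91.6, 147 and 118 (0.68 [0.39, 0.97] and 0.37 [0.032, 0.71]). In the *Dntt*-led cluster *Nfe2* had 36.2, 61.5 and 44.9 (0.77 [0.32, 1.197] and 0.32 [-0.20, 0.80]) and *Fli1* 38.7, 61.5 and 46.8 (0.67 [0.23, 1.09] and 0.28 [-0.23, 0.75]). *Fli1* in dendritic/lymphoid-like cells had 56.6, 69.7 and 81.6 (0.31 [-0.68, 1.25] and 0.53 [-0.32, 1.38]). *Gata2*, a factor of megakaryocyte, erythroid and mast cell progenitors, had 25, 28 and 5 UMIs in monocyte-like cells (0.68 [-0.15, 1.52] and -1.29 [-3.14, 0.014]), and *Tal1*, its partner, 25, 23 and 5 (0.40 [-0.49, 1.27] and -1.29 [-3.14, 0.014]). The megakaryocyte list had medians of 0.38 and -0.12 in monocyte-like, 0.29 and 0.12 in *Dntt*-led and 0.056 and 0.22 in dendritic/lymphoid-like cells. The *Mafg* ratio of monocyte-like cells with APX2009 reversed in thinned cells.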

Thus, the APEX1 REF-1 function appears to regulate interferon related TFs and genes in proliferating HSPCs. Decreased expression of IRGs due to REF-1 inhibition leads to impaired expression or activity of stem cell-essential genes/TFs, while also priming HSC and different progenitor cells towards the megakaryocyte lineage at the detriment of the monocyte/lymphoid lineages.

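Over all cells *Ifi206*, an interferon-inducible nuclear DNA sensor, had 27.3 CPM with DMSO, 2.75 with E3330 and 1.81 with APX2009 (log2 ratios -3.30 and -3.89), and *Apol9b*, an interferon-induced apolipoprotein, 12.1, 0.791 and 1.45 (-3.90 and -3.03), among the lowest ratios of both. *Gsta3*, a glutathione transferase (0.940, 3.66 and 2.59 CPM; 1.94 and 1.45), *Cavin3*, a caveolar coat protein (10.5, 31.2 and 33.5; 1.56 and 1.67), and the adult globin gene *Hbb-bs* (1.13, 3.13 and 3.11; 1.46 and 1.45) were among the highest. Across 12312 genes the log2 ratios of the analogues had a correlation of 0.763. Unchanged groups of the same depth with a shared DMSO group gave 0.458 on average and 0.487 at most in 100 simulations. These simulations hold counting error only. Any other deviation of the single DMSO pool enters both ratios, so the excess does not by itself show a shared effect of the analogues. The paper proposes that the REF-1 function regulates factors and genes related to interferon, and states that lower interferon response genes impair genes essential to stem cells and prime HSCs and progenitors towards megakaryocytes at the cost of monocytes and lymphoid cells.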

### HSPC Differentiation Trajectories of APEX1 Nuclease-Inhibited Cells Highlight Earlier Upregulation of Lineage-Restricted Regulators

In contrast to the REF-1 inhibitors, much fewer transcriptional changes were induced in HSPCs by APEX1 nuclease inhibition (Fig. 5, S11A). 

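In HSC-like cells of the Inh. III culture, 24 of 27 p53 target genes were higher, while the interferon and MHC class I genes differed less than with the REF-1 inhibitors. The MHC class I presentation list had a median log2 ratio of -0.26 with 16 of 20 genes lower, and the interferon-gamma-induced GTPases -0.26, with 12 of 15 genes lower. The NF-κB list went the other way from the REF-1 inhibitors, at 0.15 with 7 of 24 genes lower. Genes with the highest ratios included *Cox6b2*, a testis-type cytochrome oxidase subunit (39.5 and 136 CPM; 1.79 [1.49, 2.09]), *Wfdc17*, an antiprotease of myeloid cells (42.3 and 131; 1.63 [1.33, 1.93]), and *Lcn2*, a neutrophil iron-scavenging protein (31.9 and 77.3; 1.28 [0.91, 1.64]). Lower were *Nupr1*, a stress-induced chromatin protein (67.5 and 19.3; -1.78 [-2.39, -1.27]), *Apoe*, a lipid carrier (59.5 and 19.3; -1.60 [-2.21, -1.08]), and *B3gnt5*, a glycosyltransferase (57.5 and 20.6; -1.47 [-2.06, -0.96]). A single cell held 37.1% of the *Lcn2* UMIs of this class, and numbers of genes that pass a test cannot be compared because the pools hold 145 cells here but 522 with E3330.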

The p53 target gene *Zmat3*, known to play a role in translation regulation [65], was upregulated in HSCs. Additionally, in both HSC and LSK clusters, a pro-apoptotic signature was detected with the upregulation of *Bax* and higher activity of the *Zfp110* regulon [66, 67]. 

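*Zmat3* (ENSMUSG00000027663; chromosome 3 from 32334792 to 32366014 of GRCm38) encodes an RNA-binding zinc-finger protein that p53 induces. In HSC-like cells it had 7.85 CPM with DMSO and 28.7 with Inh. III (log2 ratio 1.86 [1.19, 2.56]), from 33 and 46 UMIs, and 11.9 with E3330 and 17.7 with APX2009 (0.59 [-0.017, 1.24] and 1.16 [0.58, 1.80]). Other p53 targets were higher with Inh. III as well: *Cdkn1a*, the cell-cycle inhibitor p21 (72.5 and 186 CPM; 1.36 [1.13, 1.60]), *Phlda3*, an inhibitor of AKT (14.0 and 41.1; 1.55 [1.02, 2.08]), *Ccng1*, a cyclin that feeds back on p53 (31.2 and 66.7; 1.10 [0.72, 1.48]), and the stress cytokine *Gdf15* (10.2 and 36.1; 1.82 [1.23, 2.43]). The p53 list had a median of 0.62 with Inh. III in HSC-like cells, above every random matched list, and 0.17 and 0.25 with E3330 and APX2009, also above the central 95% of these lists. In MPP-like cells *Zmat3* had 6.62 and 15.9 CPM (1.27 [0.53, 1.99]), and 22 of 27 listed targets were higher (median 0.45).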

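*Bax* (ENSMUSG00000003873; chromosome 7 from 45461697 to 45466898 of GRCm38), which opens the outer mitochondrial membrane in apoptosis, had 227 CPM with DMSO and 352 with Inh. III in HSC-like cells (log2 ratio 0.63 [0.48, 0.78]), and 193 and 339 in MPP-like cells (0.81 [0.67, 0.95]). With E3330 and APX2009 it had 287 and 302 CPM in HSC-like cells (0.33 [0.22, 0.45] and 0.41 [0.29, 0.53]). *Zfp110*, a zinc-finger protein of neurotrophin-receptor death signals, had 13.3 and 18.7 CPM in HSC-like cells with DMSO and Inh. III (0.50 [-0.20, 1.15]), and 11.6 and 13.2 in MPP-like cells (0.21 [-0.55, 0.87]). Of the apoptosis list, 12 of 20 genes were higher in HSC-like cells (median 0.12, percentile 98.3 of the random lists), among them *Bcl2*, which blocks apoptosis (22.8 and 29.9 CPM; 0.40 [-0.14, 0.90]).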

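*Pf4*, the platelet chemokine, had 854 CPM in HSC-like cells with Inh. III (log2 ratio to the DMSO level given with the REF-1 inhibitors 1.30 [1.19, 1.41]). The lymphoid genes of MPP-like cells rested on few molecules: *Dntt*, the polymerase that adds bases at antigen-receptor joints, had 18 UMIs with DMSO and 41 with Inh. III (2.98 and 22.5 CPM; 2.90 [2.09, 3.81]), and *Ly6d*, a marker of B cell-biased progenitors, 3 and 29 (4.81 [3.31, 7.36]). *Ltb*, the lymphoid cytokine lymphotoxin beta, had 384 and 445 CPM (0.21 [0.094, 0.33]). The *Dntt* and *Ly6d* UMIs of the Inh. III culture came from 7 and 4 of its 161 MPP-like cells, with 48.8% and 75.9% in 1 cell, and the whole early lymphoid list had a median of -0.11 there.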

Pro-differentiation changes were also observed with an increased expression of the megakaryocytic marker *Pf4* gene in HSCs, and the upregulation of lymphoid markers (*Dntt Ltb, Ly6d*) in LSK cells. Moreover, and in contrast to REF-1 inhibition, nuclease inhibition decreased expression of *Egr-1* and its regulon *Fosl1*, where downregulation of the *EGR-1* network was recently linked to impaired HSC function [68]. 

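*Egr1* (ENSMUSG00000038418; chromosome 18 from 34859823 to 34864984 of GRCm38), an immediate-early factor that holds stem cells in quiescence, had 126 CPM with DMSO and 54.2 with Inh. III in HSC-like cells (log2 ratio -1.21 [-1.56, -0.88]), and 157 with E3330 and 161 with APX2009 (0.32 [0.17, 0.48] and 0.35 [0.19, 0.52]). In MPP-like cells it had 48.5 and 29.1 CPM with DMSO and Inh. III (-0.72 [-1.19, -0.31]), and over all cells 64.2 and 25.2 (-1.35 [-1.504, -1.19]). The Inh. III value of HSC-like cells comes from 87 UMIs in 32 of 145 cells, with 40.2% in 1 cell. *Fosl1*, an AP-1 subunit, had 4, 20, 18 and 1 UMIs in HSC-like cells with DMSO, E3330, APX2009 and Inh. III, and 16, 62, 41 and 11 over all cells (1.92 [1.15, 2.85], 1.79 [0.96, 2.75] and 0.14 [-1.14, 1.32]).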

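With Inh. III, 48 of the 52 core interferon-stimulated genes were lower in HSC-like cells and 49 in MPP-like cells, 3 of the former at no more than 0.5 of the DMSO level (median log2 ratios -0.31 and -0.41, both below every random matched list). *Irf7* had 199 CPM in HSC-like cells (-0.54 [-0.73, -0.36]) and 109.9 in MPP-like cells (-1.15 [-1.37, -0.94]). *Stat1* had 84.2 and 51.1 (-0.27 [-0.56, 0.011] and -0.17 [-0.52, 0.16]). The chemokine gene *Cxcl10* had 112 CPM in HSC-like cells (-1.22 [-1.46, -0.99]), *Cxcl11*, its neighbour and fellow CXCR3 ligand, 15.6 beside 44.0 with DMSO (-1.47 [-2.16, -0.89]), and *Ifit3* 35.5 (-0.97 [-1.42, -0.57]). In MPP-like cells *Ly6a* had 619 CPM (-0.61 [-0.70, -0.52]).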

Although downregulation of some IRG genes was also seen in Inh. III treated HSC and LSK clusters, this was much less profound compared to the REF-1 inhibition.

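*Cebpe* (ENSMUSG00000052435; chromosome 14 from 54710360 to 54712174 of GRCm38), which drives granule formation in neutrophils, had 36.2 CPM in DMSO and 123 in Inh. III GMP-like cells (log2 ratio 1.76 [1.42, 2.12]), and *Irf8*, the monocyte and dendritic factor, 30.7 and 29.9 (-0.038 [-0.53, 0.45]). In dendritic/lymphoid-like cells *Runx2*, which lets plasmacytoid dendritic cells leave the marrow, had 260.3 and 338 (0.37 [0.044, 0.72]), and *Klf2*, a factor of quiescence and homing, 79.2 and 112 (0.49 [-0.10, 1.13]). The erythroid factor *Klf1* had 7.89 and 14.4 in MEP-like cells (0.83 [-0.061, 1.92]), and *Prdm1*, a factor of terminal B cell and macrophage differentiation, 9 and 2 UMIs in the *Dntt*-led cluster. Over all cells of the Inh. III culture the lineage lists were higher: mast cell and basophil genes had a median of 1.40 (17 of 18 genes), megakaryocyte genes 1.04, erythroid genes 0.74, dendritic cell genes 0.73, neutrophil progenitor genes 0.54 and monocyte genes 0.48, while the early lymphoid genes had 0.020. *Prss34*, a mast cell and basophil protease, had 16.8 and 154 CPM (3.19 [3.05, 3.34]), *Fcer1a*, the IgE receptor, 1.96 and 17.3 (3.14 [2.72, 3.60]), and *Snca*, abundant in red cell precursors, 0.489 and 7.24 (3.84 [3.06, 4.84]). These all-cell levels also carry the larger shares of committed cells.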

While REF-1 inhibition enhanced expression/activity of chiefly pro-megakaryocytic progenitor markers, nuclease inhibition promoted differentiation towards all blood lineages. For instance, Inh. III exposure induced the granulocyte and monocyte master regulons *Cebpe* and *Irf8* [69, 70] in GMPs; the B cell and monocyte/macrophage developmental regulator *Prdm1* [71] in LMPs; *Runx2* and *Klf2,* involved in plasmacytoid dendritic cell (DC) [72] and Ly6C^low^ monocyte development [73] respectively, in the DCP/LP cluster; and the erythroid *Klf-1* regulon [62] in MEPs (Figure S12C).

To further investigate the apparent increased maturation in nuclease-inhibited progeny, we performed trajectory inference analysis for the MEP, GMP, monocyte and DCP/LP lineages on DMSO and nuclease inhibitor treated samples (Fig. 6A). Many regulons were differentially active along the pseudotimes between the nuclease-inhibited and control cells (Figure S13). For each of the 4 trajectories, APEX1 nuclease-inhibited samples displayed an earlier enhanced activity of master TFs (regulons) promoting differentiation (Fig. 6B). 

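Each path runs through classes whose shares differ between the cultures, and its bins carry that difference: the last of 5 bins of equal cell number held 6.44% of DMSO and 41.3% of Inh. III cells on the MEP path, 12.9% and 35.2% on the GMP path, 13.5% and 33.7% on the monocyte path and 15.5% and 30.8% on the dendritic/lymphoid path. Within a class, the median pseudotime on the MEP path was 0.0694 with DMSO and 0.0668 with Inh. III for HSC-like cells, 0.189 and 0.189 for MPP-like and 0.364 and 0.412 for MEP-like cells, and on the monocyte path 0.174 and 0.167 for MPP-like and 0.568 and 0.656 for monocyte-like cells. On the MEP path *Gata2* had 70.2 CPM in DMSO and 121 in Inh. III cells in bin 4, and *Bach1*, a haem-regulated repressor, 18.8 and 32.1 in bin 1. On the monocyte path *Cebpb* had 171 and 224 in bin 4, whereas *Jun* had 348 and 221 there and the AP-1 subunit *Junb* 226 and 129.9 in bin 1. On the GMP path *Cebpe* had 5.64 and 10.2 in bin 4 (17 and 11 UMIs, with overlapping intervals) and 47.6 and 148 in the last bin. On the dendritic/lymphoid path *Irf8* had 4.00 and 9.62 in bin 2 (14 and 12 UMIs) and 302 and 467 in the last. In bins 1 and 3 it was lower with Inh. III, at 6.60 and 3.93 and at 23.5 and 20.6. Pairs of factor and bin were counted only with at least 20 UMIs over both cultures. Before the last bin this leaves out *Gata1*, *Klf1*, *Mitf*, *Mafb*, *Spib* and *Pax5* altogether. Of 53 such pairs before the last bin, 28 had higher CPM with Inh. III, 7 of them with an interval above 0 and 4 other pairs with one below. On the GMP path 3 of 9 such pairs were higher and 0 had an interval above 0. Paths were diffusion pseudotimes from the HSC-like cells, and the levels are mRNA of the factors. With 3 bins, 1 of 28 such pairs had an interval above 0 and 3 had one below.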

Pro-MEP (*Tal1, Gata2, Gata1*) [62], pro-erythroid (*Klf1*) [62], pro-megakaryocyte (*Fli*) [62] and pro-myeloid (*Bach1)* [74] TFs in the MEP trajectory; granulopoiesis (*Cebpe, Cebpa, Gfi1*) [69], mast cell development (*Mitf*) [75] and monocyte differentiation (*Irf8*) [70] regulons in the GMP trajectory; monocytic (*Irf8, Klf4, Jun, Junb*, and *Cebpb)* [70] and macrophage (*Mafb*) [76] differentiation TFs in the monocyte trajectory; TFs necessary for plasmacytoid DC differentiation (*Irf8* and *SpiB)* [72], B development cell (*Pax5*) [22], development/maturation of DC, B-, T- and NK cells (*RelB and Ets-1)* [77, 78] in the DCP/LP trajectory; were all active in the nuclease inhibitor sample before being active in the DMSO sample (Fig. 6B).

**Fig. 6:**
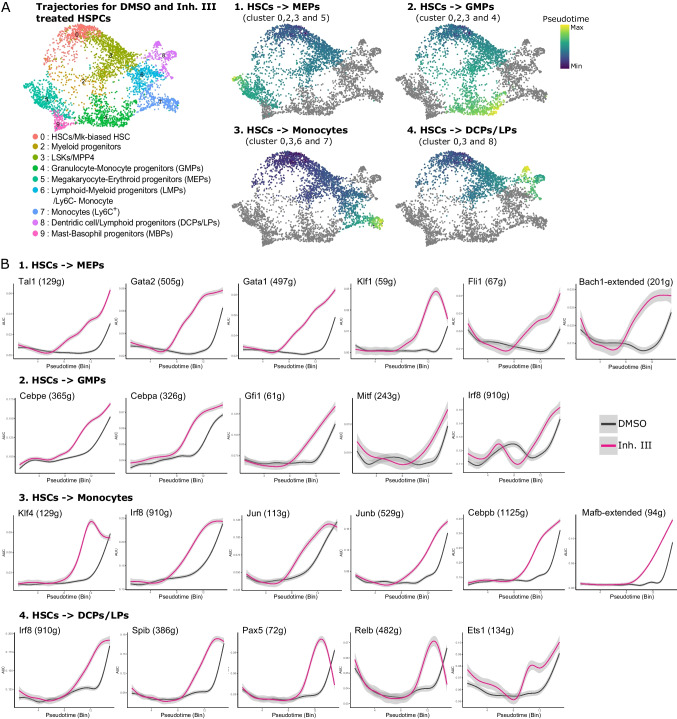
Earlier activation of differentiation regulons following APEX1 nuclease inhibition in HSPCs. (**A**) Pseudotime inferred by Slingshot for 4 distinct trajectories (megakaryocyte-erythroid progenitor (MEP), granulocyte-monocyte progenitor (GMP), monocyte and dendritic cell/lymphoid progenitor (DCP/LP)) of DMSO and Inh. III treated HSPCs is shown on the RNA-UMAP. For each of the 4 trajectories, the HSCs (cluster 0) were defined as root cells. Clusters of interest for each trajectory were subsetted prior to *Slingshot* analysis. Cluster 0, 2, 3, and 5 were used for the MEP trajectory, cluster 0, 2, 3, and 4 for GMP trajectory, cluster 0, 3, 6, and 7 for the monocyte trajectory, and cluster 0, 3, and 8 for the DCP/LP trajectory. Cells of clusters displayed in gray were not used for the respective pseudotime analysis. (**B**) Selected differentiation regulons for each of the 4 defined trajectories and their median regulon activity along the pseudotime. These selected regulons are among the regulons that are significantly differentially active along the pseudotime between the nuclease inhibitor (pink line) and DMSO (black line) treated cultures (entire list of differentially active regulons in Figure S13, Supplement File 8). Number indicated in between brackets after the regulon is the number of targets identified in the entire data set by SCENIC analysis.

Overall, the transcriptomic data demonstrated that the APEX1 nuclease function, contrary to the redox function, has only a minor gene regulating function in HSPCs. However, its inhibition switches on differentiation programs towards all hematopoietic lineages, thus promoting HSPC commitment.

### APEX1 REF-1 Function was Dispensable during HSPC Proliferation in Inflammatory Cytokine Inducing Conditions

The transcriptomic data surprisingly showed that decreased expression of IRGs might underlie HSPC expansion and survival defects following REF-1 inhibition. Indeed, when we measured inflammatory cytokine/chemokine concentrations in HSPC-conditioned PVA medium in the presence of REF-1 inhibitors, the already very low concentrations of CCL5, IL-1β, and IFN-β appeared to decrease even further (Fig. 7A). However, it is commonly believed that high levels of pro-inflammatory cytokines or IFN-α/γ treatment impair HSC functionality and ex vivo expansion [44, 79–81].

**Fig. 7:**
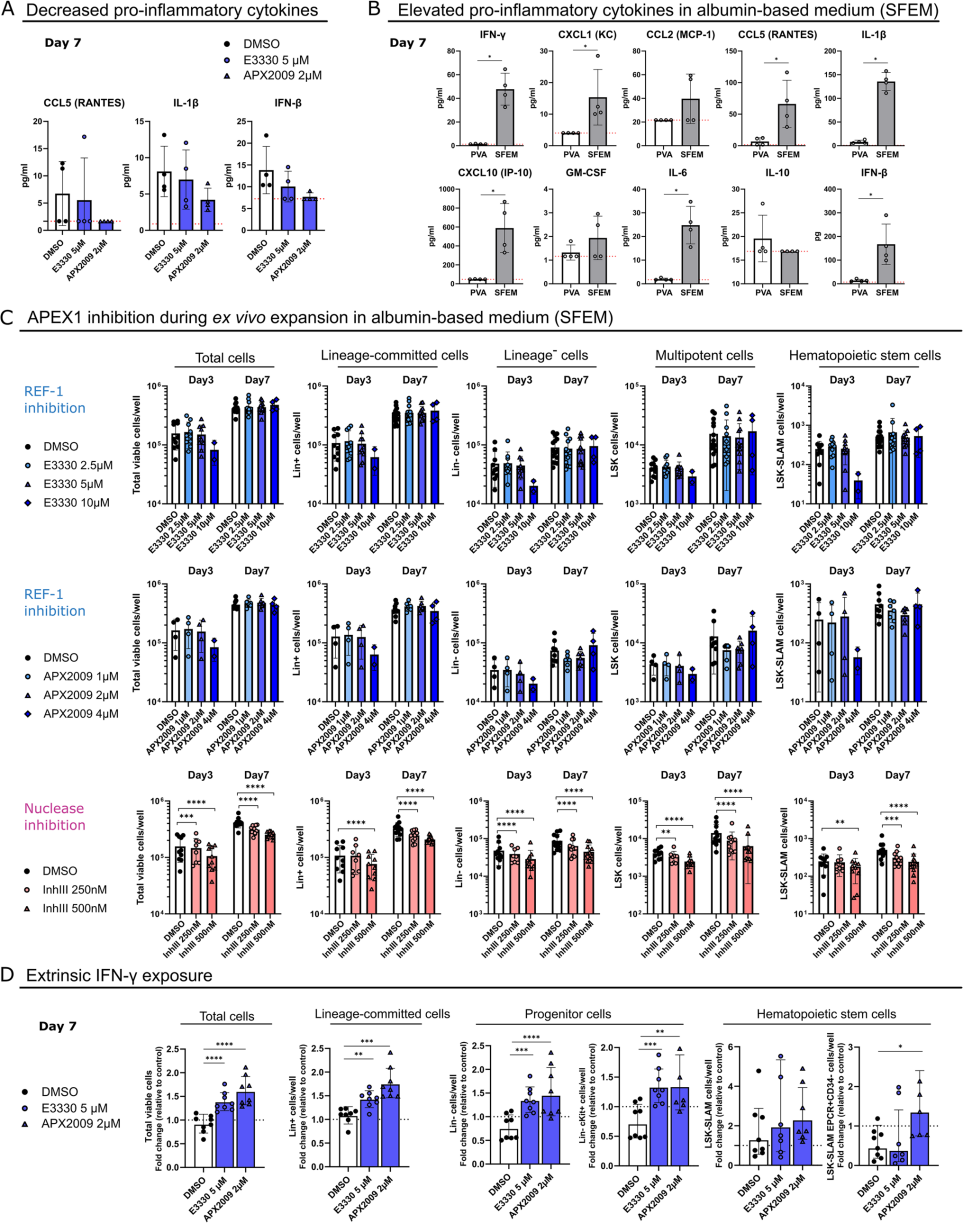
APEX1 REF-1 function was dispensable during HSPC proliferation in inflammatory cytokine inducing conditions. (**A**) CCL5, IL-1β and IFN-β levels in the supernatant of day 7 HSPC cultures in the presence of REF-1 inhibitors. *N* = 2 independent culture experiments, with 2 biological replicates per experiment. (**B**) Cytokine measurement in the supernatant of PVA- and SFEM-based HSPC cultures after 7 days. *N* = 2 independent culture experiments, with 2 biological replicates per experiment. Mann–Whitney test was used to compare the groups. (**C**) Expansion of the different Lin^−^cKit^+^ progeny exposed continuously for 3 or 7 days to the E3330 or APX2009 REF-1 inhibitors, or the Inhibitor III (Inh. III) nuclease inhibitor in albumin-based medium (SFEM). Log scaled axis was used for the expansion graphs. *N* = 2–7 independent experiments, with a total of 4–13 donors per group for day 7, and N = 1–6 independent experiment for day 3, with a total of 2–10 replicates per group. (**D**) Expansion of HSPC progeny (total cells, Lin^−^, Lin^−^cKit^+^, LSK-SLAM and LSK-SLAM EPCR^+^CD34^−^) following IFN-γ treatment with and without REF-1 inhibitors. Fold change of expansion was calculated for each sample relative to their corresponding non-IFN-γ control with and without REF-1 inhibitors. *N* = 4 independent culture experiments, with a total of 6–8 biological replicates per group. Dunnett’s post hoc tests (following a one-way (in (D)) or two-way (in (C)) ANOVA/Mixed model matched analysis) were used to compare each treated group to their corresponding DMSO control condition. Data bars represent the mean ± SD, except for (D) where data bars repesent geometric mean ± geometric SD *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****).

In all the above HSPC expansion experiments, we used a PVA-supplemented medium described to reduce inflammatory factors secreted by HSCs and their progeny and thereby allowing expansion of in vivo repopulating HSCs, compared to albumin containing medium [44]. During hematopoietic development where—as in our in vitro PVA-based culture system—HSPCs are highly proliferative, IFN signaling is required for HSPC functionality [82, 83]. This let us to hypothesize that although REF-1 function is required for functional HSPC expansion in medium containing low levels of inflammatory factors (PVA-based), it might be dispensable for HSPC under culture conditions (albumin-containing, such as SFEM), that do not support functional expansion of the immature HSPC compartment but are associated with fast differentiation of HSPCs into Lin^+^ cells and production of high levels of inflammatory cytokines (Fig. 7B, S14).

In line with our hypothesis, no significant HSPC expansion defect was observed following REF-1 inhibition in SFEM culture conditions (Fig. 7C, S15A). E3330 or APX2009 did neither affect the percentage, nor the absolute number of cells on day 3 or day 7, and this for all the different HSPC progeny populations. Even when we increased the inhibitor concentration, no expansion defect was seen. By contrast, addition of the nuclease inhibitor to the SFEM cultured cells resulted in a similar expansion defect as seen in PVA-based medium (Fig. 7C, S15A).

To further demonstrate that the effect of REF-1 inhibitors on HSPC expansion in PVA-based medium is mediated by loss of IRGs, we repeated the cultures adding a low concentration of IFN-γ or IFN-α for 7 days in the presence of the REF-1 inhibitors. Addition of IFN-γ to the control DMSO cultures tended to decrease progenitors (Lin^−^ and Lin^−^cKit^+^) and HSCs (defined as LSK-SLAM EPCR^+^CD34^−^cells, to enrich for functional HSCs after IFN exposure [84]). By contrast, addition of IFN-γ to the REF-1 inhibitor treated HSPCs increased the total cell number, progenitors (Lin^−^ and Lin^−^cKit^+^) as well as HSCs (LSK-SLAM EPCR^+^CD34^−^), even if the latter was only significant for APX2009. Thus, IFN-γ could partially rescue the REF-1 mediated expansion defect of HSPCs cultured in PVA-based medium (Fig. 7D, Figure S15B). However, IFN-α did not significantly influence the expansion of REF-1 treated HSPCs (Figure S15C).

These studies demonstrate that the APEX1 REF-1 mediated inhibition of interferon related TFs and genes in proliferating HSPCs is only observed when HSPCs are cultured in PVA-based medium, which limits production of inflammatory cytokines and expands functional HSCs. Consistently, addition of exogenous IFN-γ to PVA-based medium could partially rescue the effect of the REF-1 inhibitor, APX2009, on HSPC expansion.

## Discussion

We provide here, to our knowledge, the first evidence that APEX1 is an intrinsic key regulator for adult hematopoiesis, as APEX1-deficient HSPCs were unable to restore the blood system following transplantation. This in vivo phenotype was also recapitulated under culture conditions maintaining functional HSCs [44]. Use of specific APEX1 domain-blocking chemicals demonstrated that both the APEX1 nuclease and redox activities are crucial for the support of HSPC and lineage-committed progenitor survival and proliferation. Single-cell transcriptomics of HSPCs and their progeny identified distinct mechanisms responsible for hematopoietic defects induced by nuclease and redox APEX1 inhibition. Whereas inhibition of the APEX1 nuclease function induced an early activation of differentiation programs, inhibition of the APEX1 redox function significantly downregulated IRGs in HSCs and their progeny, which appears to be required for maintenance and expansion of HSPC culture conditions maintaining in vivo repopulating HSCs [44].

Most studies evaluating the role of APEX1 nuclease and redox domains in different cell types and tissues found one catalytic function to be the most relevant [29, 38, 85–87]. REF-1, not the nuclease function, was needed to generate mouse embryonic CD34^+^ progenitors in vitro [38]. By contrast we provide evidence that both the APEX1 nuclease and redox domains are indispensable to support adult BM HSPC proliferation, and that inhibitors of either domain differentially affected HSPCs and their progenies.

Indeed, even though decreased HSPC expansion, enhanced apoptosis, and reduced cell division were induced by REF-1 and nuclease inhibitors, single-cell CITE-seq analysis demonstrated distinct transcriptional changes underlying the expansion defects following inhibition of either domain. In the presence of the APEX1 nuclease inhibitor, a significant decrease in HSCs and multipotent progenitors was observed, with a concurrent increased frequency of lineage-committed cells and progenitors. 

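HSC-like and MPP-like cells together were 34.6% of DMSO cells (927 cells) and 15.9% of Inh. III cells (306 cells), a log2 ratio of -1.12 [-1.31, -0.93]. *Hoxa10*, a homeobox gene of stem and progenitor cells, had 5.15 and 2.02 CPM over all cells (-1.34 [-1.94, -0.80]), *Plagl1*, an imprinted zinc-finger gene of quiescent stem cells, 5.53 and 1.78 (-1.62 [-2.25, -1.06]), and *Adgrl4*, an adhesion receptor of multipotent progenitors, 134 and 44.1 (-1.61 [-1.72, -1.49]). The cycling histone-led cluster was 7.47% and 3.38% of cells (-1.14 [-1.57, -0.73]). Numbers of cells per culture were not measured by the sequencing, so these are shares.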

The higher vulnerability of HSPCs, compared to the more committed cells following nuclease inhibition, was associated with pro-apoptotic and pro-differentiation transcriptional changes in HSPCs. Cell division-uncoupled HSC differentiation into downstream lineages has recently been reported [88]. Hence, nuclease deficiency favors HSPC fate specification over maintenance, while simultaneously limiting their self-renewal activity. Interestingly, HSCs with accumulated DNA damage can be forced either into differentiation to limit their self-renewal capacity [58, 89], or into DNA damage-induced apoptosis [90]. Although our scRNA seq data showed upregulation of *Wig-1*, a p53 target gene induced in HSPCs after in vivo exposure to benzene or 5-fluoro-uracil [91, 92], we could not detect enhanced DNA damage lesions after 7 days of Inh. III exposure. It is possible that under nuclease inhibition conditions, other DNA repair proteins may be able to resolve the AP DNA lesions in an APEX1-independent manner [39, 93, 94], even if APEX1 is believed to be the most effective AP site-processing enzyme in mammals.

HSPC expansion loss might also be caused by the non-DNA repair functions of the nuclease APEX1 domain. For instance, the APEX1 nuclease domain has been shown to modify gene transcription by affecting RNA decay and/or miRNA processing [11, 12], or even through its non-canonical role in DNA demethylation [95]. In line with the latter example, HSPC dysfunction has recently been correlated to DNA hypermethylation and chromatin accessibility changes, which were associated with downregulation of the *Egr-1* network [68]. We demonstrated that *Egr-1*, a TF that can regulate HSC proliferation [96], was specifically downregulated in HSCs upon Inh. III treatment. Finally, the APEX1 nuclease domain might also affect hematopoiesis by regulating cell fate decisions, as has been described for instance for stem cell differentiation towards the neuroectoderm lineage and stem cell reprogramming [97].

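Megakaryocyte genes were higher over all cells with both REF-1 inhibitors, with median log2 ratios of 0.80 for E3330 and 0.57 for APX2009 and 17 and 15 of 17 genes higher. Of the surface proteins of platelets and megakaryocytes, 3 were picked from the panel without a list fixed beforehand. CD41, the product of *Itga2b*, had 56.2 tags per 10000 with DMSO, 90.3 with E3330 and 71.1 with APX2009 (0.68 and 0.34), and CD9, a tetraspanin of platelets, 73.3, 131 and 107 (0.84 and 0.55), while CD62P, the selectin of platelets, had fewer tags, 3.99, 3.09 and 3.96 (-0.37 and -0.010). Dendritic cell genes were lower (-1.06 and -0.65), as were monocyte genes (-0.60 and -0.62) and early lymphoid genes (-0.69 and -0.49). Erythroid genes had 0.40 and 0.26, neutrophil progenitor genes -0.024 and 0.058, and mast cell and basophil genes -0.053 and -0.035. Within MPP-like cells the megakaryocyte list had 0.83 and 0.55, and within MEP-like cells 0.22 and 0.099. With the cells weighted to the class shares of DMSO, the erythroid medians of both inhibitors reversed, as did the APX2009 median of the neutrophil progenitor genes, and with the clusters from all variable genes the APX2009 megakaryocyte median of MPP-like cells reversed.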

Following APEX1 REF-1 inhibition with E3330 or APX2009, HSCs and their downstream lineages were biased towards the megakaryocyte lineage, with an accumulation of early myeloid progenitors and concurrent loss of LSKs, LMPs, lymphoid and DC progenitor cells, as well as monocytes. This suggests a lineage specific effect of the APEX1 REF-1 function. In line with this notion is the observation that murine BM cells treated with E3330 produced fewer myeloid progenitors, GMPs, and erythroid progenitors in colony forming assays [98]. Likewise, E3330 treatment caused adult and embryonic stem cells to differentiate towards some but not all neuronal sub-types [99].

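Over all cells the 52 core interferon-stimulated genes were all lower with E3330 and with APX2009, 45 and 48 of them at no more than 0.5 of the DMSO level (median log2 ratios -1.64 and -1.93). With Inh. III all were lower too, 8 of them that far (-0.53). 2 surface proteins of interferon-inducible genes, CD317 and CD274, picked from the panel without a list fixed beforehand, were lower with the REF-1 inhibitors. CD317, the virus tether encoded by *Bst2*, had 38.5 tags per 10000 with DMSO, 14.2 with E3330, 11.2 with APX2009 and 36.7 with Inh. III (log2 ratios -1.44, -1.78 and -0.069). *Bst2* itself had 999, 390.5, 352 and 711 CPM (-1.36 [-1.39, -1.32], -1.51 [-1.54, -1.47] and -0.49 [-0.52, -0.46]). CD274 (PD-L1), an inhibitory ligand that interferon induces, had 332, 215, 191 and 335 tags per 10000 (-0.63, -0.80 and 0.010). MHC class I presentation genes had medians of -0.62, -0.81 and -0.31.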

Our transcriptomics data identified APEX1 redox function to be key for regulating IRGs in expanding HSPCs. Variable effects of REF-1 inhibition on IFN signaling in other systems have been reported. E3330 was shown to activate p38 MAPK signaling in antigen presenting cells and thereby modulating IFN-γ production in T cells [100]. By contrast, other studies demonstrated that REF-1 induces lipopolysaccharide-dependent pro-inflammatory cytokines in monocytic or macrophage cell lines in an NF-κB dependent manner [34, 35]. Similar to p38 MAPK, NF-κB is also known to control interferon signaling [79, 101].

In general, it is believed that high levels of IFN signaling impair in vitro and in vivo BM HSC self-renewal capacity [56, 79–81, 102, 103]. However, we here demonstrated that IFN signaling is also required for functional ex vivo expansion of adult murine HSCs. This is in line with what has been observed during development, where IFN signaling supports perinatal HSC and lymphoid progenitor development [82, 83], as well as during ex vivo human HSC culture using UM171, where pro-inflammatory NF-κB mediated signaling is required for true HSC expansion [104]. The skewing of differentiation towards the megakaryocyte lineage at the detriment of monocytic differentiation caused by REF-1 inhibition is consistent with studies that illustrated that IFN type I signaling repressed in vitro megakaryocyte differentiation, while being required for Ly6C^high^ monocyte differentiation [105, 106]. Our results also show that REF-1 inhibition does not impair HSPCs when cultured under conditions that induce much higher levels of inflammatory factors (albumin-containing SFEM medium); conditions associated with significantly less HSC maintenance compared to PVA-based culture that maintains functional HSCs [44]. Hence, the REF-1-mediated impairment of HSPC appears to be specific for culture conditions where inflammatory cytokines are low, and as a result repopulating HSCs are expanded. Partial rescue of the HSPC expansion defect (due to APX2009) was achieved by IFN-γ treatment. To achieve a complete rescue might require that cells are exposed to not only IFN-γ but to a balanced mixture of several inflammatory cytokines. Alternatively, the fact that HSCs, like other stem cells, intrinsically express IFN-independent IRGs and do poorly respond to exogenous IFN-β [107], might explain that the effect of REF-1 inhibition can only be partially rescued by exogeneous IFN-γ and not by IFN-α. Further studies will have to elucidate why IFN-γ only partially rescued the APX2009 treated HSPCs and not the E3330 ones. Moreover, it remains to be determined if the decreased IRG expression and reduced related TF activity in the HSPCs following REF-1 inhibition is due to specific HSPC-intrinsic IFN signaling reduction, or if it is caused by reduced extrinsic IFN/inflammatory signaling in the altered mature lineages of the culture.

In conclusion, our study highlights the importance of APEX1 during regenerative hematopoiesis. In addition, our data indicate differential roles for the APEX1 nuclease and REF-1 functions in HSPC expansion and maintenance. Domain specific KO mouse models could elucidate the function of both APEX1 domains during in vivo hematopoiesis. Such studies might also shed light on the role of APEX1 during steady-state hematopoiesis, where most adult HSCs are dormant. The APEX1 nuclease function plays predominately a role in HSPC survival and maintenance even if we do not yet fully understand this mechanism. By contrast, APEX1 REF-1 functions by regulating interferon transcriptional networks in HSPCs and their progeny, thereby supporting functional proliferation of HSPCs. Whether inhibition of the APEX1 REF-1 function blocks differentiation towards monocyte and DC/lymphoid lineages and favors MEP commitment, and/or whether some committed cells are more susceptible to die than others due to decreased IFN/inflammatory signaling, still needs further evaluation. Also, which TF(s) is (are) the upstream REF-1 target(s) in HSPCs, governing the IRG expression, remains to be determined. Finally, this study may aid in our understanding of potential hematopoietic side effects associated with the use of APEX1 inhibitors in cancer therapy and suggests a possible beneficial therapeutic use of E3330 in interferonopathies .

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file 1 (XLSX 722 KB) contains the top RNA cluster marker genes for each of the 10 defined CITE-seq cell identities.

Supplementary file 2 (XLSX 36 KB) contains the top ADT markers for each of the 10 defined CITE-seq cell identities.

Supplementary file 3 (XLSX 33 KB) contains the lists of genes used to calculate different enrichment scores.

Supplementary file 4 (XLSX 91 KB) contains the top Regulons identified by SCENIC for each of the 10 defined CITE-seq cell identities.

Supplementary file 5 (XLSX 3322 KB) contains DEG analysis between Inhibitor III/E3330/APX2009 and DMSO for each of the 10 defined CITE-seq cell identities.

Supplementary file 6 (XLSX 1437 KB) contains DAR analysis between Inhibitor III/E3330/APX2009 and DMSO for each of the 10 defined CITE-seq cell identities.

Supplementary file 7 (XLSX 36 KB) contains DEGs and DARs common to all 3 APEX1 inhibitors, and specific to the APEX1 nuclease or redox inhibition.

Supplementary file 8 (XLSX 163 KB) contains the results of differential regulon activity analysis along pseudotime for the 4 distinct differentiation trajectories between the Inhibitor III and DMSO treatments.

Supplementary file 9 (DOCX 15.3 MB) contains all the Supplementary Methods, Tables and Figures.

## Data Availability

CITE-seq data can be accessed under GEO:GSE218981. Other data from this study are available from the corresponding author upon reasonable request.

# Supplementary material for: APEX1 Nuclease and Redox Functions are Both Essential for Adult Mouse Hematopoietic Stem and Progenitor Cells
**Source:** Stem Cell Rev Rep. 2023 Jun 2;19(6):2052–72. doi: 10.1007/s12015-023-10550-0
**Supplement:** Supplementary file 9 — (DOCX 15.3 MB) contains all the Supplementary Methods, Tables and Figures.

**Supplementary Methods, Tables and Figures**

**APEX1 nuclease and redox functions are both essential for adult mouse hematopoietic stem and progenitor cells.**

Samantha Zaunz^1^, Jonathan De Smedt^1,2^, Lukas Lauwereins^1^, Lana Cleuren^1^, Charlie Laffeber^3^, Manmohan Bajaj^1^, Joyce H. G. Lebbink^3,4^, Jurgen A. Marteijn^3^, Kim De Keersmaecker^5^, Catherine Verfaillie^1^.

**Authors affiliations:**

**Supplementary Methods**

**Lentiviral vector production**

Lentiviral particles were produced in low passage HEK293T cells (Clontech) using a selected sgRNA lentiguide GFP^high^ plasmid, the 2^nd^ generation packaging and envelope plasmids psPAX2 (Addgene, cat#12260) and pMD2.G (Addgene, cat#12259), and the transfection reagent FuGENE® HD (Promega) in Opti-MEM medium (Gibco). Transfection medium was changed after approximately 10-12 hours and replaced by DMEM high glucose Glutamax medium (Gibco), supplemented with 10% fetal bovine serum (Sigma-Aldrich), 1% Penicillin-Streptomycin, 1% sodium pyruvate (Gibco). 48h post-transfection, the medium was collected and filtered (0.45µm filter, Millipore). Lentiviral particles were concentrated using the Vivaspin20 tube concentrators (Sartorius), before being aliquoted and stored at -80°C. Most viral vector batches were titrated on fresh BM derived Lin^-^ cells, to determine the volume of concentrated viral particles needed to reach maximum transduction efficiency, before the toxicity related drop in transduction efficacy.

**Lentiviral transduction of HSPCs**

Magnetic-activated cell sorting (MACS) purified Lin^-^cKit^+^ cells from Cas9 and WT CD45.2 mice were seeded at 8×10^4^ cells/well in a round-bottom 96-well plate coated with fibronectin, using 200μl/well of SFEM medium (Stem Cell Technologies) supplemented with 100 ng/mL thrombopoietin TPO, 50 ng/mL stem cell factor (SCF) and 1% Penicillin-Streptomycin. The HSPCs were transduced by spinoculation (90 minutes at 500 g), using concentrated lentiviral particles (batch average of ± 13.6 μl/well) and 8 μg/mL of polybrene (Millipore). 12 and 18 hours post-transduction, a half-medium change was performed. 36-48 hours post-transduction, cells were used for transplantation and/or long-term *ex vivo* culture in PVA-based medium (as described in the methods section of the article).

**Bone marrow histology**

Tibia of some mice transplanted with APEX1 KO and WT cells, after 5 months post-transplantation, was processed for paraffin embedding and hematoxylin-eosin staining, as described in ^[1]^. Brightfield microscope pictures were taken with the ZEISS Axio Imager Z1/Apotome microscope and AxioCam MRC5 (40X objective).

**1-year post-transplantation follow-up experiment**

For the 1-year transplantation experiments, white blood cell (WBC) counts were obtained using the Scil Vet abc device, and the GFP^high^ percentage within the CD45.2^+^ transplanted cells was assessed by flow cytometry at different timepoints after transplantation. 2 out of the total of 26 transplanted recipients were discarded from the analysis as they died shortly after transplantation due to low repopulation and/or due to irradiation toxicity. 2 mice were sacrificed at 3 and 6 months after transplantation due to development of dermatitis, and their BM chimerism was analyzed (Figure S4C). 1 year after transplantation, BM was analyzed by flow cytometry.

**Flow cytometry**

All the staining steps described below were performed at 4°C for 30 min in FACS buffer (phosphate-buffered saline (PBS) with 0.1% bovine serum albumin (BSA)) and cells were washed with FACS buffer after each staining step, unless otherwise specified. For the peripheral blood and the bone marrow analysis after transplantation, the erythrocytes were lysed for 10 min in red blood cell lysis solution (BioLegend) before processing to flow cytometry staining. Detailed antibody and dilution information can be found in Table S4.

Peripheral blood cells were stained with anti-mouse CD3e APC, anti-mouse/human CD11b PE, anti-mouse Ly-6G/Ly-6C PE, anti-mouse CD45R PE-Cyanine7, anti-mouse CD45.1 Brilliant Violet 605 or anti-mouse CD45.1 APC-Cyanine7, and anti-mouse CD45.2 eFluor 450.

The same panel of antibodies was used to analyze the BM cells after transplantation. Post-transplantation BM cells were also stained with a second panel, including a primary anti-mouse lineage biotin antibody cocktail and secondary antibodies. The latter included anti-mouse CD45.1 Brilliant Violet 605, anti-mouse CD45.2 eFluor 450, streptavidin eFluor710, anti-mouse c-Kit APC, anti-mouse Sca-1 PE-Cyanine7, anti-mouse CD150 PE and anti-mouse CD48 APC-eFluor 780. Mice with a CD45.2 repopulation percentage below 5% were excluded from the 5 months post-transplantation BM analysis. GFP^high^ % within the LSK-SLAM population was not quantified when the number of total events in that specific population was less than 10 events.

For the CRISPR-Cas9 and APEX1 inhibitor treated HSPC expansion experiments, cells were first stained with an anti-mouse lineage biotin cocktail. Next, secondary staining was performed in AnnexinV binding buffer (140mM NaCl solution with 2.5mM CaCl_2_ and 0.01M HEPES) using streptavidin eFluor710, anti-mouse c-Kit PE-Cyanine7, anti-mouse Sca-1 BV605, anti-mouse CD150 PE, anti-mouse CD48 eFluor450, AnnexinV-APC and viability Dye-eFluor780.

For the cell division quantification, freshly MACS purified Lin^-^cKit^+^ cells were labelled using the CellTrace^TM^ Violet or CellTrace^TM^ CFSE (Invitrogen) proliferation dye according to the supplier’s recommendation. Briefly, cells were incubated with 5µM per 10^6^ of cells, diluted in prewarmed DPBS with calcium and magnesium (Gibco), for 20 min at 37°C. Next, at least three times the staining volume of DPBS with 1% BSA (Miltenyi) was added to the cells and incubated at 37°C for 5 min. Finally, cells were washed with DPBS before being plated for *ex vivo* culture or stained. For flow cytometry after culture, CellTrace^TM^ Violet or CellTrace^TM^ CFSE labelled cells were first stained with anti-mouse lineage biotin cocktail. After the primary staining, cells were labelled with the viability Dye-eFluor780, streptavidin eFluor710, anti-mouse c-Kit APC, anti-mouse Sca-1 PE-Cyanine7, anti-mouse CD150 PE, anti-mouse CD48 FITC or eFluor450.

For IFN-exposed cultures, cells were first stained with anti-mouse lineage biotin cocktail. Secondary staining included : viability Dye-eFluor780, streptavidin eFluor710, anti-mouse CD34 FITC, anti-mouse CD201 (EPCR) APC, anti-mouse Sca-1 BV605, anti-mouse c-Kit PE-Cyanine7, anti-mouse CD150 PE and anti-mouse CD48 eFluor450. In this experiment, following the IFN treatment, functional hematopoietic stem cells were defined as Lin^-^cKit^+^Sca^+^CD150^+^CD48^-^ (LSK-SLAM) cells that were also CD201^+^CD34^-^(Figure S17), such as described in ^[2]^.

For combination treatment experiments, cells were first stained with anti-mouse lineage biotin cocktail. Secondary staining included : viability Dye-eFluor780, streptavidin eFluor710, anti-mouse CD201 (EPCR) APC, anti-mouse Sca-1 Super Bright 436, anti-mouse c-Kit PE-Cyanine7, anti-mouse CD150 PE and anti-mouse CD48 FITC.

For stainings on the expanded HSPC progenies, 10 000 counting beads (Invitrogen) were added to each sample before acquisition, to quantify the cell expansion (absolute number of cells/well). For the APEX1 inhibitor experiments, cell expansion calculations were based on AnnexinV and CellTrace^TM^ stainings. Flow cytometry data were acquired on the BD FACS Symphony or the BD FACS Canto II (Becton Dickinson), and analyzed using FlowJo V10 software. Single stained cells were used for setting up compensation matrix and Fluorescence Minus One (FMO) controls were included to facilitate cell gating when needed.

Figure S16 and S17 show gating strategies that were employed.

**Fluorescence-activated Cell Sorting (FACS)**

For off-target analysis, nanocapillary immunoassay and AP incision assay, total GFP^high^ cells were sorted from 2-week cultured progeny cells of the transduced Lin^-^cKit^+^ cells (WT and Cas9).

For the viable Lin^-^cKit^+^GFP^high^ (sgRNA transduced WT and Cas9 cells) sorts, cells were stained with viability Dye-eFluor 780, anti-mouse lineage APC antibody cocktail, anti-mouse c-Kit PE and anti-mouse Sca-1 SuperBright 436. For the viable Lin^-^cKit^+^ sorts from the inhibitor treated samples, cells were stained with viability Dye-eFluor 780, anti-mouse lineage FITC antibody cocktail, anti-mouse c-Kit APC and anti-mouse Sca-1 PeCyanine7.

For the freshly isolated LSK cell sort, BM MACS isolated Lin^-^ were stained for the anti-lineage FITC antibody cocktail, anti-mouse c-Kit APC, anti-mouse Sca-1 PeCyanine7, anti-mouse CD150 PE, anti-mouse CD48 eFluor450 and the viability Dye-eFluor 780.

Before running the 10X Genomics CITE-seq, LSK progeny for each treatment condition was sorted for live cells using viability Dye-eFluor 780.

All the sorts were performed on the MA9000 cell sorter (Sony) or on the BD Aria III (Becton Dickinson). Figure S18 shows gating strategies that were employed for the sorts.

**DNA extraction and off-targets analysis**

Genomic DNA was extracted from sorted GFP^high^ cell pellets, using the Gentra Puregene Tissue Kit (Qiagen), according to the manufacturer’s protocol. Polymerase chain reactions (PCRs) were carried out, using the Q5 High-Fidelity DNA Polymerase (New England Biolab) following the manufacturer’s protocol, to amplify the sgRNA-targeted (on-targets) and untargeted genomic regions (off-targets) (Table S2). Forward and reverse primers used for these amplifications are listed in Table S3. After confirming the expected product size by gel electrophoresis, the PCR products were purified using the PureLink PCR Purification Kit (Invitrogen) prior to Sanger Sequencing (Eurofins Genomics). For each sgRNA, the top 7 off-target regions, predicted using the *in silico* CRISPR-Cas9 guide RNA design checker tool (Integrated DNA Technologies), were sequenced. To determine the indel (small insertions and deletions introduced by Cas9 editing) percentage, the sequenced amplicons were aligned against the non-edited control amplicons using the ICE (Interference of CRISPR Edits) tool from Synthego.

**Nanocapillary immunoassay**

GFP^high^ progeny of transduced Cas9 or WT Lin^-^cKit^+^ cells was FACS-sorted 2 weeks post-transduction. Cell pellets were lysed in RIPA buffer (Sigma-Aldrich) supplemented with EDTA-free protease and phosphatase cocktail inhibitors (Roche) for 30 min, with occasional vortexing. Protein supernatants were collected after a 20 min centrifugation at 4°C and quantified using the Pierce^TM^ BCA Protein Assay kit (ThermoFisher Scientific). For the WES (Automated Western Blots with Simple Western; ProteinSimple) protein detection, samples were loaded on a 25-well assay plate at a concentration of 0.2µg/µl, together with a 12-230 kD standard ladder, following the manufacturer’s recommendations. Anti-APEX1 (Abcam, cat#189474) and anti-VINCULIN (Cell Signaling Technology, cat#13901T) antibodies were used at 1/20 and 1/10,000, respectively. Data were analyzed using the Compass Software (ProteinSimple).

**Apurinic/apyrimidinic (AP) incision assays**

Protein extractions for the AP incision assay were performed according to the instructions and using the extraction ‘Buffer A’ described in ^[3]^. Prior to the extraction, the total day 7 progeny of Lin^-^cKit^+^ cells treated with the APEX1 inhibitors, or the sorted total GFP^high^ cells from transduced Cas9 and WT (after 2 weeks of culture) cells, were briefly washed with PBS, lysed and snap-frozen in Buffer A.

The 5’- CAA TAA TAA CAC GC/idSp/ CGA CCA GTC CTG CTT TTG CAG GAC TGG TCG CGC GTG TTA TTA TTG /3Cy5Sp/-3’ (Integrated DNA Technologies) fluorescently labelled hairpin oligonucleotide, containing an AP site analogue (idSp), was self-annealed by incubation at 95°C for 5 min, followed by slow cooling down to room temperature (RT) in 25mM HEPES (pH 7.5) with 150mM KCl. NEB4 buffer (50 mM KAc, 20mM TRIS-Ac, 10mM Mg-Ac, 1mM DTT) supplemented with 0.1 mg/ml of BSA and 0.5% of PVA was used as reaction buffer for the assay, and to dilute the protein extracts. For the APEX1 inhibitor treated samples, the same concentration of inhibitor, as used during culture, was added to the protein extracts and the final reaction volume due to the reversible nature of the inhibitors^[4–7]^. Before mixing with the annealed oligonucleotide, the protein extracts were pre-heated at 37°C for 5 min (APEX1 KO and WT samples) or for 1h (for the inhibitor treated samples). The AP incision reactions were carried out at a final concentration of 10ng/µl protein extracts and 10µM double-stranded hairpin DNA, for 5 min at 37°C. To stop the enzymatic nicking, an equal volume of urea solution (8M urea with 0.3% SDS) was added to the reactions at RT, followed by 3 min formamide (Honeywell Riedel-de Haën) denaturation at 70°C. Denatured samples were loaded on a denaturing 15% acrylamide (19:1 acryl:bis) 8M urea-TBE (tris/borate/EDTA buffer) PAGE gel to separate cleaved product from un-cleaved oligonucleotide substrate. The fluorescent signal on the gels was analyzed using a Typhoon™ imager (Cytiva). The Cy5 fluorophore was excited at 635nm and emission was passed through the Cy5 670BP30 filter. Band intensities were quantified using Image J software^[8]^. Purified APEX1 enzyme (NEB) at final concentration of 2.5 units/ml was included as a positive control in the assay.

**Apurinic/apyrimidinic (AP) site quantification**

To quantify AP sites, the aldehyde reactive probe-based DNA Damage Assay kit ab211154 (Abcam) was used on genomic DNA of total culture or sorted cells, according to the manufacturer’s instructions. Absorbance was measured using a GloMax® Discover Microplate Reader (Promega).

**Phospho-gamma H2AX staining**

Approximately 50 000 sorted cells were seeded onto a CellView slide (Greiner) using CellTak™ Adhesive glue (Corning). Sorted Lin^-^cKit^+^ cells were allowed to attach for 20-30 min at 4°C. After cell attachment, samples were fixed using 4% paraformaldehyde for 15 min at RT. Cells were then blocked and permeabilized for 1 hour at RT with a 5% normal donkey serum (Jackson ImmunoResearch) and 0.3% Triton X-100 PBS solution, before being stained for 2 hours at RT with anti-phospho-γH2AX (Cell Signaling Technology, cat#9718), diluted 1/200 in 0.5% BSA 0.3% Triton X-100 PBS solution. After PBS washes, cells were stained for 1 hour at RT with 1/500 secondary donkey anti-rabbit antibody Alexa 647 (Invitrogen, cat#A31573) and 1/50,000 Hoechst33342 (Thermo Scientific, cat#62249) diluted in DAKO REAL^TM^ Antibody Diluent solution (Agilent). After washing, coverslips were mounted in prolong gold anti-fade reagent (Invitrogen). Confocal images were taken with the Zeiss LSM880 at RT, with a plan-apochromat 40X/1.3 oil objective and with a pinhole opening of 76µM for both channels. Cell Profiler software was used for imaging analysis. Percentage of cells presenting at least 1 γH2AX focus pernucleus was calculated. Pan-nuclear γH2AX positive cells were excluded from analysis.

**Cytokine quantification**

For the cytokine quantification present in culture media, Lin^-^cKit^+^ cells were seeded at 5x10^4^ cells/100µl of PVA-based or SFEM medium (Table S1) in a 96-well plate. After 3 and 7 days, the supernatant was analyzed using the mouse anti-virus response LEGENDplex kit (Biolegend), including IFN-γ, KC, TNF-α, MCP-1, IL-12p70, RANTES, IL-1β, IP-10, GM-CSF, IL-10, IFN-β, IFN-α, IL-6. The 13 multi-analyte flow assay kit was used according to the manufacturer’s protocol. Analytes that could not be detected in both culture media were excluded in the figure; IL-12p70, GM-CSF, IL-10, IFN-α on day3 and TNF-α, IL-12p70, IFN-α on day 7.

**10X Genomics CITE-sequencing**

An average of 4x10^4^ sorted LSKs (from 3 donor sets, sorted LSK cells contained 5.50±0.04 % LSK-SLAM) were plated per well in fibronectin-coated 48 well plates and cultured in PVA-medium with APEX1 inhibitors or DMSO for 7 days, as described above. 3 biological culture replicates for each condition were pooled before cell staining with hashtag oligos (HTO) and antibody derived tag (ADT).

For CITE-seq labelling, about 1 to 2 million cells were counted, isolated and spun down. The cell pellet was resuspended and incubated for 30 min on ice with 25µl of staining mix in PBS containing 0.04% BSA, True-Stain Monocyte Blocker™ (BioLegend, 426101), TruStain FcX Block (BioLegend, cat#101320), viability dye eFluor™ 780 (Invitrogen, 1/2000), and the mouse cell surface protein antibody panel containing 158 oligo-conjugated antibodies (TotalSeq™-A, BioLegend) and 10 TotalSeq-A isotype controls (see Table S5) according to the manufacturer's instructions and as previously described^[9]^. 4 different samples (DMSO, E3330, APX2009, Inh. III) were tagged using TotalSeq-A hashtag antibodies (anti-mouse CD45 and MHC class I A0311 (cat#155821), A0312 (cat#155823), A0313 (cat#155825) and A0314 (cat#155827) respectively). After the viability sort (Figure S18B), the single-cell suspensions were pooled together and resuspended at an estimated final concentration of 1000 cells/µl and loaded on a Chromium GemCode Single Cell Instrument (10X Genomics) to generate single-cell gel beads-in-emulsion (GEM). The scRNA-Seq libraries were prepared using the GemCode Single Cell 3’ Gel Bead and Library kit, version NextGEM 3.1 (10X Genomics) according to the manufacturer’s instructions with the addition of amplification primers (3nM, 5’CCTTGGCACCCGAGAATT*C*C and 5’GTGACTGGAGTTCAGACGTGTGC*T*C) during cDNA amplification to enrich the TotalSeq-A cell surface protein and HTOs. Size selection with SPRIselect Reagent Kit (Beckman Coulter, cat#B23318) was used to separate amplified cDNA molecules for 3’ gene expression and cell surface protein construction. TotalSeq-A protein library construction including sample index PCR using Illumina’s Truseq Small RNA primer sets and SPRIselect size selection was performed according to the manufacturer’s instructions. The cDNA content of pre-fragmentation and post-sample index PCR samples was analyzed using the 2100 BioAnalyzer (Agilent). Sequencing libraries were loaded on an Illumina NovaSeq flow cell at VIB Nucleomics core with sequencing settings according to the recommendations of 10X Genomics, pooled in a 80/25 ratio for the combined 3’ gene expression and cell surface protein samples, respectively.

The Cell Ranger pipeline (10X Genomics, version 6.1.2) was used to perform sample demultiplexing and to generate FASTQ files for read 1, read 2 and the i7 sample index for the gene expression and cell surface protein libraries. Read 2 of the gene expression libraries was mapped to the reference genome (mouse GRCm38) using Cell Ranger. Filtered count matrices for RNA, HTO and ADT expression generated by Cell Ranger pipeline, were used for downstream analysis.

**CITE-seq analysis**

For the RNA matrix, only genes that were expressed in at least 3 cells, were kept for analysis. Outlier cells were identified, by a multivariate approach based on all quality metrics (number of UMIs, genes detected, and percentage of mitochondrial RNA), using the R package *scater*^[10]^. *MULTIseqDemux()* function in *Seurat* (version 4.1.0)^[11]^ was used to demultiplex centered log-ration (CLR) normalized HTO matrix, in order to annotate each cell to their experimental group or identify the cell as doublet/negative cell. Additional filtering of low-quality cells was performed after demultiplexing (percentage of mitochondrial genes/cells >4% and number of detected genes/cell <1,200) (Figures S6A), and doublet or negative (not hashed) cells were removed. 

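Before these filters 15.0% of the hashed DMSO, 20.3% of the E3330, 30.5% of the APX2009 and 27.7% of the Inh. III cells had more than 4% mitochondrial UMIs, so the limit removed unequal shares of the conditions. Past the filters, 1370 barcodes carried more than 1 hashtag and 826 none. The hashtag of the own condition had a median of 52 counts in DMSO, 29 in E3330, 61 in APX2009 and 82 in Inh. III cells, lowest for E3330. With HTODemux in place of MULTIseqDemux only 1465 E3330 cells were called, and HSC-like cells were 30.1% of the 1458 E3330 cells with the same call but 6.83% of the other 1216.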

A total of 2718 cells for the DMSO, 1938 cells for the Inh. III, 2641 cells for the E3330 and 1704 cells for APX2009 treatment conditions were analyzed, with a median sequencing depth of 2815.9 genes per cell for the 4 experimental conditions.

RNA data were SCT-transformed and simultaneously the cell cycle effect (S phase and G2M phase scores determined according to ^[12]^) was regressed out. SCT-normalized and cell cycle corrected RNA data was used for all the downstream analysis. Principal component analysis (PCA) dimensional reduction was performed using the default *Seurat* setting, and the first 25 principal components (PCs) were used for clustering the cells with a resolution of 0.7, resulting in 10 cell identities on the Uniform Manifold Approximation and Projection (UMAP). ADT data were CLR normalized across the cells and scaled. For the flow cytometry like gating, the raw ADT was normalized with the *DSB* (denoised and scaled by background) package ^[13]^, by defining empty droplet background (cut-off protein library size < 1.5 and cut-off RNA library size < 2.7), using isotype controls (IgG2a-Mouse-k, IgG-Hamster, IgG2b-Mouse-k, IgG2b-Rat-k, IgG2a-Rat-k, IgG1-Mouse-k, IgG2c-Rat-k, IgG1-Rat-k, IgD) and the default settings. 

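Surface proteins were gated here without background correction from empty droplets: 0 barcodes lay under both sizes that define the background of the study, 1 under the RNA size and 391 under the protein size. CD11b was found on 51.2% of kept cells by any tag, CD48 on 86.9%, CD150 on 35.7%, CD34 on 34.0%, Ly6C on 32.7% and EPCR (CD201) on 10.4%. Sca-1 was called on 50.0% of cells, of 69.5% with a tag, and CD117 on 87.7% of 97.6%. In this panel 166 antibodies, isotype controls among them, had more than 1 tag in some kept cell, and 8 isotype antibodies served for an alternative threshold at their 99th percentile.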

Proteins with maximum count ≤ 1 per cell were removed. After the DSB normalization, CITE-seq protein data were used to define the different HSPC populations using different flow cytometry R packages (flowWorkspace, ggcyto, flowSpecs, flowcore) (Figure S10C-D).

Cluster annotation was done using the expression of selected marker genes for HSC, lymphoid, megakaryo-erythroid and myeloid lineages^[14–18]^ (Figure 4D and Figure S9B), as well as using the top cluster marker genes (Figure S9A, Supplement File 1), the top ADT marker (Figure S10, Supplement File 2), and the top regulons for each cluster identified by SCENIC (Figure S9C, Supplement File 4). HSC cluster 0 and LSK cluster 3 identity annotations were further confirmed using previously published LSK and HSC transcriptomic signatures from bulk RNAseq^[19,20]^ (Figure 4C). Stressed cell cluster 1 and 10 showed higher mitochondria gene percentage per cell compared to all other clusters (Figure S8C).

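The *Lss*-led and the *Mpo*- and *Hk3*-led unnamed clusters had the highest mitochondrial shares, means of 2.86% and 2.87% of UMIs, where the other clusters had 1.36% (mast cell/basophil-like) to 1.97% (dendritic/lymphoid-like). *Lss*, *Dhcr24* and *Hmgcs1* of the former cluster encode enzymes of cholesterol synthesis, and *Insig1* their sterol sensor. It held 15.6% of DMSO, 13.0% of E3330, 12.6% of APX2009 and 11.2% of Inh. III cells. The smaller cluster expressed *Mpo* and *Elane*, granule genes of GMP-like cells, and held 39, 81, 38 and 43 cells. Median UMIs per cell were 6734 and 6165, below those of the HSC-like (10858) and MPP-like clusters (9746.5).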

The top RNA and the top ADT markers (CLR normalized) per cluster (Supplement File 1 and 2 respectively) were detected with the *FindAllMarkers* function in Seurat (for RNA data with logfc.threshold=0.1, min.diff.pct=0.05, only.pos=T; for ADT data, min.diff.pct = 0.01 with logfc.threshold = 0, only.pos=T). Enrichment score for LSK^[19]^, HSC^[20]^ and functional HSC (MolO signature)^[21]^ (Supplement File 3) gene signatures were calculated using the Seurat *AddModuleScore* function (default settings). Single-sample gene set enrichment analysis (ssGSEA)^[22]^ was performed on individual clusters, using *escape* R package with default settings and defined gene sets (GO:0034340 and GO:0034341 for interferon type I and II; megakaryocyte lineage-primed markers from ^[23]^, Supplement File 3). For each cluster, Dunn’s test with Benjamini-Hochberg correction was used to compare the ssGSEA scores of the different inhibitor samples to DMSO.

The SCENIC workflow^[24]^ was used to identify active regulons, which are TFs and their co-regulated target genes, and to calculate cell-specific AUC score for each identified regulon in the data set. Prior to the *GRNBoost2* GRN interference, SCT-normalized RNA count matrix was filtered for genes that are also present in the SCENIC mouse databases (500bp-upstream and centered-10kb databases of mm9-refseq_r45-mc9nr were used). Only positive correlations between targets and TFs were detected. 520 active regulons were identified in our dataset. The top active regulons for each of the 10 cell identities were selected based on their positive mean regulon activity score (Z-score) computed within cluster of interest (Supplement File 4).

For each inhibitor, we performed a chi-square test (with a Benjamini-Hochberg correction for multiple testing) to assess if cluster proportions (RNA and ADT) differed between DMSO control and inhibitor-treated populations. Additionally, log2 fold changes between observed versus expected cluster proportions was calculated.

**Differential signature analysis**

The *Seurat FindMarkers* function (logfc.threshold=0.1,min.diff.pct=0.05, group.by="Sample") was applied on each cluster to identify the DEGs (Supplement File 5). The DARs for each cluster were identified based on the SCENIC regulon AUC scores for all 520 identified regulons, using the Wilcoxon test with a Benjamini-Hochberg correction (Supplement File 6). Both DEG and DAR analyses compared each the inhibitor-treated samples with the DMSO condition. For the heatmaps summarizing the DARs per cluster, the mean activity score for all regulons were first scaled across the cluster of interest.

From all these DEG and DAR analyses, common (DEGs or DARs present in all 3 inhibitors) and specific changes for the nuclease inhibition (only for Inh. III, and not for E3330 and/or APX2009) and the 2 redox inhibitions (common to E3330 and APX2009, and not present for Inh. III) were highlighted for each cluster (adj. p-value<0.05) (Supplement File 7). The heatmaps for “stressed” cluster 1 and 10, were excluded from Figure 5 and Figure S11-12, as these clusters did not change massively upon APEX1 inhibitor treatment.

Cytoscape (version 3.9.1) was used to visualize the dysregulated regulons of the HSC cluster 0 and the LSK cluster 3.

**Trajectory inference**

For the trajectory inference, 4 distinct differentiation trajectories (megakaryocyte-erythroid progenitor (MEP), granulocyte-monocyte progenitor (GMP), monocyte and dendritic cell/lymphoid progenitor (DCP/LP)) were defined for the DMSO and Inh. III samples. Therefore, clusters of interest for each trajectory were subsetted, and UMAP coordinates were calculated on each subset using *Seurat*. Cluster 0, 2, 3, and 5 were used for the MEP trajectory; cluster 0, 2, 3, and 4 for GMP trajectory; cluster 0, 3, 6, and 8 for the monocyte trajectory; and cluster 0, 3, and 8 for the DCP/LP trajectory. Subsequently, *Slingshot*^[25]^ trajectories were inferred for each of the 4 subsets, with cluster 0 as root population. Next, cells were binned (15 bins) and mixed ANOVA tests with Benjamini-Hochberg correction were used to identify differential regulon activity along the pseudotime axis (based on AUC score), comparing DMSO and Inh. III treatments. Regulons were differentially active between DMSO and Inh. III if the magnitude of activity was consistently different (adj. p-value sample) and if the activity trends differed between treatments (adj. p-value interaction) (Supplement File 8).

**References**

1. Mesnieres, M., Böhm, A.-M., Peredo, N., Trompet, D., Valle-Tenney, R., Bajaj, M., Corthout, N., Nefyodova, E., Cardoen, R., Baatsen, P., Munck, S., Nagy, A., Haigh, J. J., Khurana, S., Verfaillie, C. M., & Maes, C. (2021). Fetal hematopoietic stem cell homing is controlled by VEGF regulating the integrity and oxidative status of the stromal-vascular bone marrow niches. *Cell Reports*, *36*(8), 109618. https://doi.org/10.1016/j.celrep.2021.109618

2. Rabe, J. L., Hernandez, G., Chavez, J. S., Mills, T. S., Nerlov, C., & Pietras, E. M. (2020). CD34 and EPCR coordinately enrich functional murine hematopoietic stem cells under normal and inflammatory conditions. *Experimental Hematology*, *81*, 1-15.e6. https://doi.org/10.1016/j.exphem.2019.12.003

3. Vodenkova, S., Azqueta, A., Collins, A., Dusinska, M., Gaivão, I., Møller, P., Opattova, A., Vodicka, P., Godschalk, R. W. L., & Langie, S. A. S. (2020). An optimized comet-based in vitro DNA repair assay to assess base and nucleotide excision repair activity. *Nature Protocols*, *15*(12), 3844–3878. https://doi.org/10.1038/s41596-020-0401-x

4. Rai, G., Vyjayanti, V. N., Dorjsuren, D., Simeonov, A., Jadhav, A., Wilson, D. M., & Maloney, D. J. (2012). Synthesis, Biological Evaluation, and Structure–Activity Relationships of a Novel Class of Apurinic/Apyrimidinic Endonuclease 1 Inhibitors. *Journal of Medicinal Chemistry*, *55*(7), 3101–3112. https://doi.org/10.1021/jm201537d

5. Kelley, M. R., Wikel, J. H., Guo, C., Pollok, K. E., Bailey, B. J., Wireman, R., Fishel, M. L., & Vasko, M. R. (2016). Identification and Characterization of New Chemical Entities Targeting Apurinic/Apyrimidinic Endonuclease 1 for the Prevention of Chemotherapy-Induced Peripheral Neuropathy. *Journal of Pharmacology and Experimental Therapeutics*, *359*(2), 300–309. https://doi.org/10.1124/jpet.116.235283

6. Shimizu, N., Sugimoto, K., Tang, J., Nishi, T., Sato, I., Hiramoto, M., Aizawa, S., Hatakeyama, M., Ohba, R., Hatori, H., Yoshikawa, T., Suzuki, F., Oomori, A., Tanaka, H., Kawaguchi, H., Watanabe, H., & Handa, H. (2000). High-performance affinity beads for identifying drug receptors. *Nature Biotechnology*, *18*(8), 877–881. https://doi.org/10.1038/78496

7. Kelley, M. R., Luo, M., Reed, A., Su, D., Delaplane, S., Borch, R. F., Nyland, R. L., Gross, M. L., & Georgiadis, M. M. (2011). Functional Analysis of Novel Analogues of E3330 That Block the Redox Signaling Activity of the Multifunctional AP Endonuclease/Redox Signaling Enzyme APE1/Ref-1. *Antioxidants & Redox Signaling*, *14*(8), 1387–1401. https://doi.org/10.1089/ars.2010.3410

8. Schindelin, J., Arganda-Carreras, I., Frise, E., Kaynig, V., Longair, M., Pietzsch, T., Preibisch, S., Rueden, C., Saalfeld, S., Schmid, B., Tinevez, J.-Y., White, D. J., Hartenstein, V., Eliceiri, K., Tomancak, P., & Cardona, A. (2012). Fiji: An open-source platform for biological-image analysis. *Nature Methods*, *9*(7), 676–682. https://doi.org/10.1038/nmeth.2019

9. Scheyltjens, I., Van Hove, H., De Vlaminck, K., Kancheva, D., Bastos, J., Vara-Pérez, M., Pombo Antunes, A. R., Martens, L., Scott, C. L., Van Ginderachter, J. A., Saeys, Y., Guilliams, M., Vandamme, N., & Movahedi, K. (2022). Single-cell RNA and protein profiling of immune cells from the mouse brain and its border tissues. *Nature Protocols*, *17*(10), 2354–2388. https://doi.org/10.1038/s41596-022-00716-4

10. McCarthy, D. J., Campbell, K. R., Lun, A. T. L., & Wills, Q. F. (2017). Scater: Pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics*, btw777. https://doi.org/10.1093/bioinformatics/btw777

11. Hao, Y., Hao, S., Andersen-Nissen, E., Mauck, W. M., Zheng, S., Butler, A., Lee, M. J., Wilk, A. J., Darby, C., Zager, M., Hoffman, P., Stoeckius, M., Papalexi, E., Mimitou, E. P., Jain, J., Srivastava, A., Stuart, T., Fleming, L. M., Yeung, B., … Satija, R. (2021). Integrated analysis of multimodal single-cell data. *Cell*, *184*(13), 3573-3587.e29. https://doi.org/10.1016/j.cell.2021.04.048

12. Tirosh, I., Izar, B., Prakadan, S. M., Wadsworth, M. H., Treacy, D., Trombetta, J. J., Rotem, A., Rodman, C., Lian, C., Murphy, G., Fallahi-Sichani, M., Dutton-Regester, K., Lin, J.-R., Cohen, O., Shah, P., Lu, D., Genshaft, A. S., Hughes, T. K., Ziegler, C. G. K., … Garraway, L. A. (2016). Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. *Science*, *352*(6282), 189–196. https://doi.org/10.1126/science.aad0501

13. Mulè, M. P., Martins, A. J., & Tsang, J. S. (2022). Normalizing and denoising protein expression data from droplet-based single cell profiling. *Nature Communications*, *13*(1), 2099. https://doi.org/10.1038/s41467-022-29356-8

14. Nestorowa, S., Hamey, F. K., Pijuan Sala, B., Diamanti, E., Shepherd, M., Laurenti, E., Wilson, N. K., Kent, D. G., & Göttgens, B. (2016). A single-cell resolution map of mouse hematopoietic stem and progenitor cell differentiation. *Blood*, *128*(8), e20–e31. https://doi.org/10.1182/blood-2016-05-716480

15. Weinreb, C., Rodriguez-Fraticelli, A., Camargo, F. D., & Klein, A. M. (2020). Lineage tracing on transcriptional landscapes links state to fate during differentiation. *Science*, *367*(6479), eaaw3381. https://doi.org/10.1126/science.aaw3381

16. Baccin, C., Al-Sabah, J., Velten, L., Helbling, P. M., Grünschläger, F., Hernández-Malmierca, P., Nombela-Arrieta, C., Steinmetz, L. M., Trumpp, A., & Haas, S. (2020). Combined single-cell and spatial transcriptomics reveal the molecular, cellular and spatial bone marrow niche organization. *Nature Cell Biology*, *22*(1), 38–48. https://doi.org/10.1038/s41556-019-0439-6

17. Drissen, R., Buza-Vidas, N., Woll, P., Thongjuea, S., Gambardella, A., Giustacchini, A., Mancini, E., Zriwil, A., Lutteropp, M., Grover, A., Mead, A., Sitnicka, E., Jacobsen, S. E. W., & Nerlov, C. (2016). Distinct myeloid progenitor–differentiation pathways identified through single-cell RNA sequencing. *Nature Immunology*, *17*(6), 666–676. https://doi.org/10.1038/ni.3412

18. Paul, F., Arkin, Y., Giladi, A., Jaitin, D. A., Kenigsberg, E., Keren-Shaul, H., Winter, D., Lara-Astiaso, D., Gury, M., Weiner, A., David, E., Cohen, N., Lauridsen, F. K. B., Haas, S., Schlitzer, A., Mildner, A., Ginhoux, F., Jung, S., Trumpp, A., … Amit, I. (2015). Transcriptional Heterogeneity and Lineage Commitment in Myeloid Progenitors. *Cell*, *163*(7), 1663–1677. https://doi.org/10.1016/j.cell.2015.11.013

19. Klimmeck, D., Cabezas-Wallscheid, N., Reyes, A., von Paleske, L., Renders, S., Hansson, J., Krijgsveld, J., Huber, W., & Trumpp, A. (2014). Transcriptome-wide Profiling and Posttranscriptional Analysis of Hematopoietic Stem/Progenitor Cell Differentiation toward Myeloid Commitment. *Stem Cell Reports*, *3*(5), 858–875. https://doi.org/10.1016/j.stemcr.2014.08.012

20. Sommerkamp, P., Romero-Mulero, M. C., Narr, A., Ladel, L., Hustin, L., Scho, K., Renders, S., Altamura, S., Zeisberger, P., Ja, K., Camargo, F. D., Perie, L., Trumpp, A., & Cabezas-Wallscheid, N. (2021). *Mouse multipotent progenitor 5 cells are located at the interphase between hematopoietic stem and progenitor cells*. 7. https://doi.org/10.1182/blood.2020007876

21. Wilson, N. K., Kent, D. G., Buettner, F., Shehata, M., Macaulay, I. C., Calero-Nieto, F. J., Sánchez Castillo, M., Oedekoven, C. A., Diamanti, E., Schulte, R., Ponting, C. P., Voet, T., Caldas, C., Stingl, J., Green, A. R., Theis, F. J., & Göttgens, B. (2015). Combined Single-Cell Functional and Gene Expression Analysis Resolves Heterogeneity within Stem Cell Populations. *Cell Stem Cell*, *16*(6), 712–724. https://doi.org/10.1016/j.stem.2015.04.004

22. Borcherding, N., Vishwakarma, A., Voigt, A. P., Bellizzi, A., Kaplan, J., Nepple, K., Salem, A. K., Jenkins, R. W., Zakharia, Y., & Zhang, W. (2021). Mapping the immune environment in clear cell renal carcinoma by single-cell genomics. *Communications Biology*, *4*(1), 122. https://doi.org/10.1038/s42003-020-01625-6

23. Rodriguez-Fraticelli, A. E., Wolock, S. L., Weinreb, C. S., Panero, R., Patel, S. H., Jankovic, M., Sun, J., Calogero, R. A., Klein, A. M., & Camargo, F. D. (2018). Clonal analysis of lineage fate in native haematopoiesis. *Nature*, *553*(7687), 212–216. https://doi.org/10.1038/nature25168

24. Aibar, S., González-Blas, C. B., Moerman, T., Huynh-Thu, V. A., Imrichova, H., Hulselmans, G., Rambow, F., Marine, J.-C., Geurts, P., Aerts, J., van den Oord, J., Atak, Z. K., Wouters, J., & Aerts, S. (2017). SCENIC: Single-cell regulatory network inference and clustering. *Nature Methods*, *14*(11), 1083–1086. https://doi.org/10.1038/nmeth.4463

25. Street, K., Risso, D., Fletcher, R. B., Das, D., Ngai, J., Yosef, N., Purdom, E., & Dudoit, S. (2018). Slingshot: Cell lineage and pseudotime inference for single-cell transcriptomics. *BMC Genomics*, *19*(1), 477. https://doi.org/10.1186/s12864-018-4772-0

26. Wilkinson, A. C., Ishida, R., Kikuchi, M., Sudo, K., Morita, M., Crisostomo, R. V., Yamamoto, R., Loh, K. M., Nakamura, Y., Watanabe, M., Nakauchi, H., & Yamazaki, S. (2019). Long-term ex vivo haematopoietic-stem-cell expansion allows nonconditioned transplantation. *Nature*, *571*(7763), 117–121. https://doi.org/10.1038/s41586-019-1244-x

**Supplementary Tables**

**Table S1:**  **Detailed composition of culture media.**

**Table S2:**  **Predicted off-targets using the IDT *in silico* CRISPR-Cas9 guide RNA design checker tool, for both *Apex1* sgRNAs.**

**Table S3:** **Primer sequences used to amplify and sequence off-target and on-target regions.**

**Table S4: Antibodies used for flow cytometry.**

Multiple different lots of the flow cytometry antibodies have been used over the course of this study.

**Table S5:** **TotalSeq™-A anti-mouse antibodies used for 10X Genomic sequencing**

All the ADT were diluted according to the information published in Scheyltjens *et al*. 2022 ^[9]^.

**Table S6: Chi-square test on the cluster proportions of the different annotated RNA-seq clusters, for each of the treated HSPC culture.**

**Table S7: Chi-square test on the cluster proportions of the different ADT-gated HSPC populations.**

**Supplementary Methods**

**
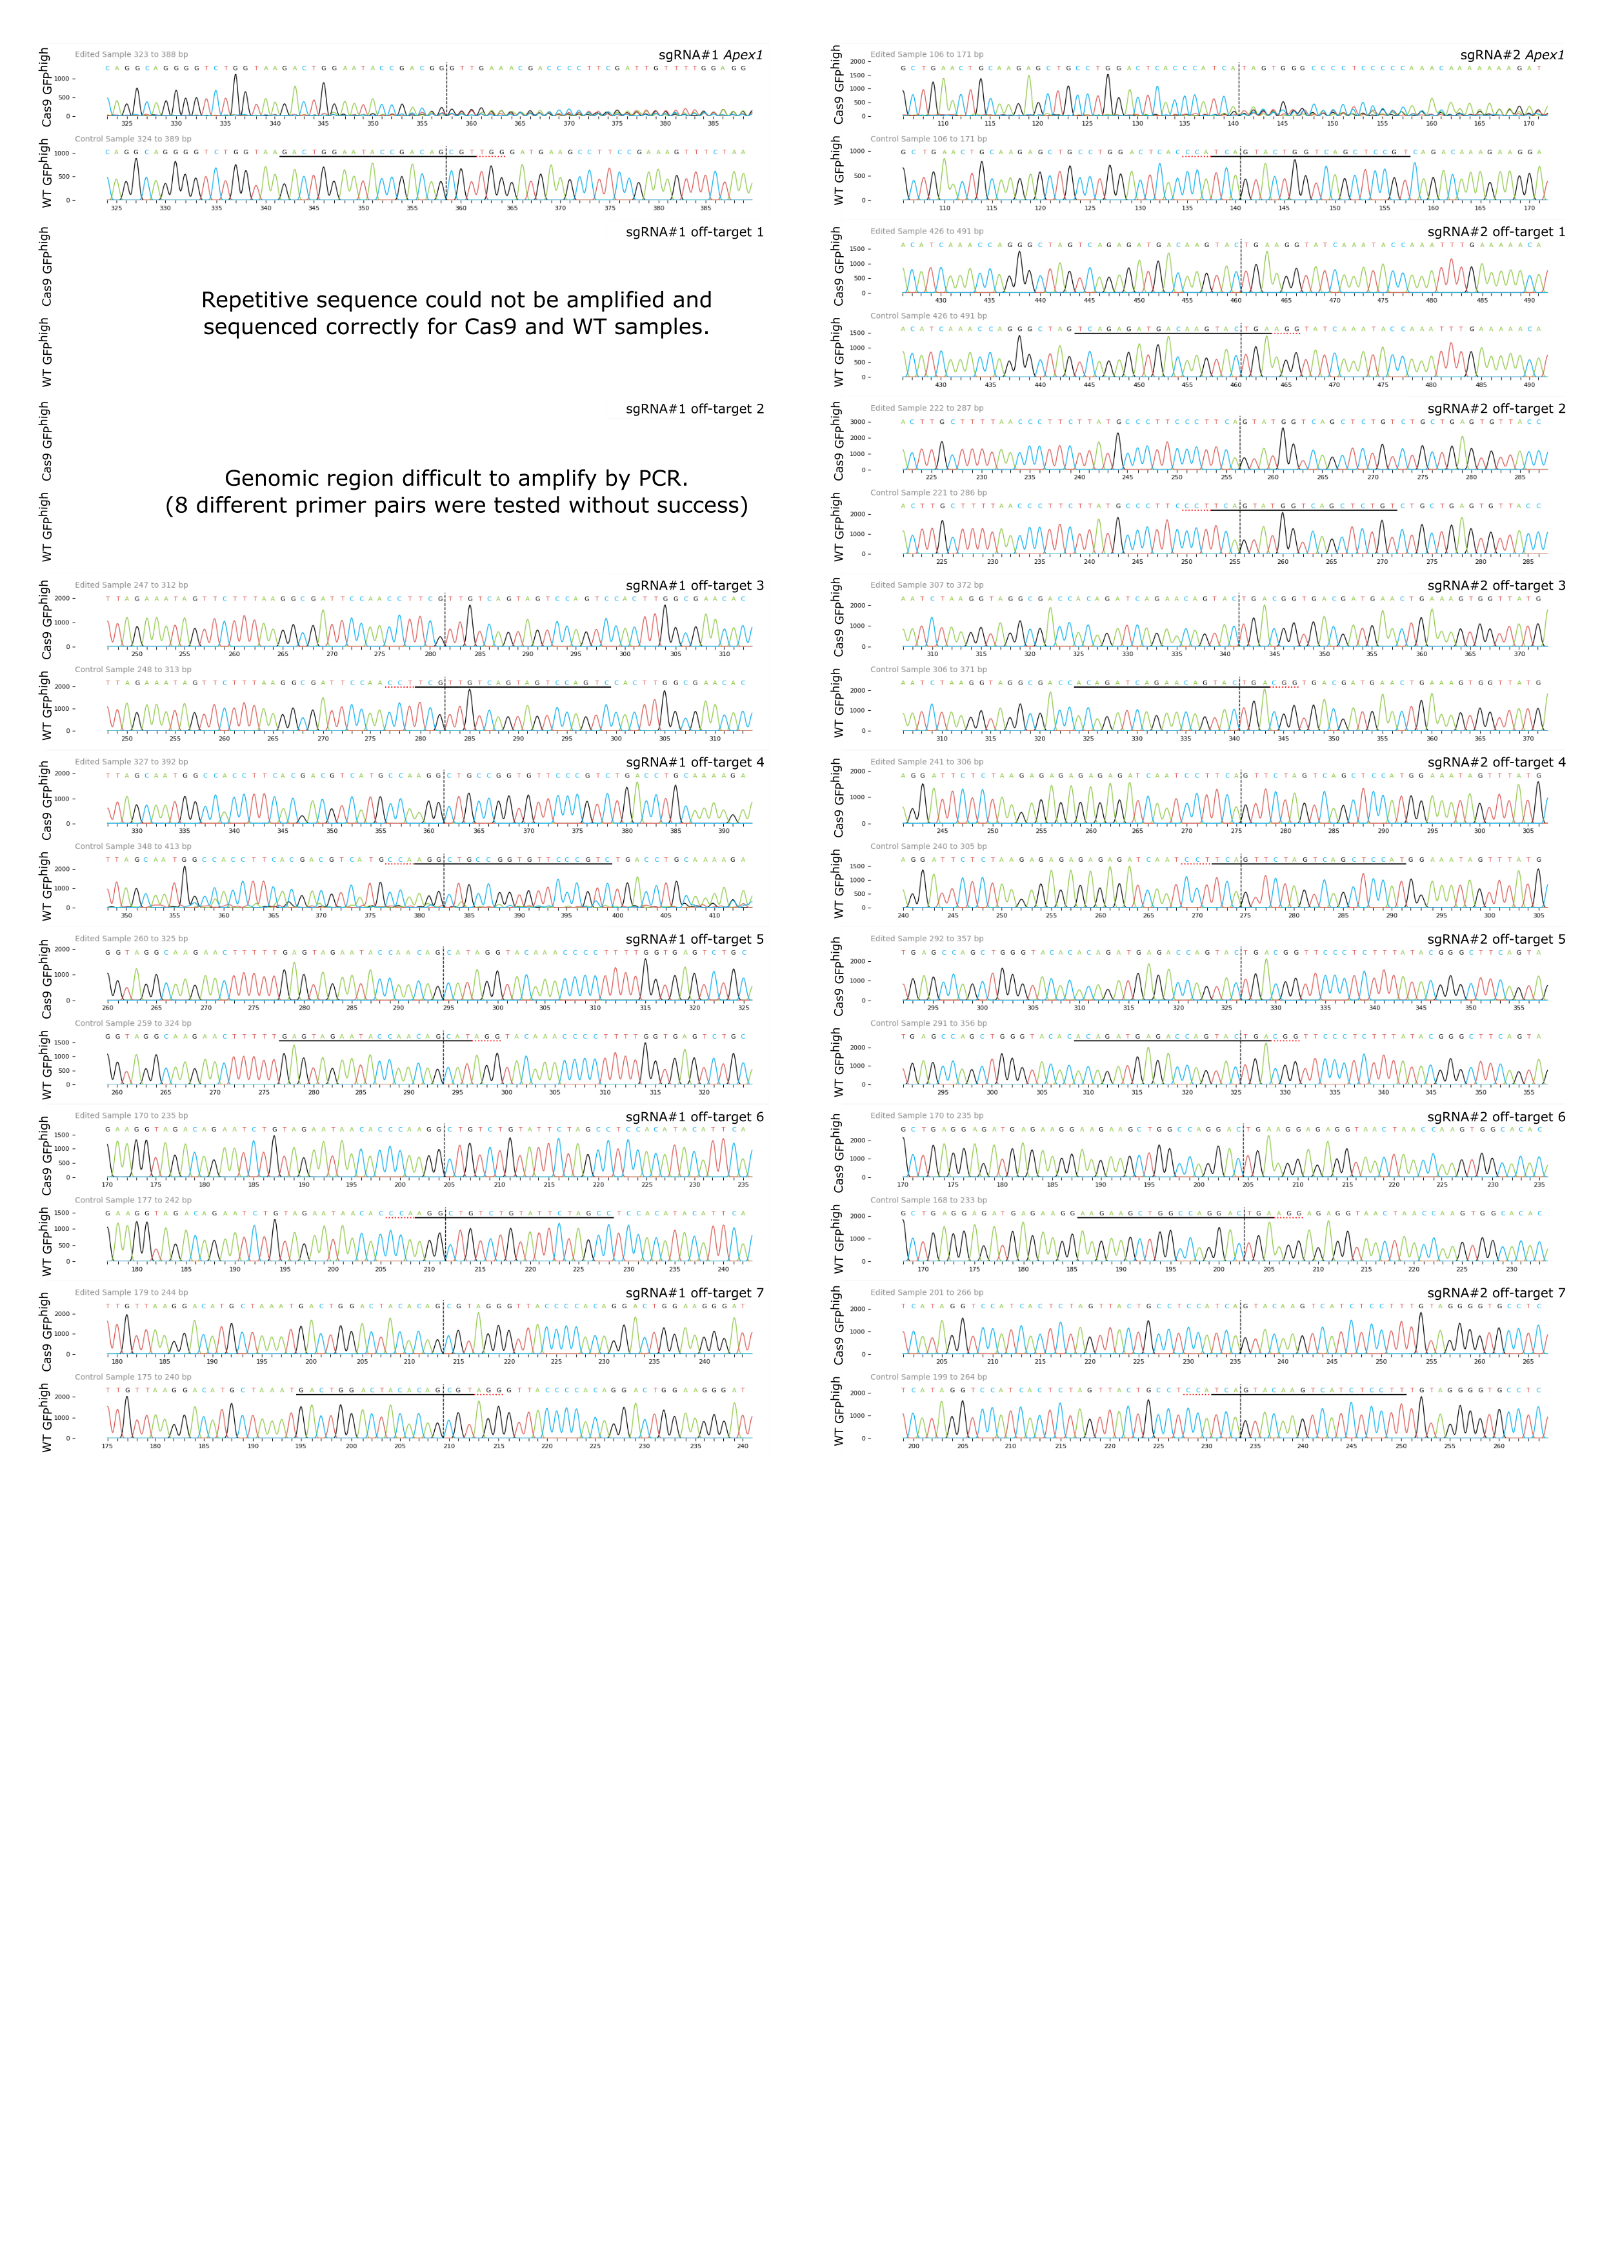
Figure S1 (related to main Figure 1): On-target and off-target analysis.** On-target site and the top 7 identified off-target sites (Table S2) of both *Apex1* sgRNAs at 2 weeks post-transduction, were sequenced using Sanger sequencing, and aligned between the Cas9 GFP^high^ cells and non-edited control cells (WT GFP^high^ cells). The Cas9 cutting site is indicated by a vertical black dotted line, PAM sequence is underlined by a horizontal red dotted line and the sgRNA sequence is underlined vertically in black. N=1.

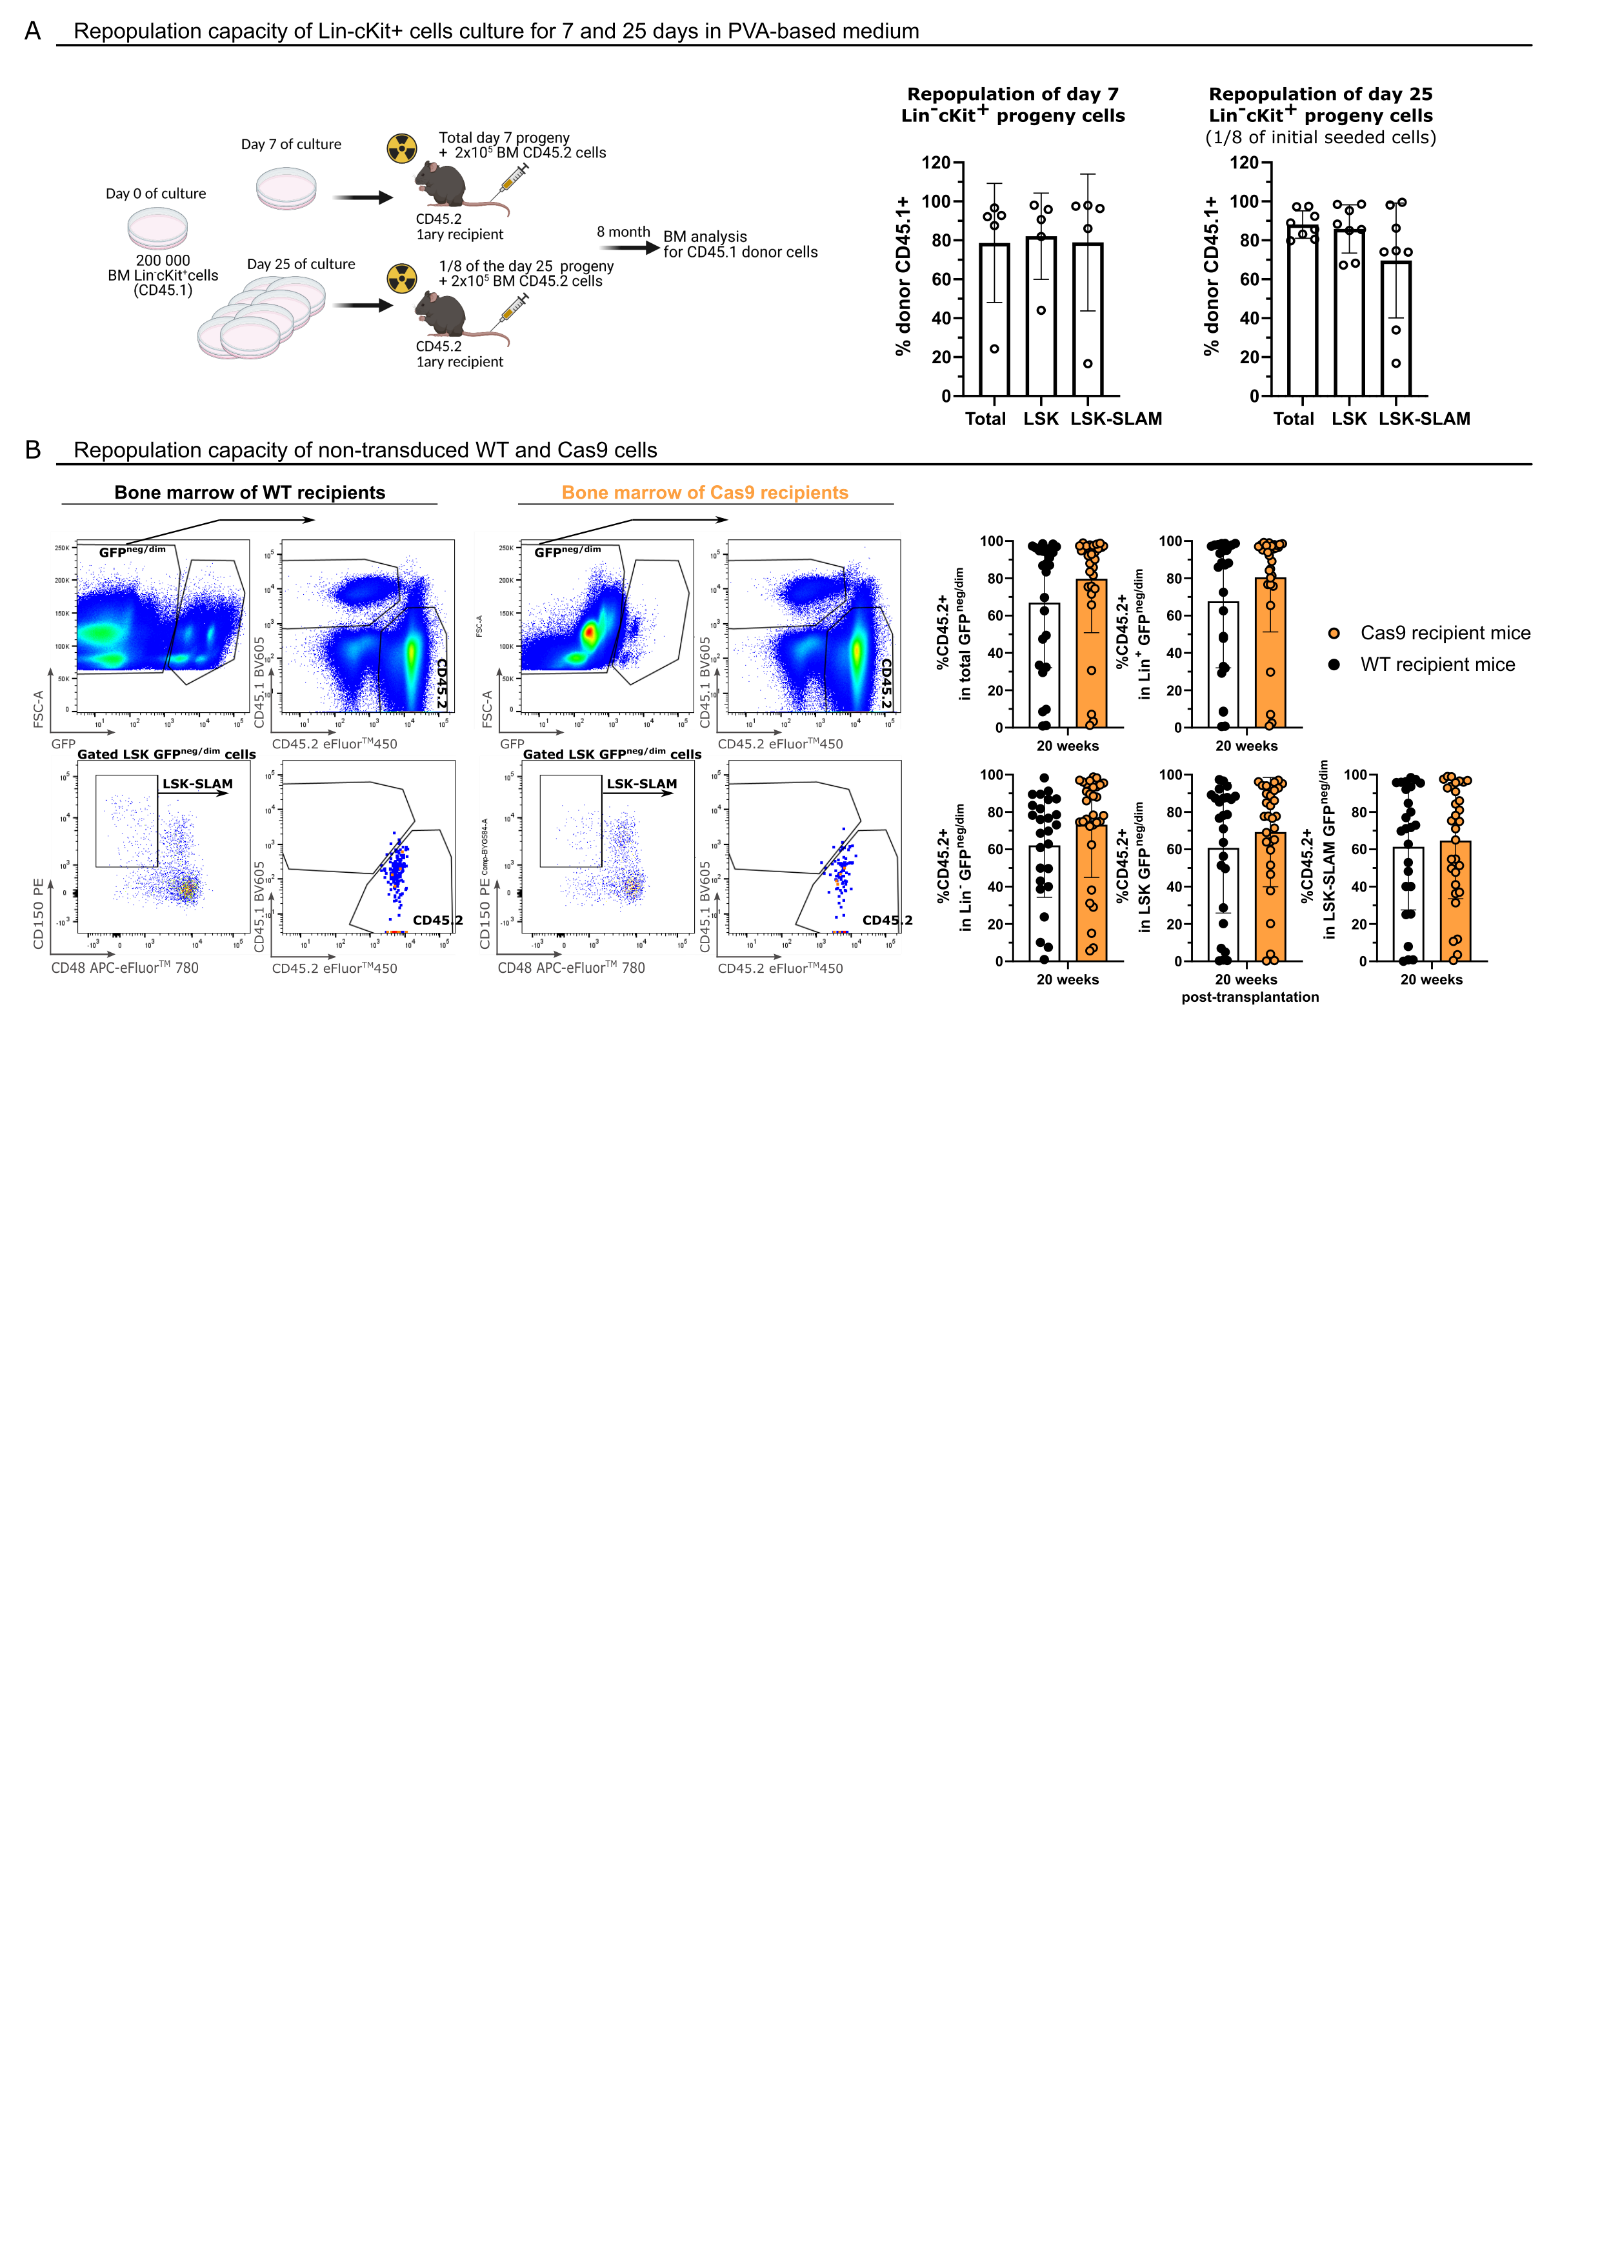

**Figure S2 (related to main Figure 1): Repopulation capacity of non-transduced Cas9 cells and long-term PVA-based expanded HSPCs.** (A) Experimental-set of the PVA-based HSPC expansion repopulation experiment (left) and bone marrow repopulation percentage of the donor cells (% CD45.1) in the total, LSK and LSK-SLAM compartment at 8 months after transplantation (right). N=1 independent experiments, with 2 initial donor sets and a total of 5-8 transplanted mice perday of culture. (B) Representative flow cytometry plots and quantification of the bone marrow chimerism (CD45.2 donor %) of the non-transduced Cas9 and WT cells (GFP^neg/dim^) in the total, lineage-committed (Lin^+^) and HSPC (Lin^-^, LSK and LSK-SLAM) populations ± 20 weeks after transplantation. N=4 independent experiments, with a total of 26-31 mice per group. Mann-Whitney test for all comparisons. Data bars represent the mean±SD. p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), p < 0.0001 (****).

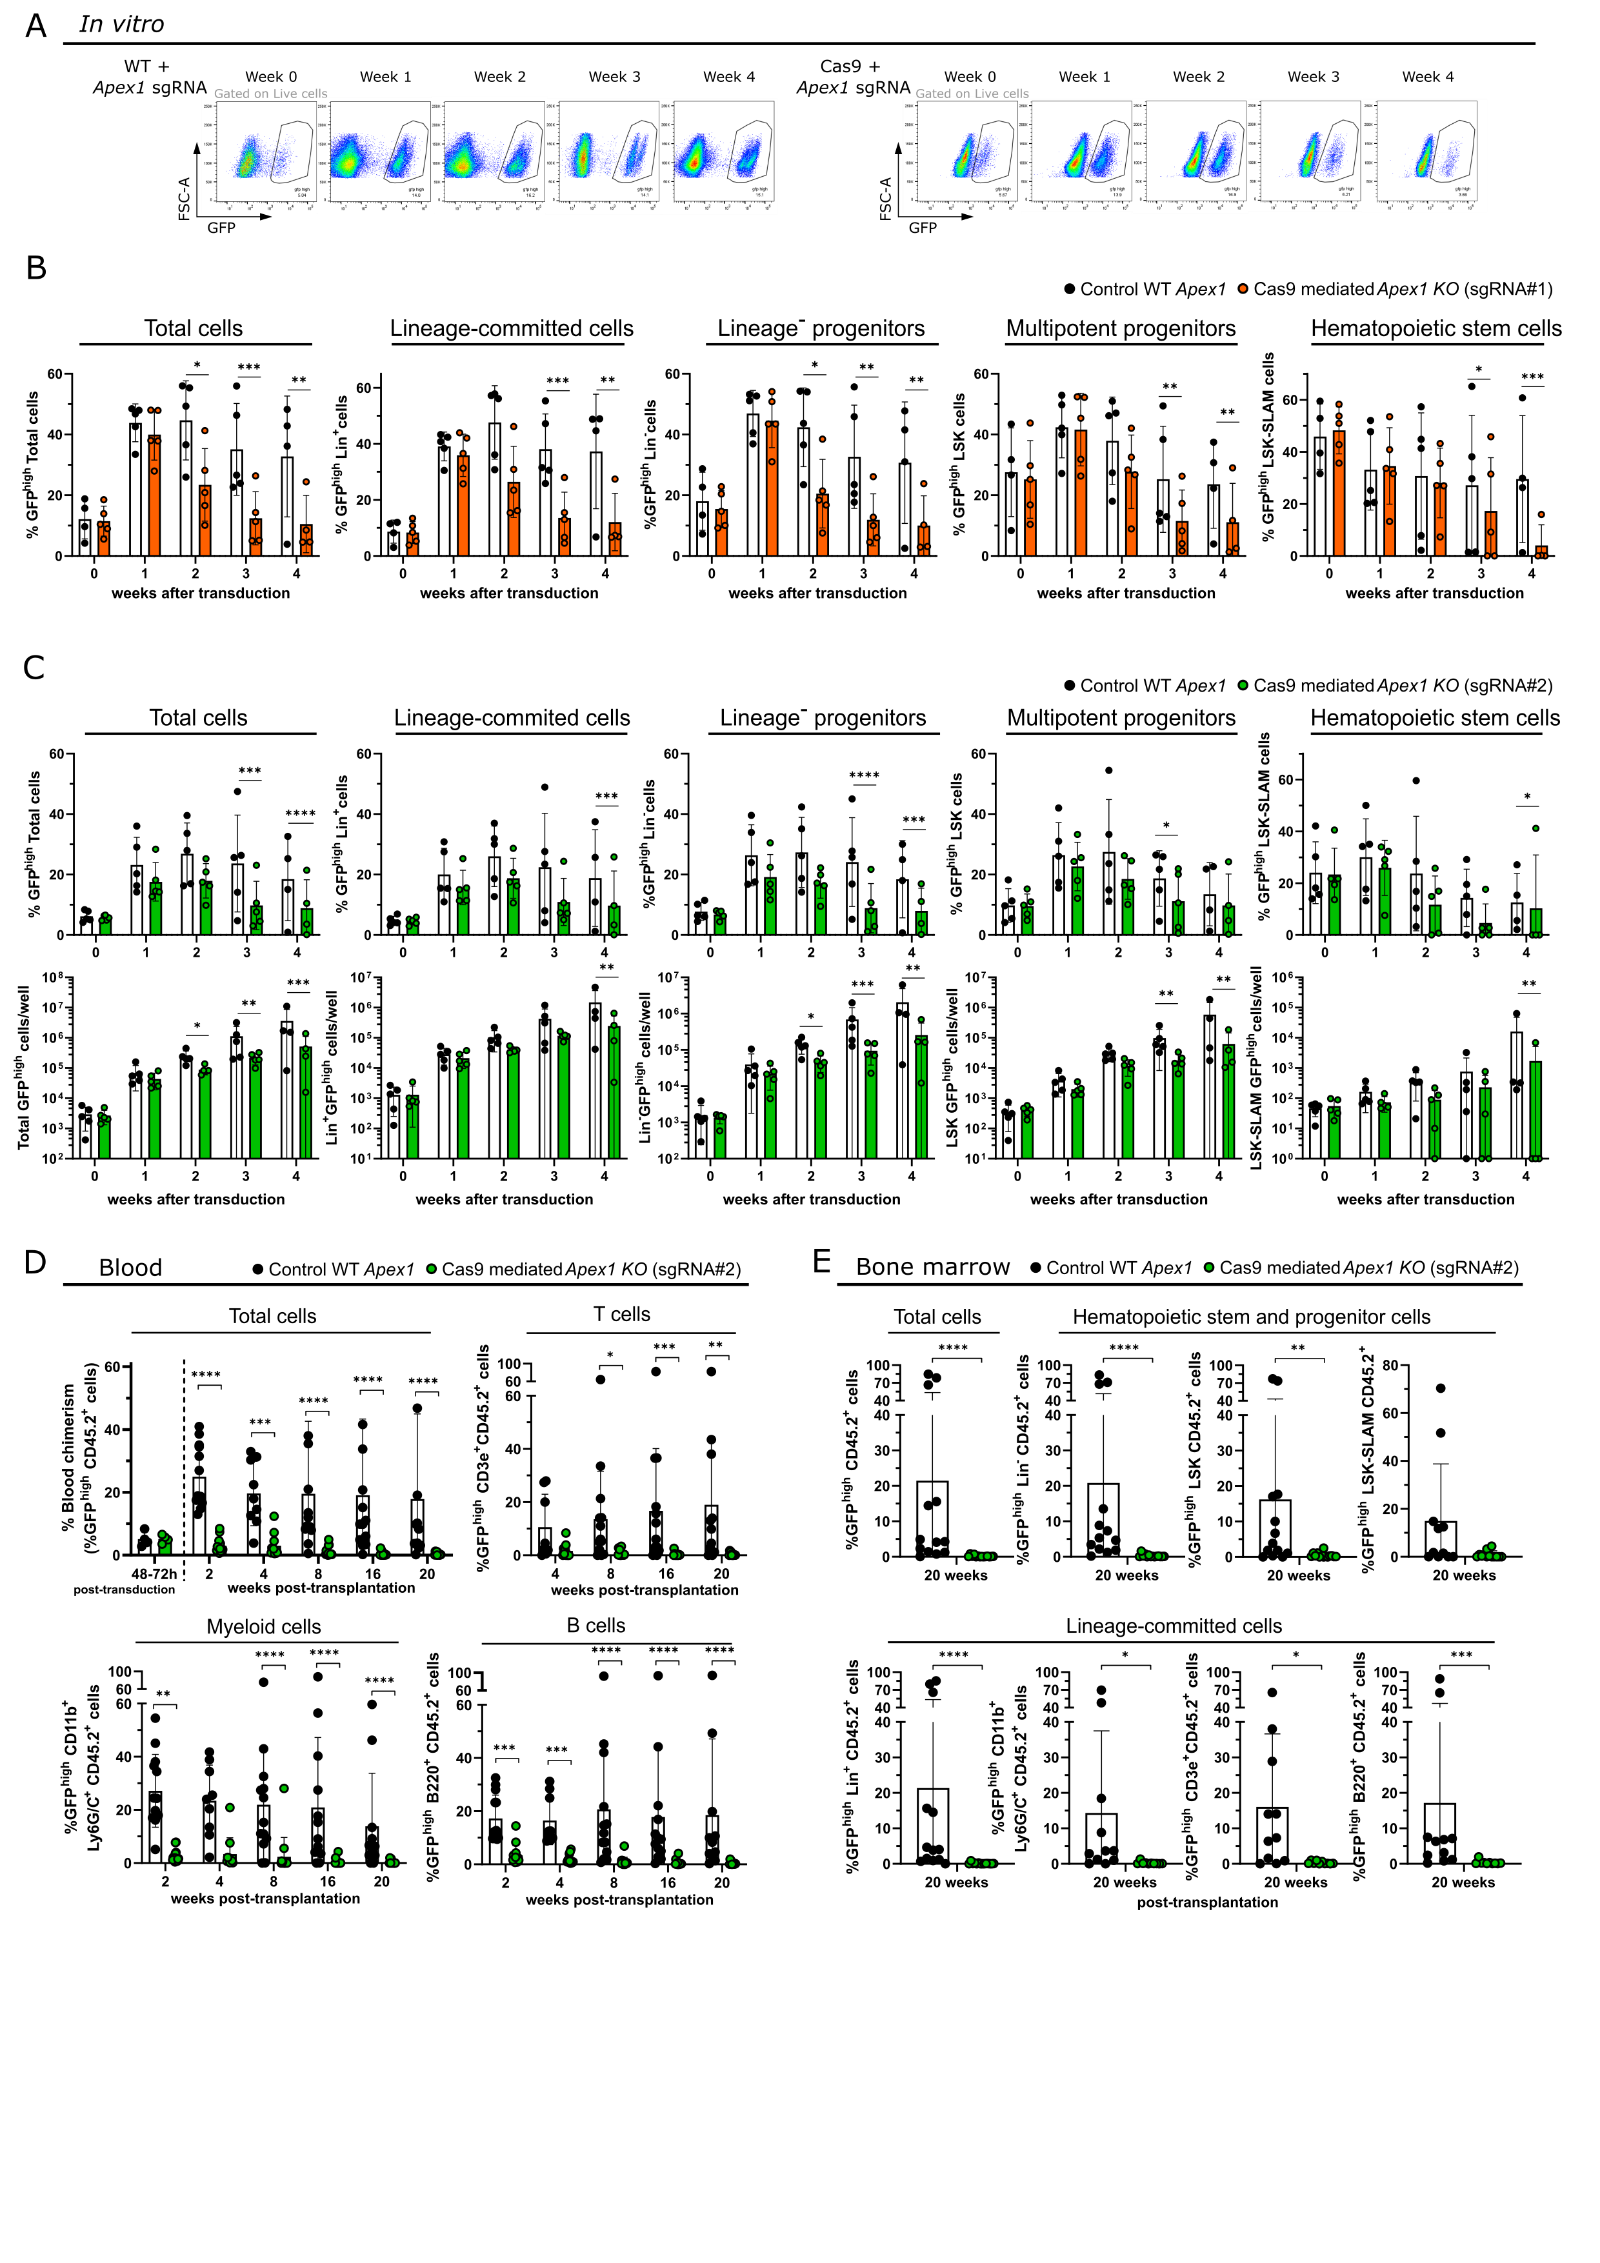

**Figure S3 (related to main Figure 1): APEX1 maintains HSPC function during *ex vivo* expansion and *in vivo* hematopoietic repopulation.** (A) Representative flow cytometry plots showing the percentage of GFP^high^ cells during the 4-week expansion. (B) Percentage of CRISPR-Cas9 mediated APEX1 KO cells (Cas9 GFP^high^ cells, orange dots) or WT cells (WT GFP^high^ cells, black dots), using sgRNA#1, in the total viable cells, Lin^+^, Lin^-^, LSK and LSK-SLAM cells, during a 4-week expansion culture. Percentage of GFP^high^ cells at week 0 displays the initial transduction efficiency in the different HSPC population. (C) Percentage and absolute number of CRISPR-Cas9 mediated APEX1 KO cells (Cas9 GFP^high^ cells, green dots) or WT cells (WT GFP^high^ cells, black dots), using sgRNA#2, in the total viable cells, Lin^+^, Lin^-^, LSK and LSK-SLAM cells, during a 4-week expansion culture. Log scaled axis was used for the expansion graphs. For (B) and (C), N=5 independent experiments with 5 independent donors for each group, except for the 4-week time point where N=4. Percentage of GFP^high^ cells at week 0 displays the initial transduction efficiency in the different HSPC population. (D) Blood percentage of APEX1 KO or WT cells (GFP^high^ cells) present in total and leucocyte lineages (B, T and myeloid) of CD45.2^+^ donor cells at 2, 4, 8, 16, and 20 weeks post-transplantation. Initial transduction efficiency of transplanted cells is shown as percentage of GFP^high^ cells 48-72hours after transduction. N=4 independent experiments for sgRNA#2, with a total of 9-15 mice per group and timepoint. (E) Bone marrow percentage of APEX1 KO or WT cells (GFP^high^ cells) in the total, lineage-committed (Lin^+^, B, T and myeloid), and HSPC (Lin^-^, LSK and LSK-SLAM) CD45.2^+^ donor cells ± 20 weeks after transplantation. N=4 independent experiments for sgRNA#2, with a total of 13-14 mice per group. Sidak post-hoc tests (following a two-way ANOVA/Mixed model repeated measures analysis) were used to compare the 2 groups (Cas9 and WT) at the different timepoints, in (B), (C) and (D). Mann-Whitney test for all comparisons in (E). Data bars represent the mean±SD. p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), p < 0.0001 (****).

**
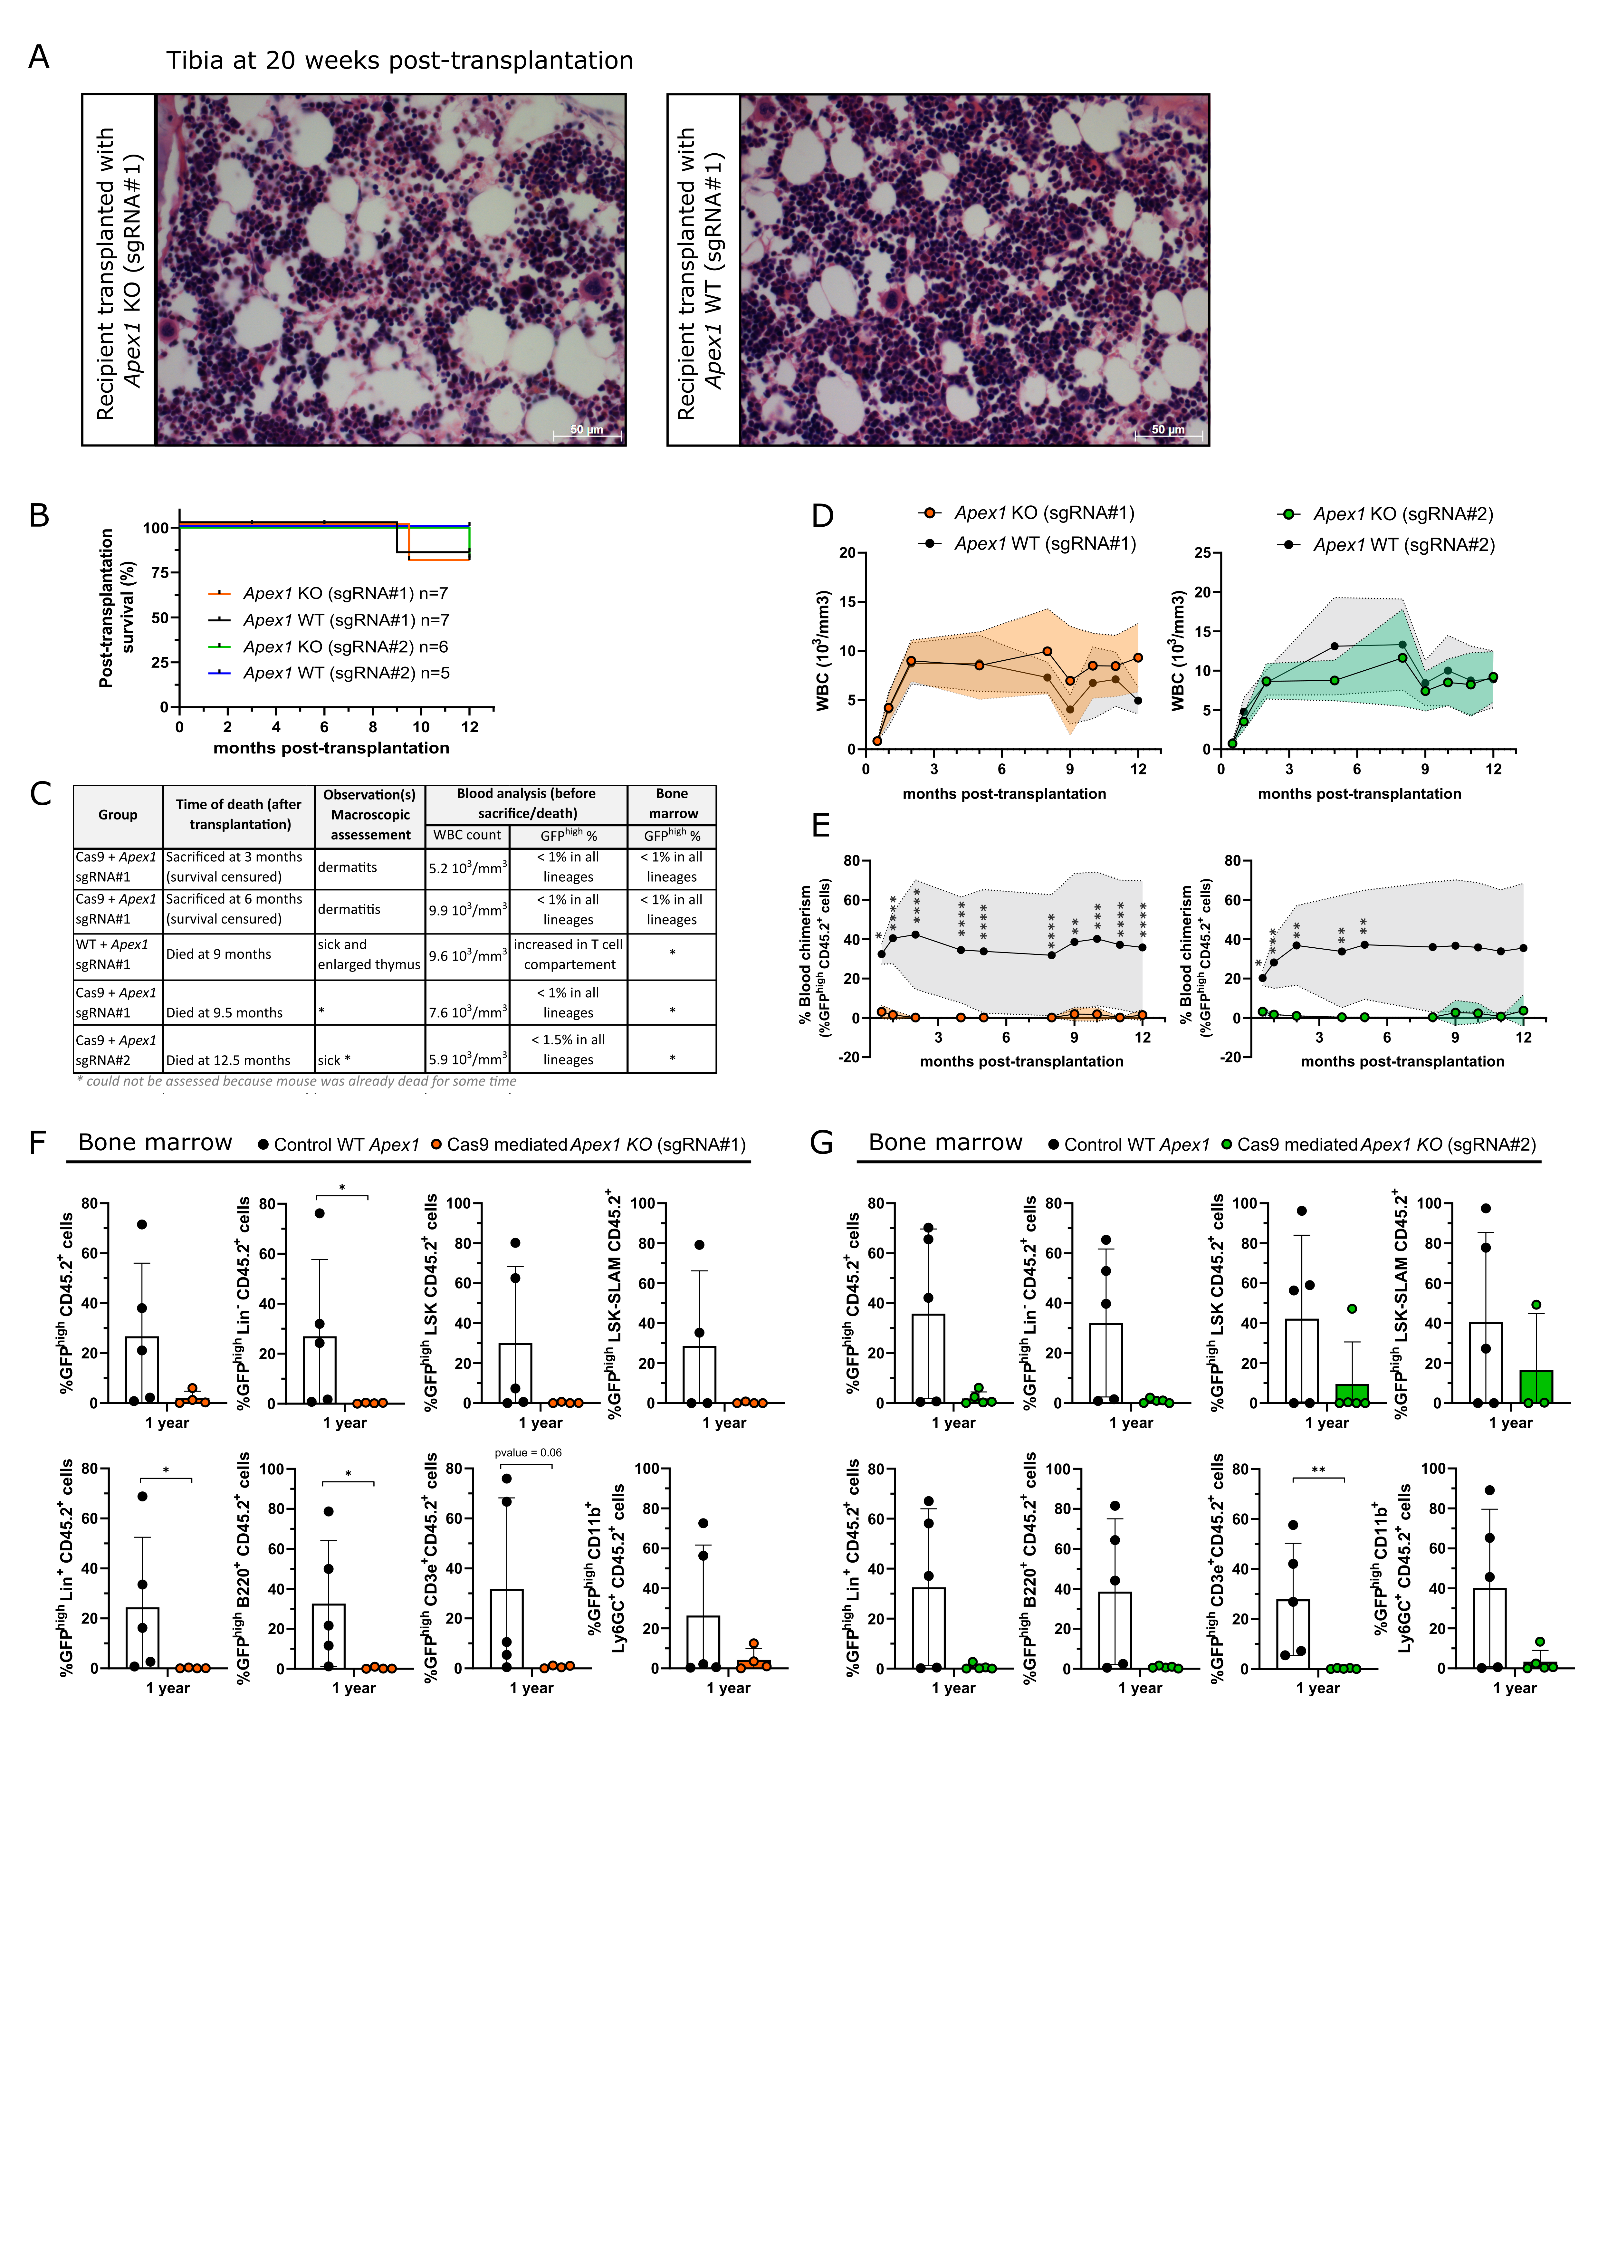
Figure S4 (related to main Figure 1): HSPC APEX1 deficiency does not cause hematological malignancy development 1 year after transplantation.** (A) Representative hematoxylin-eosin stained section of the tibia of transplanted mice with APEX1 KO or WT (sgRNA#1) 20 weeks after transplantation. Left image is from 1 of the 2 APEX1 KO transplanted mice with increased GFP^high^ LSK and LSK-SLAM compartment after 20 weeks, right image shows a matched control mouse transplanted with APEX1 WT HSPCs. (B) Post-transplantation survival curves of mice transplanted with APEX1 KO and WT HSPCs, for both sgRNAs. n indicated on the graph represents the total number of transplanted mice per group, pooled from 2 independent experiments. No significant difference in survival was detected between the APEX1 KO and WT group for each sgRNA using the Mantel Cox test. (C) Table containing detailed information about early sacrificed mice due to dermatitis and dead mice, during the 1-year follow-up. (D) White blood cell (WBC) counts of all transplanted recipients with APEX1 KO and WT HSPCs, followed for 1-year after transplantation. (E) Peripheral blood analysis at different timepoints during the 1-year post-transplantation follow-up. Percentage of all the APEX1 KO or WT cells (GFP^high^ cells) present in total leucocyte of CD45.2^+^ donor cells, at different timepoints during the 1 year post-transplantation follow-up. (F) (G) Bone marrow percentage of APEX1 KO or WT cells (GFP^high^ cells) in the total, lineage-committed (Lin^+^, B, T and myeloid), and HSPC (Lin^-^, LSK and LSK-SLAM) CD45.2^+^ donor cells. Sidak post-hoc tests (following a two-way ANOVA/Mixed model repeated measure analysis) were used to compare the 2 groups (Cas9 and WT) for each sgRNA at the different timepoints, in (D) and (E). Mann-Whitney test was used for all comparisons in (F) and (G). Data bars represent the mean±SD. p < 0.05 (*), p < 0.01 (**), p < 0.001 (***), p < 0.0001 (****).

**
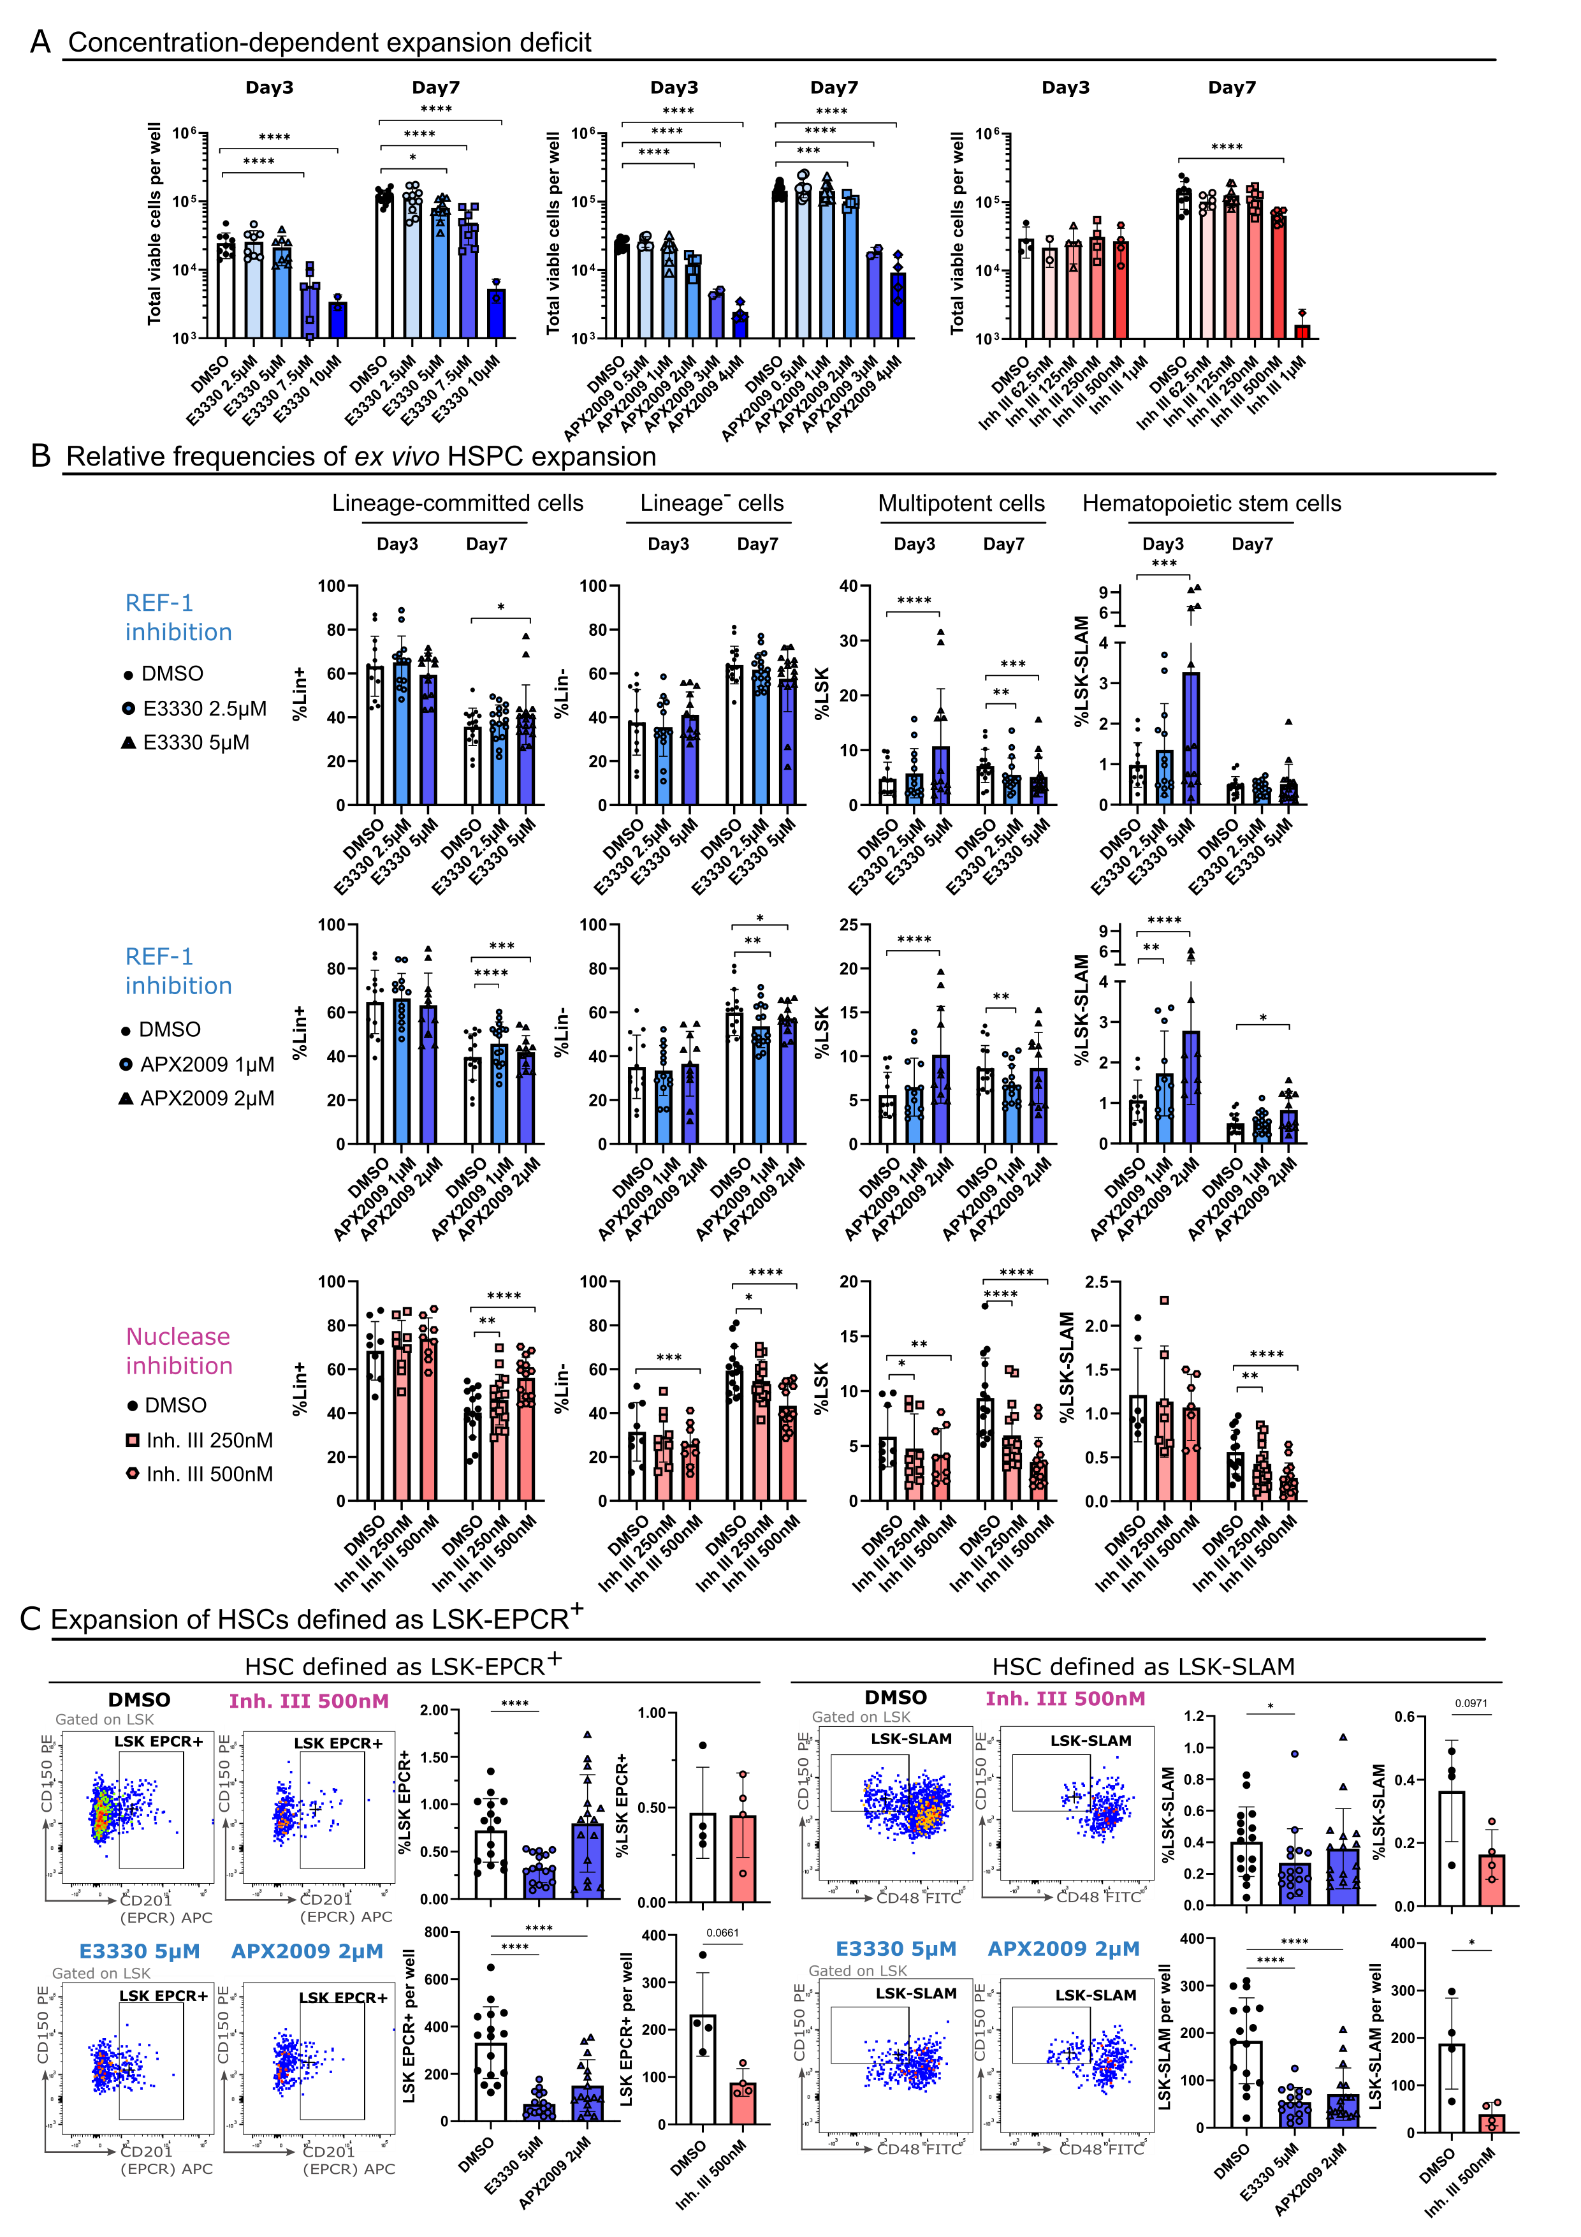
Figure S5** **(related to main Figure 2):** **Concentration-dependent expansion deficiency after APEX1 inhibitor exposure.** (A) Flow cytometry quantification of total viable cell progeny of Lin^-^cKit^+^ cells exposed to various concentration of E3330, APX2009 and Inhibitor III. The lowest drug concentrations showing a significant effect on expansion after 7-days and the concentration just below, were chosen for further characterization of the APEX1 inhibition effects. N=1-5 independent experiments. Log scaled axis was used for the expansion graphs. (B) Percentages of the Lin^-^cKit^+^ progeny exposed continuously for 3 or 7 days to low concentrations of E3330 or APX2009 REF-1 inhibitors, or Inh. III nuclease inhibitor. N=5-8 independent experiments, with a total of 9-16 donors per group. Dunnett’s post hoc tests (following a two-way ANOVA/Mixed model sample-matched analysis) were used to compare each treated group to their corresponding DMSO control condition in (A) and (B). (C) Representative flow cytometry plots, relative frequencies, and expansion (total number of cells/well) of HSCs defined as LSK EPCR^+^ (left) or defined as LSK-SLAM (right), after 7 days of Lin^-^cKit^+^ culture exposed to REF-1 or nuclease inhibitors. N=8 independent experiments for REF-1 inhibitor treatments, and N=2 for Inh. III treatment, with 2 biological replicates per experiment. Dunnett’s post hoc tests (following a one-way ANOVA sample-matched analysis) was used to compare the REF-1 inhibitors compared to their DMSO control. Paired-t test was performed to compare the Inh. III and DMSO groups.

Data bars represent the mean±SD. p < 0.05 (*), p < 0.01 (**), p < 0.001(***), p < 0.0001 (****).

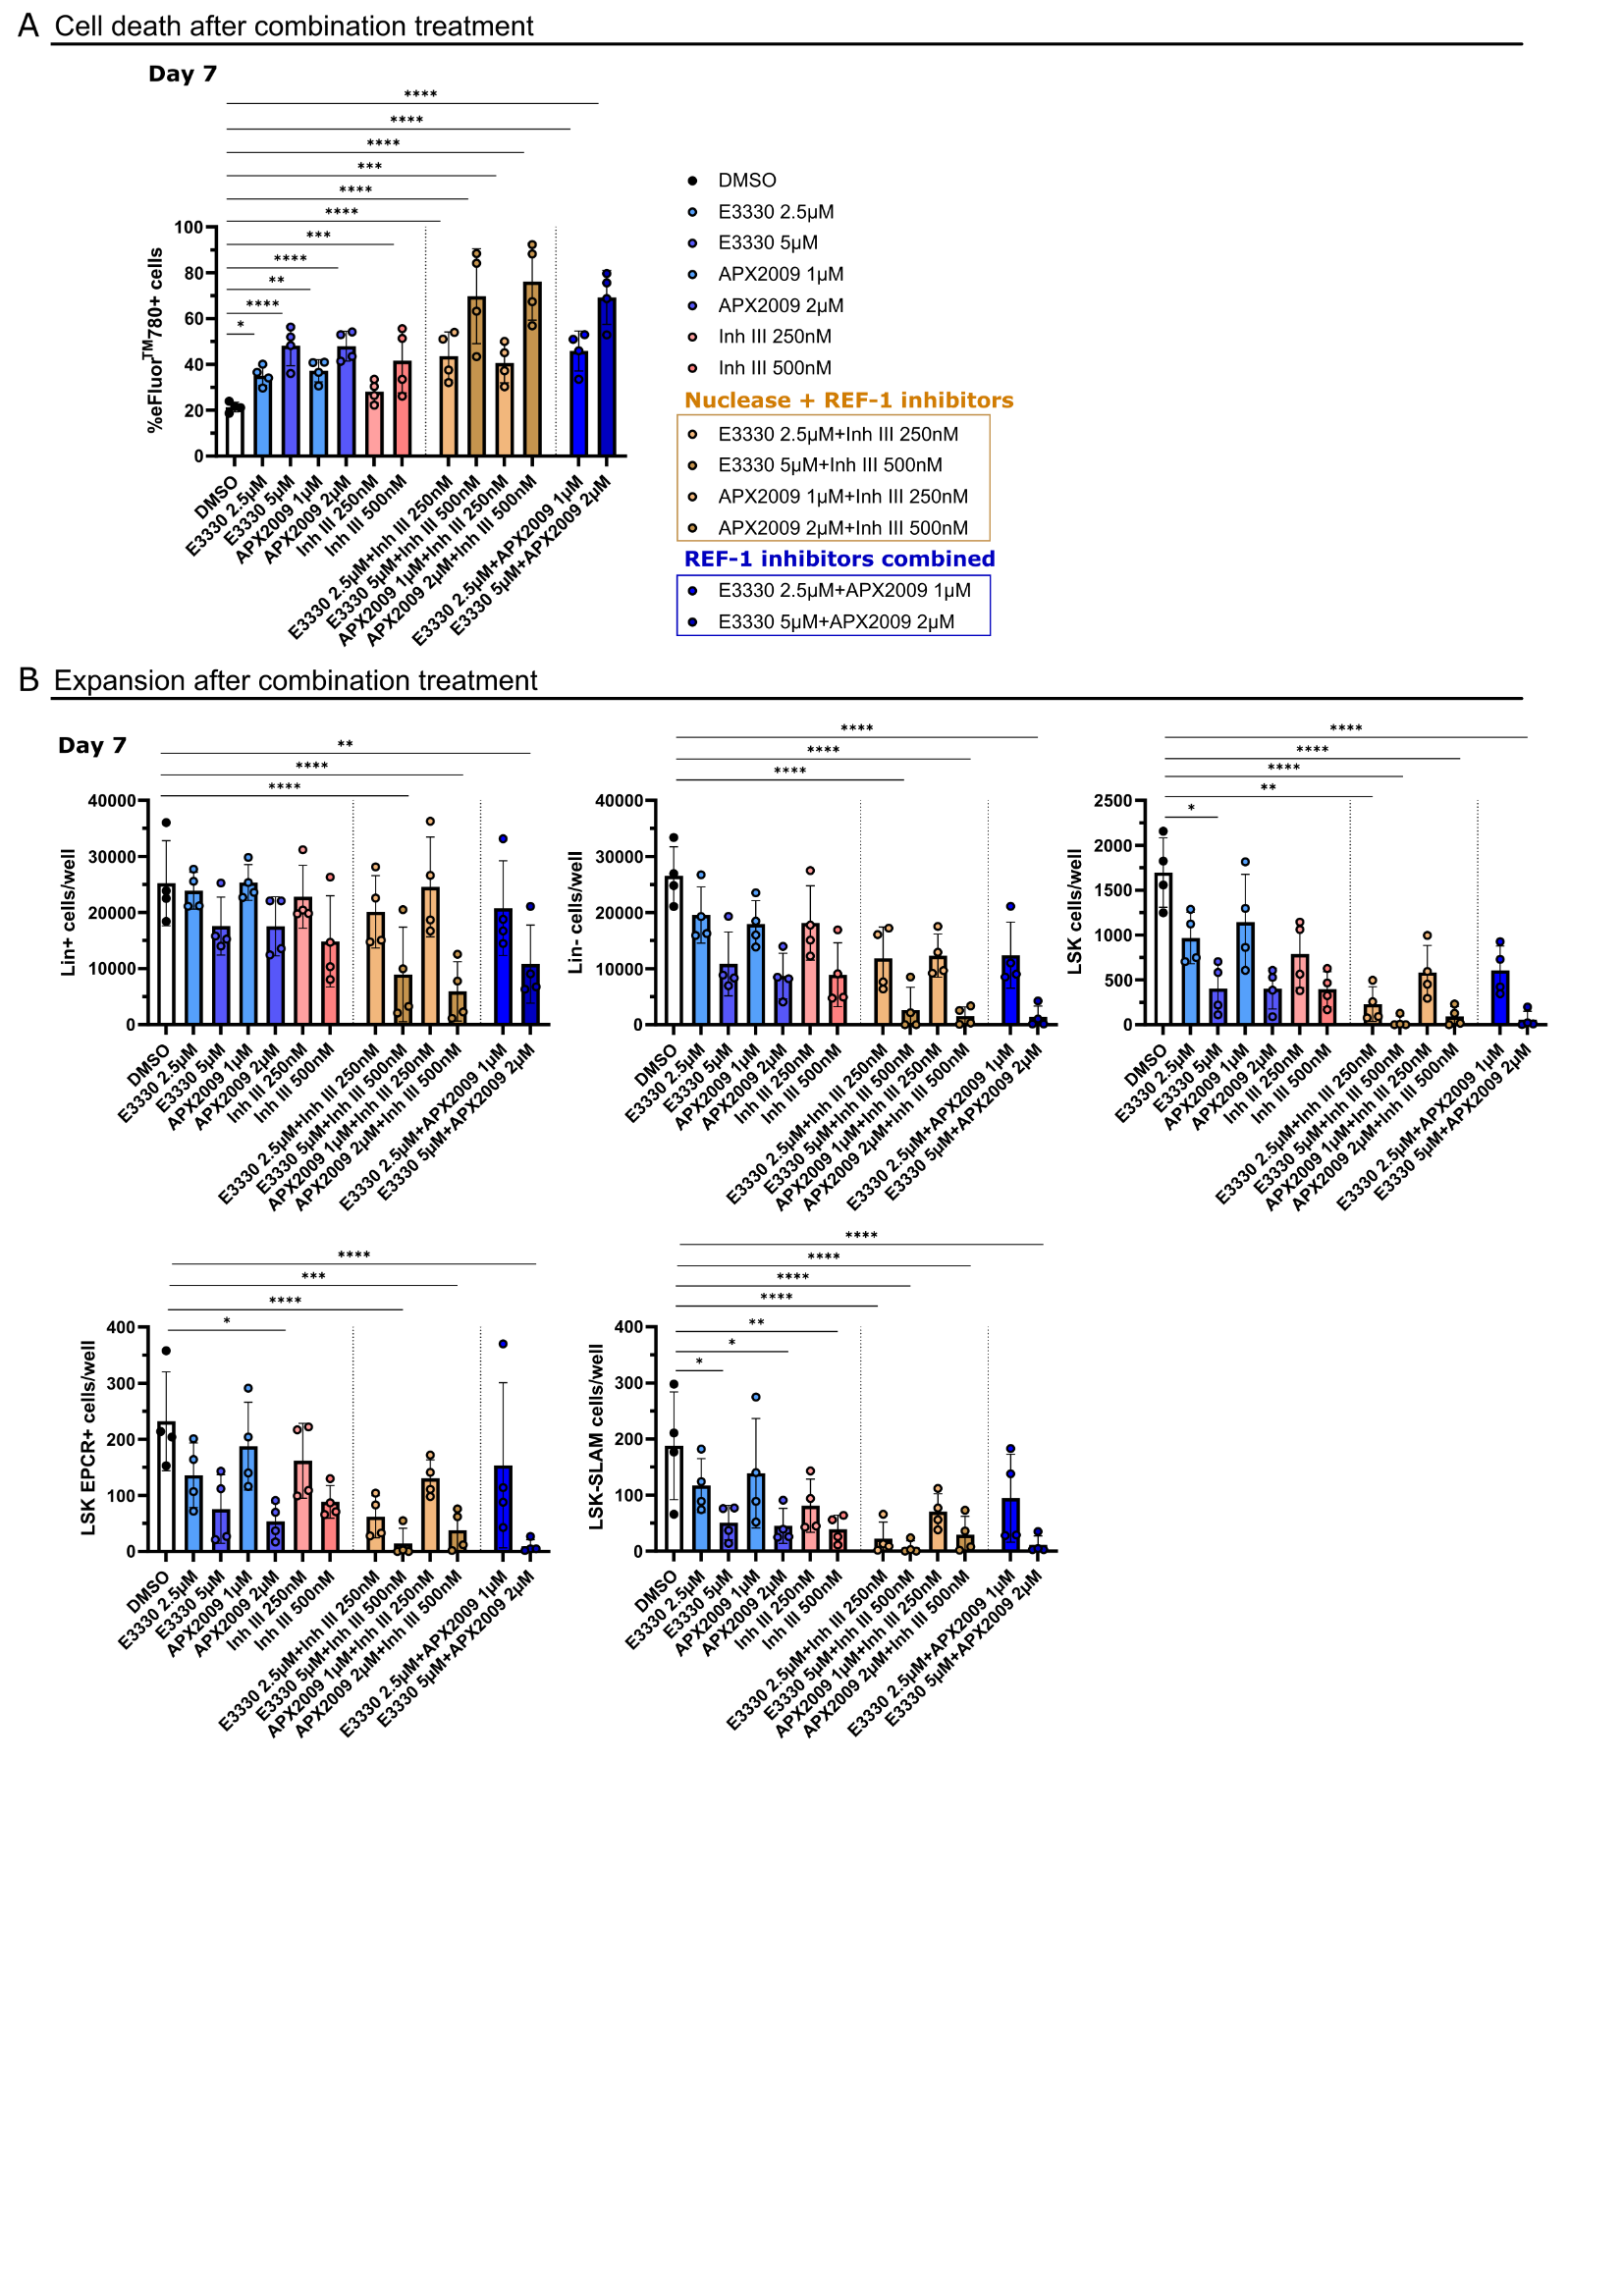

**Figure S6 (related to main Figure 2): Effect of combined treatment with APEX1 REF-1 and nuclease inhibitors on HSPC expansion.** (A) Percentage of dead cells in cultures treated with REF-1 inhibitors (APX2009 or E3330) or the nuclease inhibitor (Inh III) alone, or in combination for 7 days, using the flow cytometry eFluor^TM^780 cell dead permeable dye. (B) Expansion (number of cells/well) of the Lin^-^ cKit^+^ progeny exposed continuously for 7 days to E3330, APX2009, Inh. III alone or in combination. N=2 independent experiments, with 2 biological replicates per experiment. Dunnett’s post hoc tests (following a one-way ANOVA sample-matched analysis) were used to compare the APEX1 inhibitors to their DMSO control. Data bars represent the mean±SD. p < 0.05 (*), p < 0.01 (**), p < 0.001(***), p < 0.0001 (****).

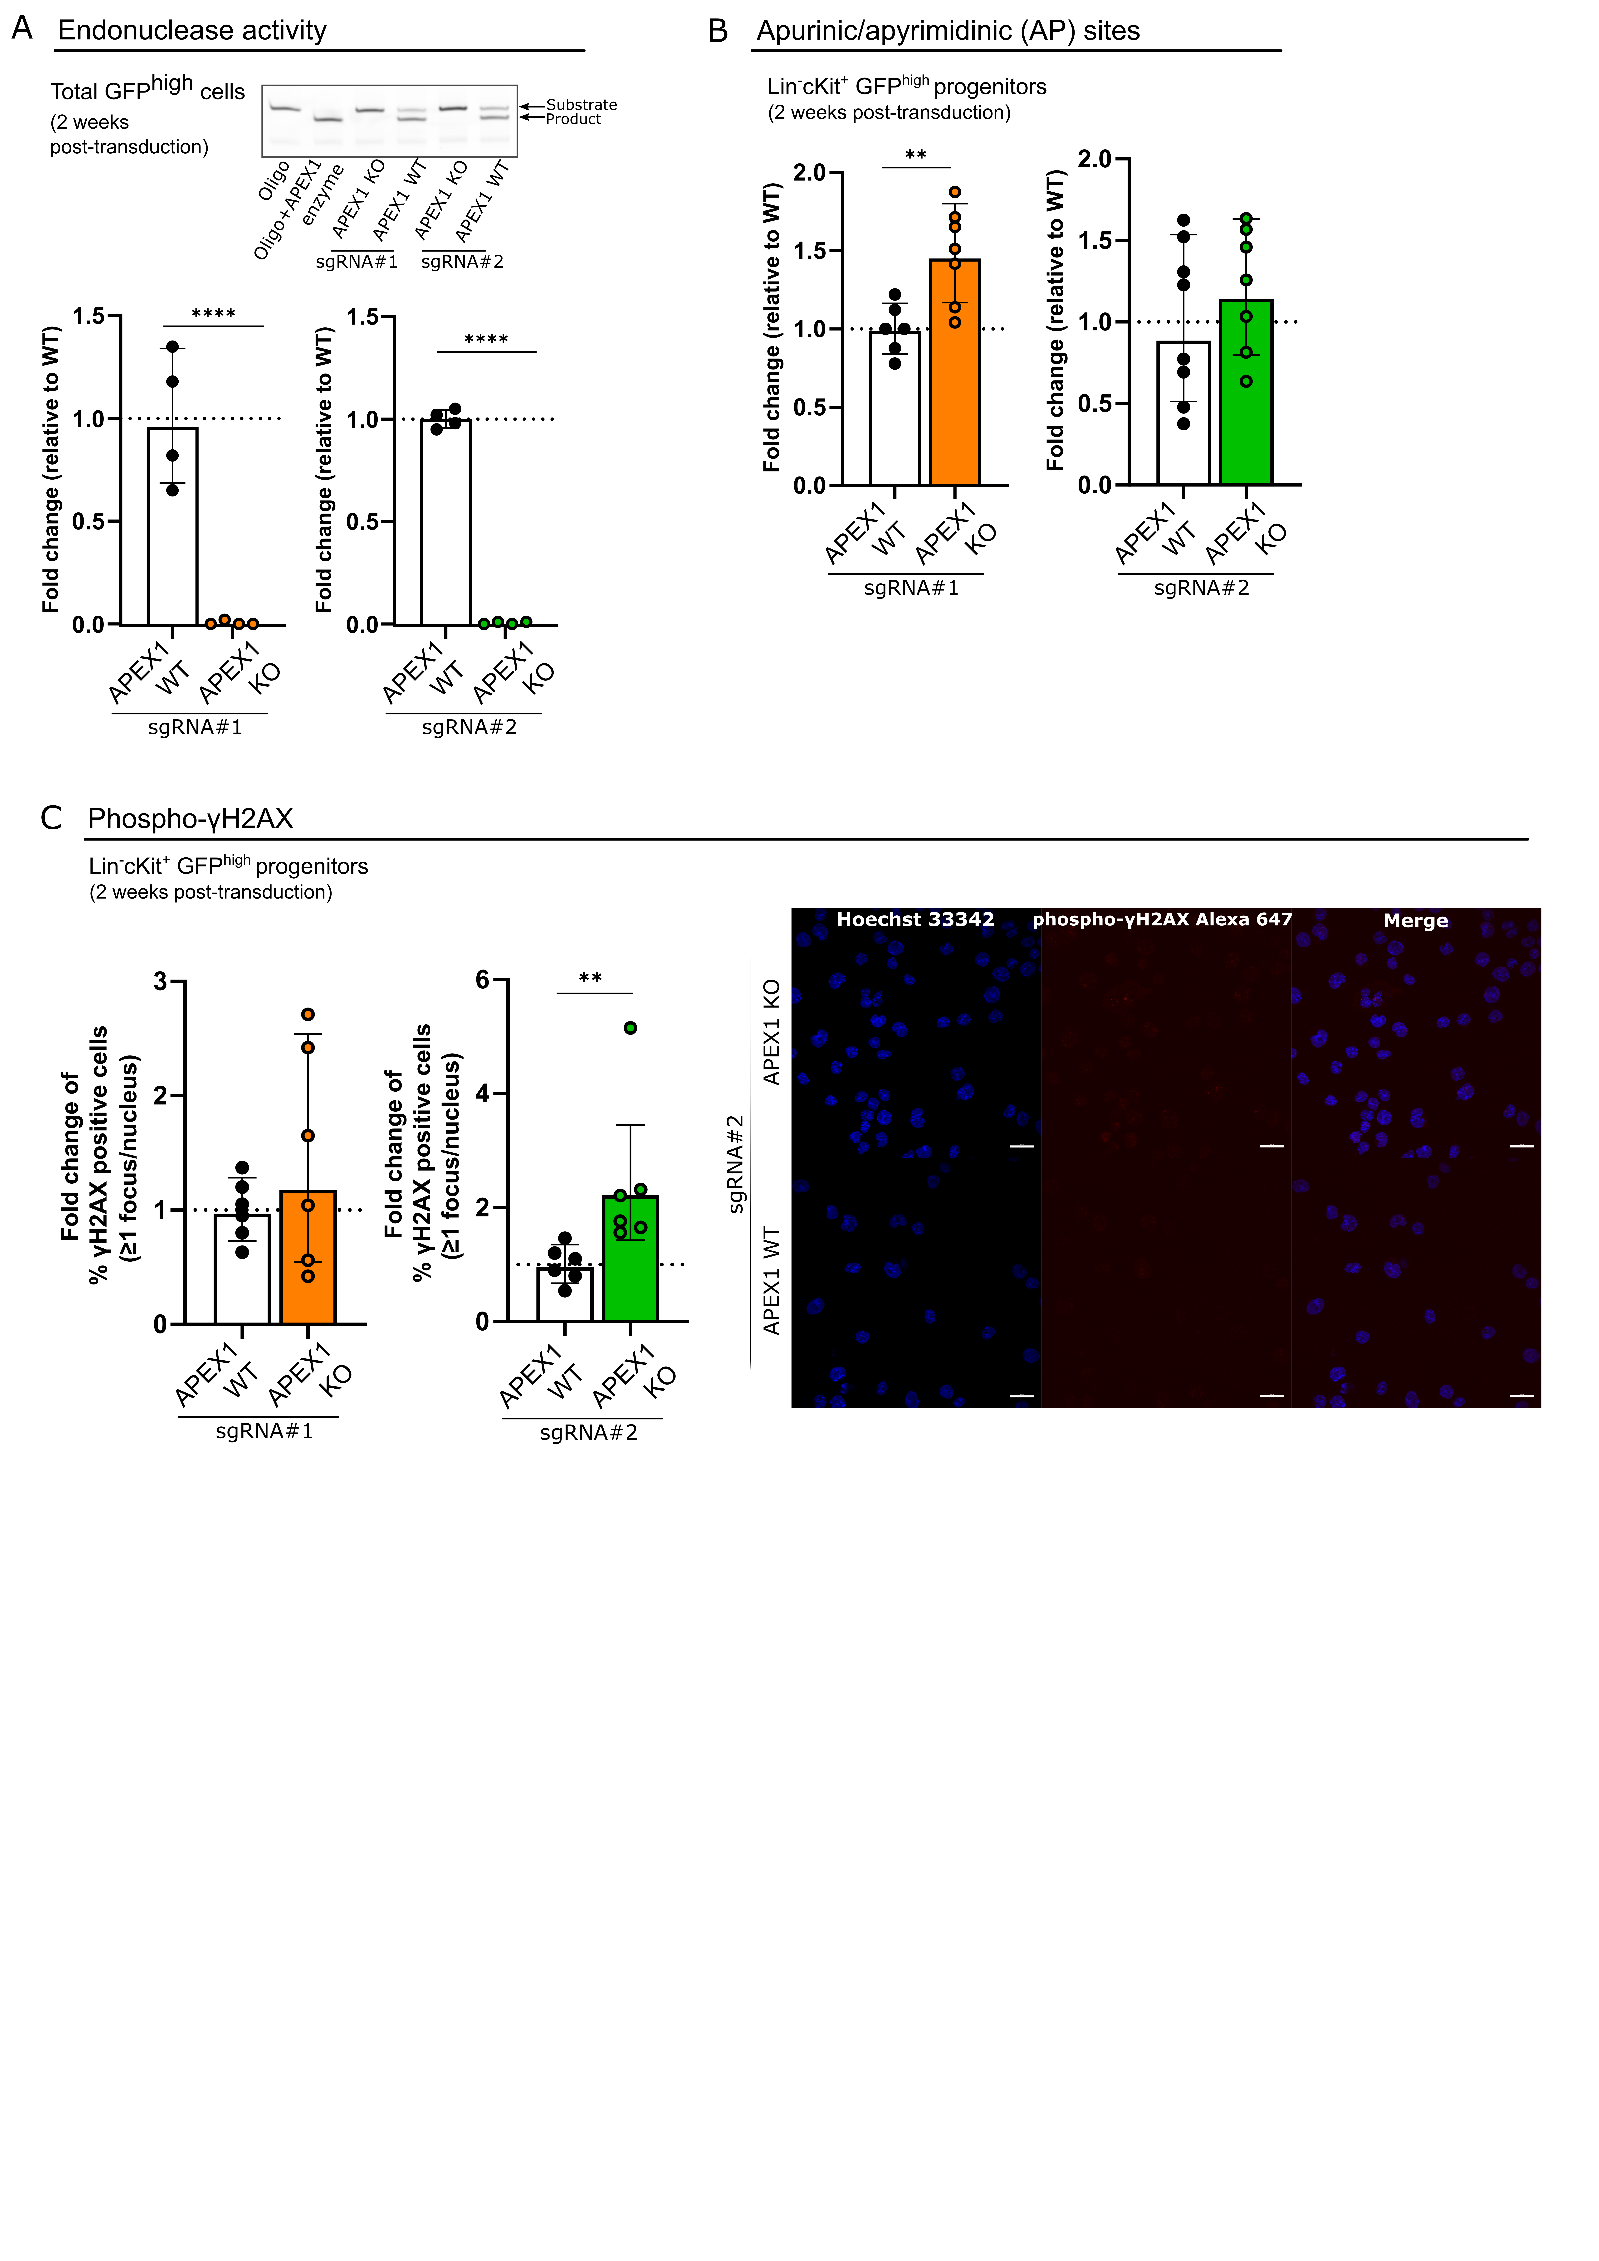

**Figure S7 (related to Figure 3): APEX1 KO induced some DNA damage in HSPCs**. (A) Apurinic/apyrimidinic (AP) incision assay to measure the endonuclease activity in total progeny of APEX1 KO and APEX1 WT 2-weeks expanded Lin^-^cKit^+^ cells. N= 2 indep. experiments with total of 4 biological replicates per group. (B) AP site quantification on Lin^-^cKit^+^ sorted KO and WT cells at 2 weeks after culture/transduction. N= 4 indep. experiments with a total of 6-8 biological replicates per group. (C) Confocal phospho-γH2AX representative images (scale bar represents 20µm) and quantification of Lin^-^cKit^+^ sorted KO and WT cells at 2 weeks after culture. N= 3 indep. experiments with a total of 6 biological replicate per group. Unpaired T test was used for all comparisons. Data bars represent the geometric mean±geometric SD. p < 0.05 (*), p < 0.01 (**), p < 0.001(***), p < 0.0001 (****).

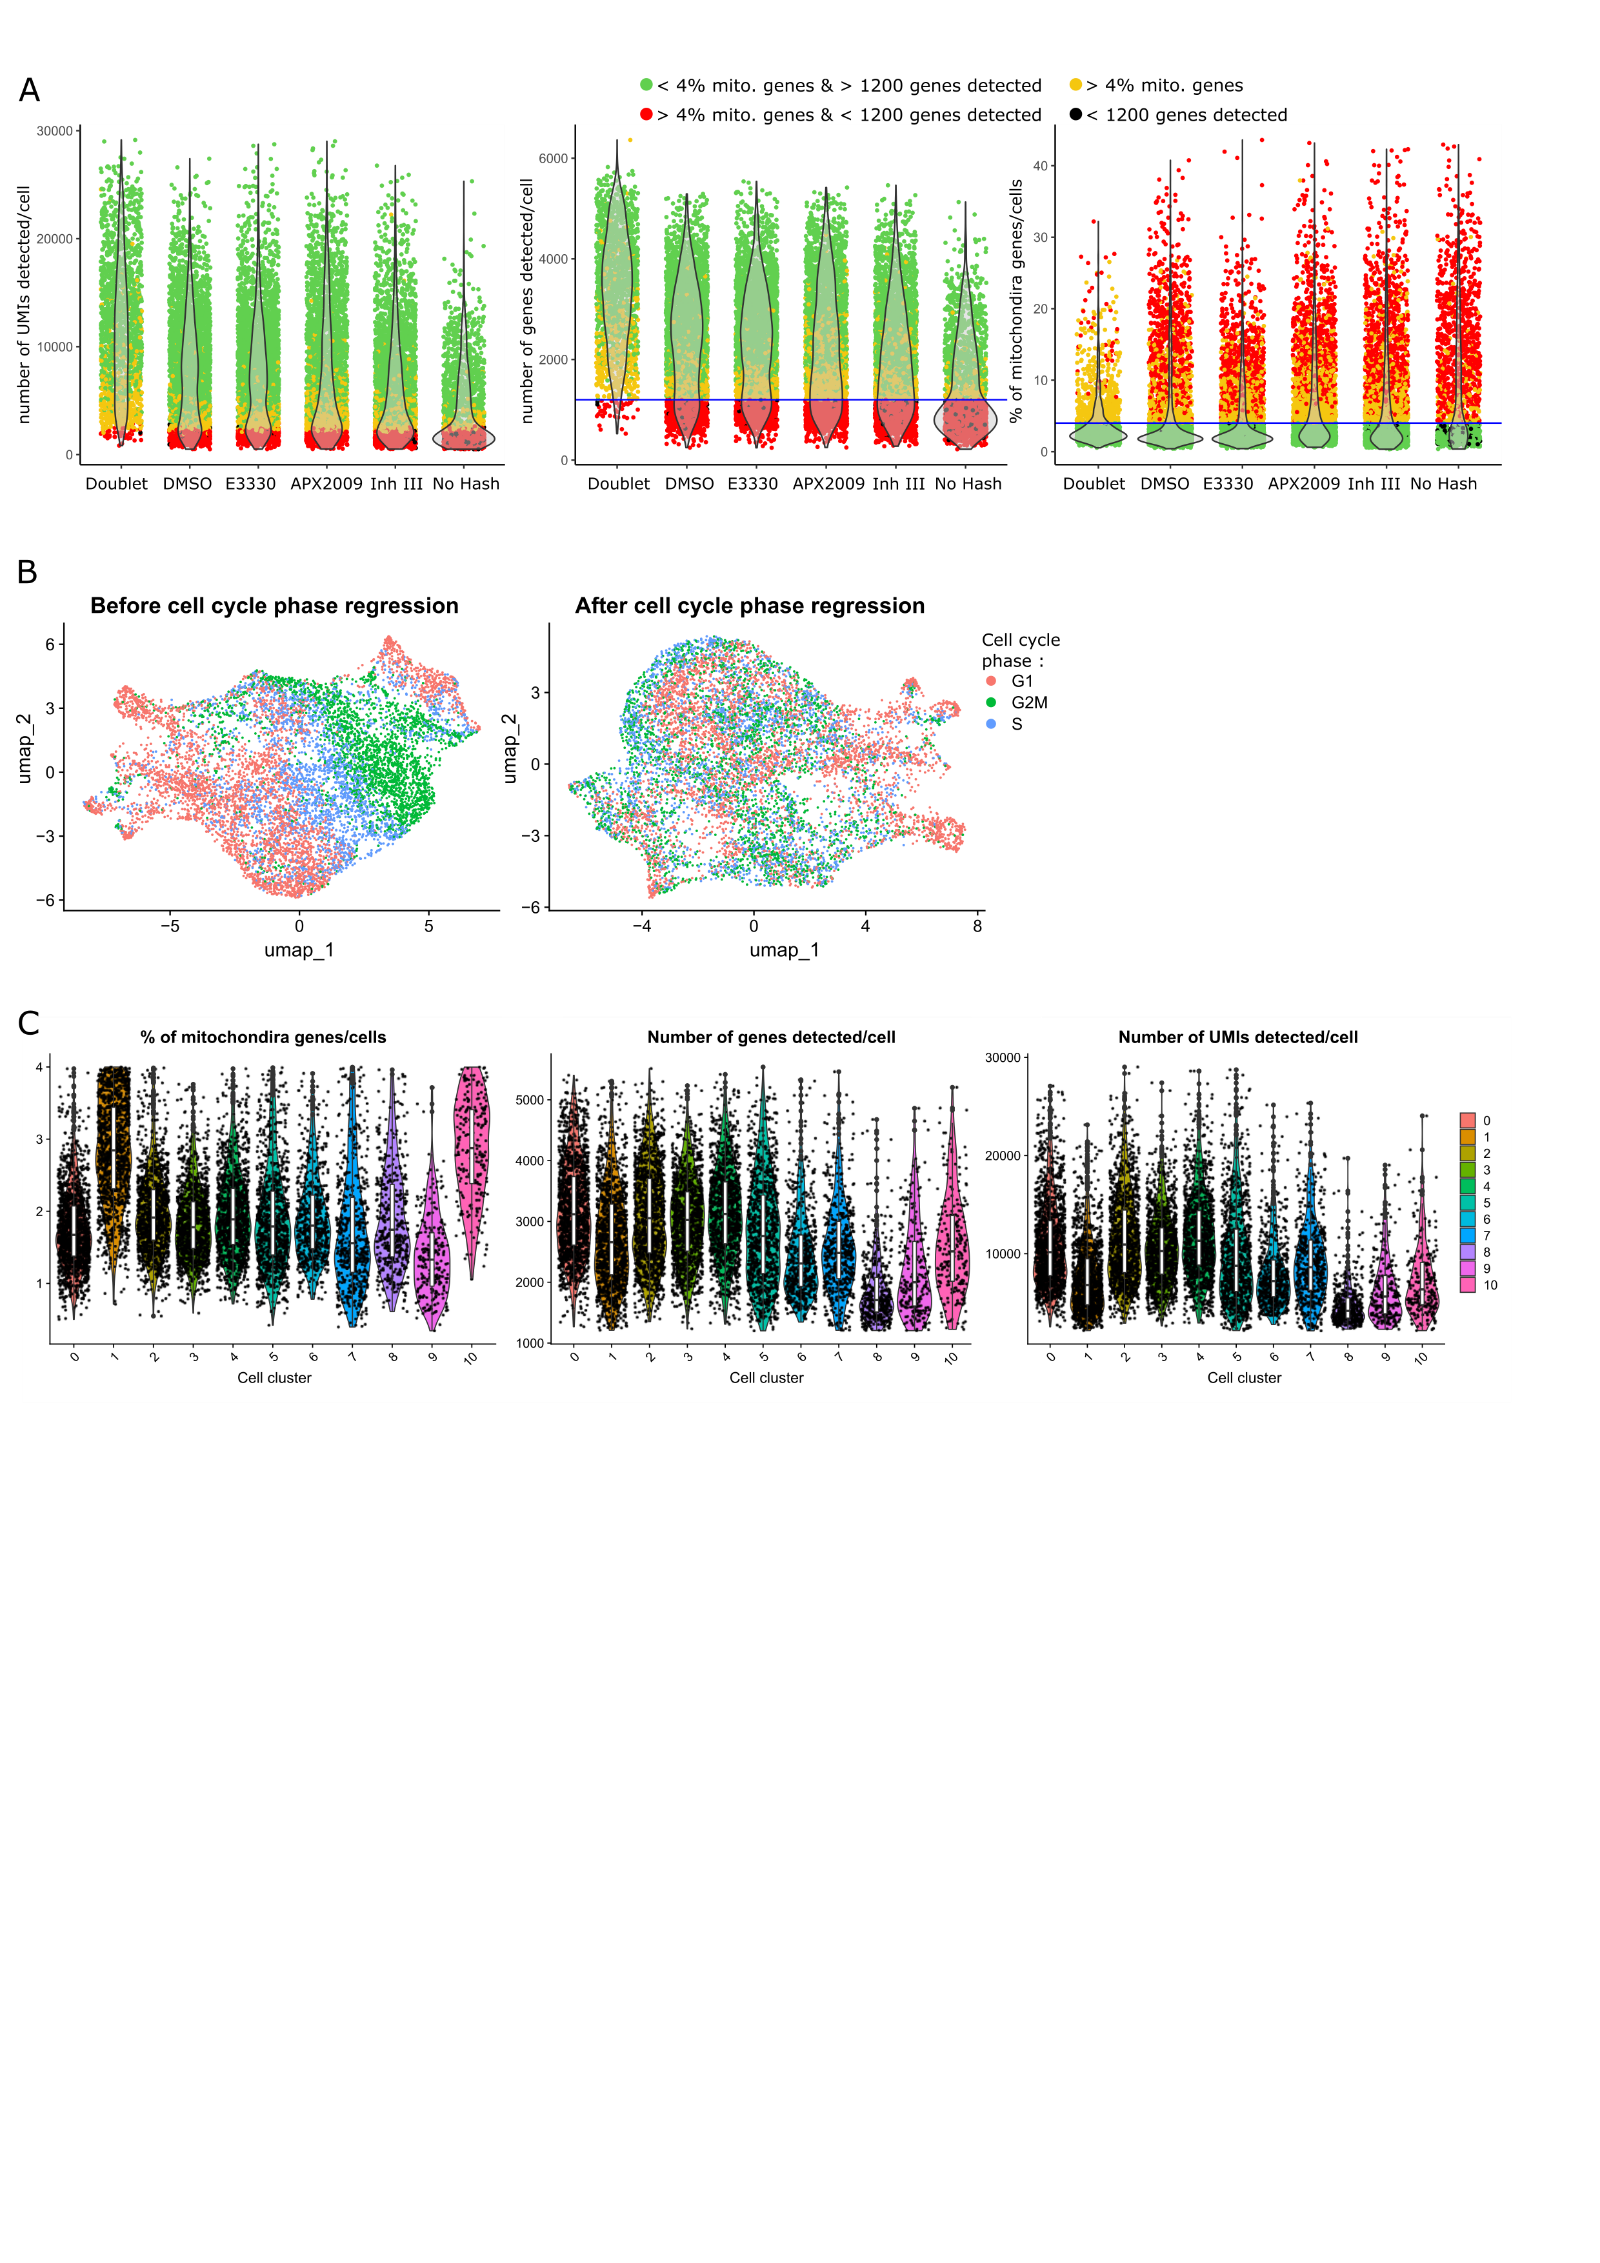

**Figure S8 (related to main Figure 4): Quality control single-cell sequencing data.** (A) Number of unique molecular identifier (UMI), number of genes detected and mitochondrial gene percentage per cell after multivariate scatter QC filtering and before extra filtering steps. Only cells (in green) with less than 4% mitochondrial gene transcripts and more than 1200 genes detected per cell were retained for the CITE-seq analysis. (B) RNA-UMAP of all samples with cell cycle phase classification after SCT normalization without cell cycle phase regression (left) and with cell cycle phase regression (right). (C) Number of UMI, number of genes detected and mitochondrial gene percentage per cell after all filtering steps, for each of the 10 identified CITE-seq cell clusters after cell cycle regression (Figure 4B).

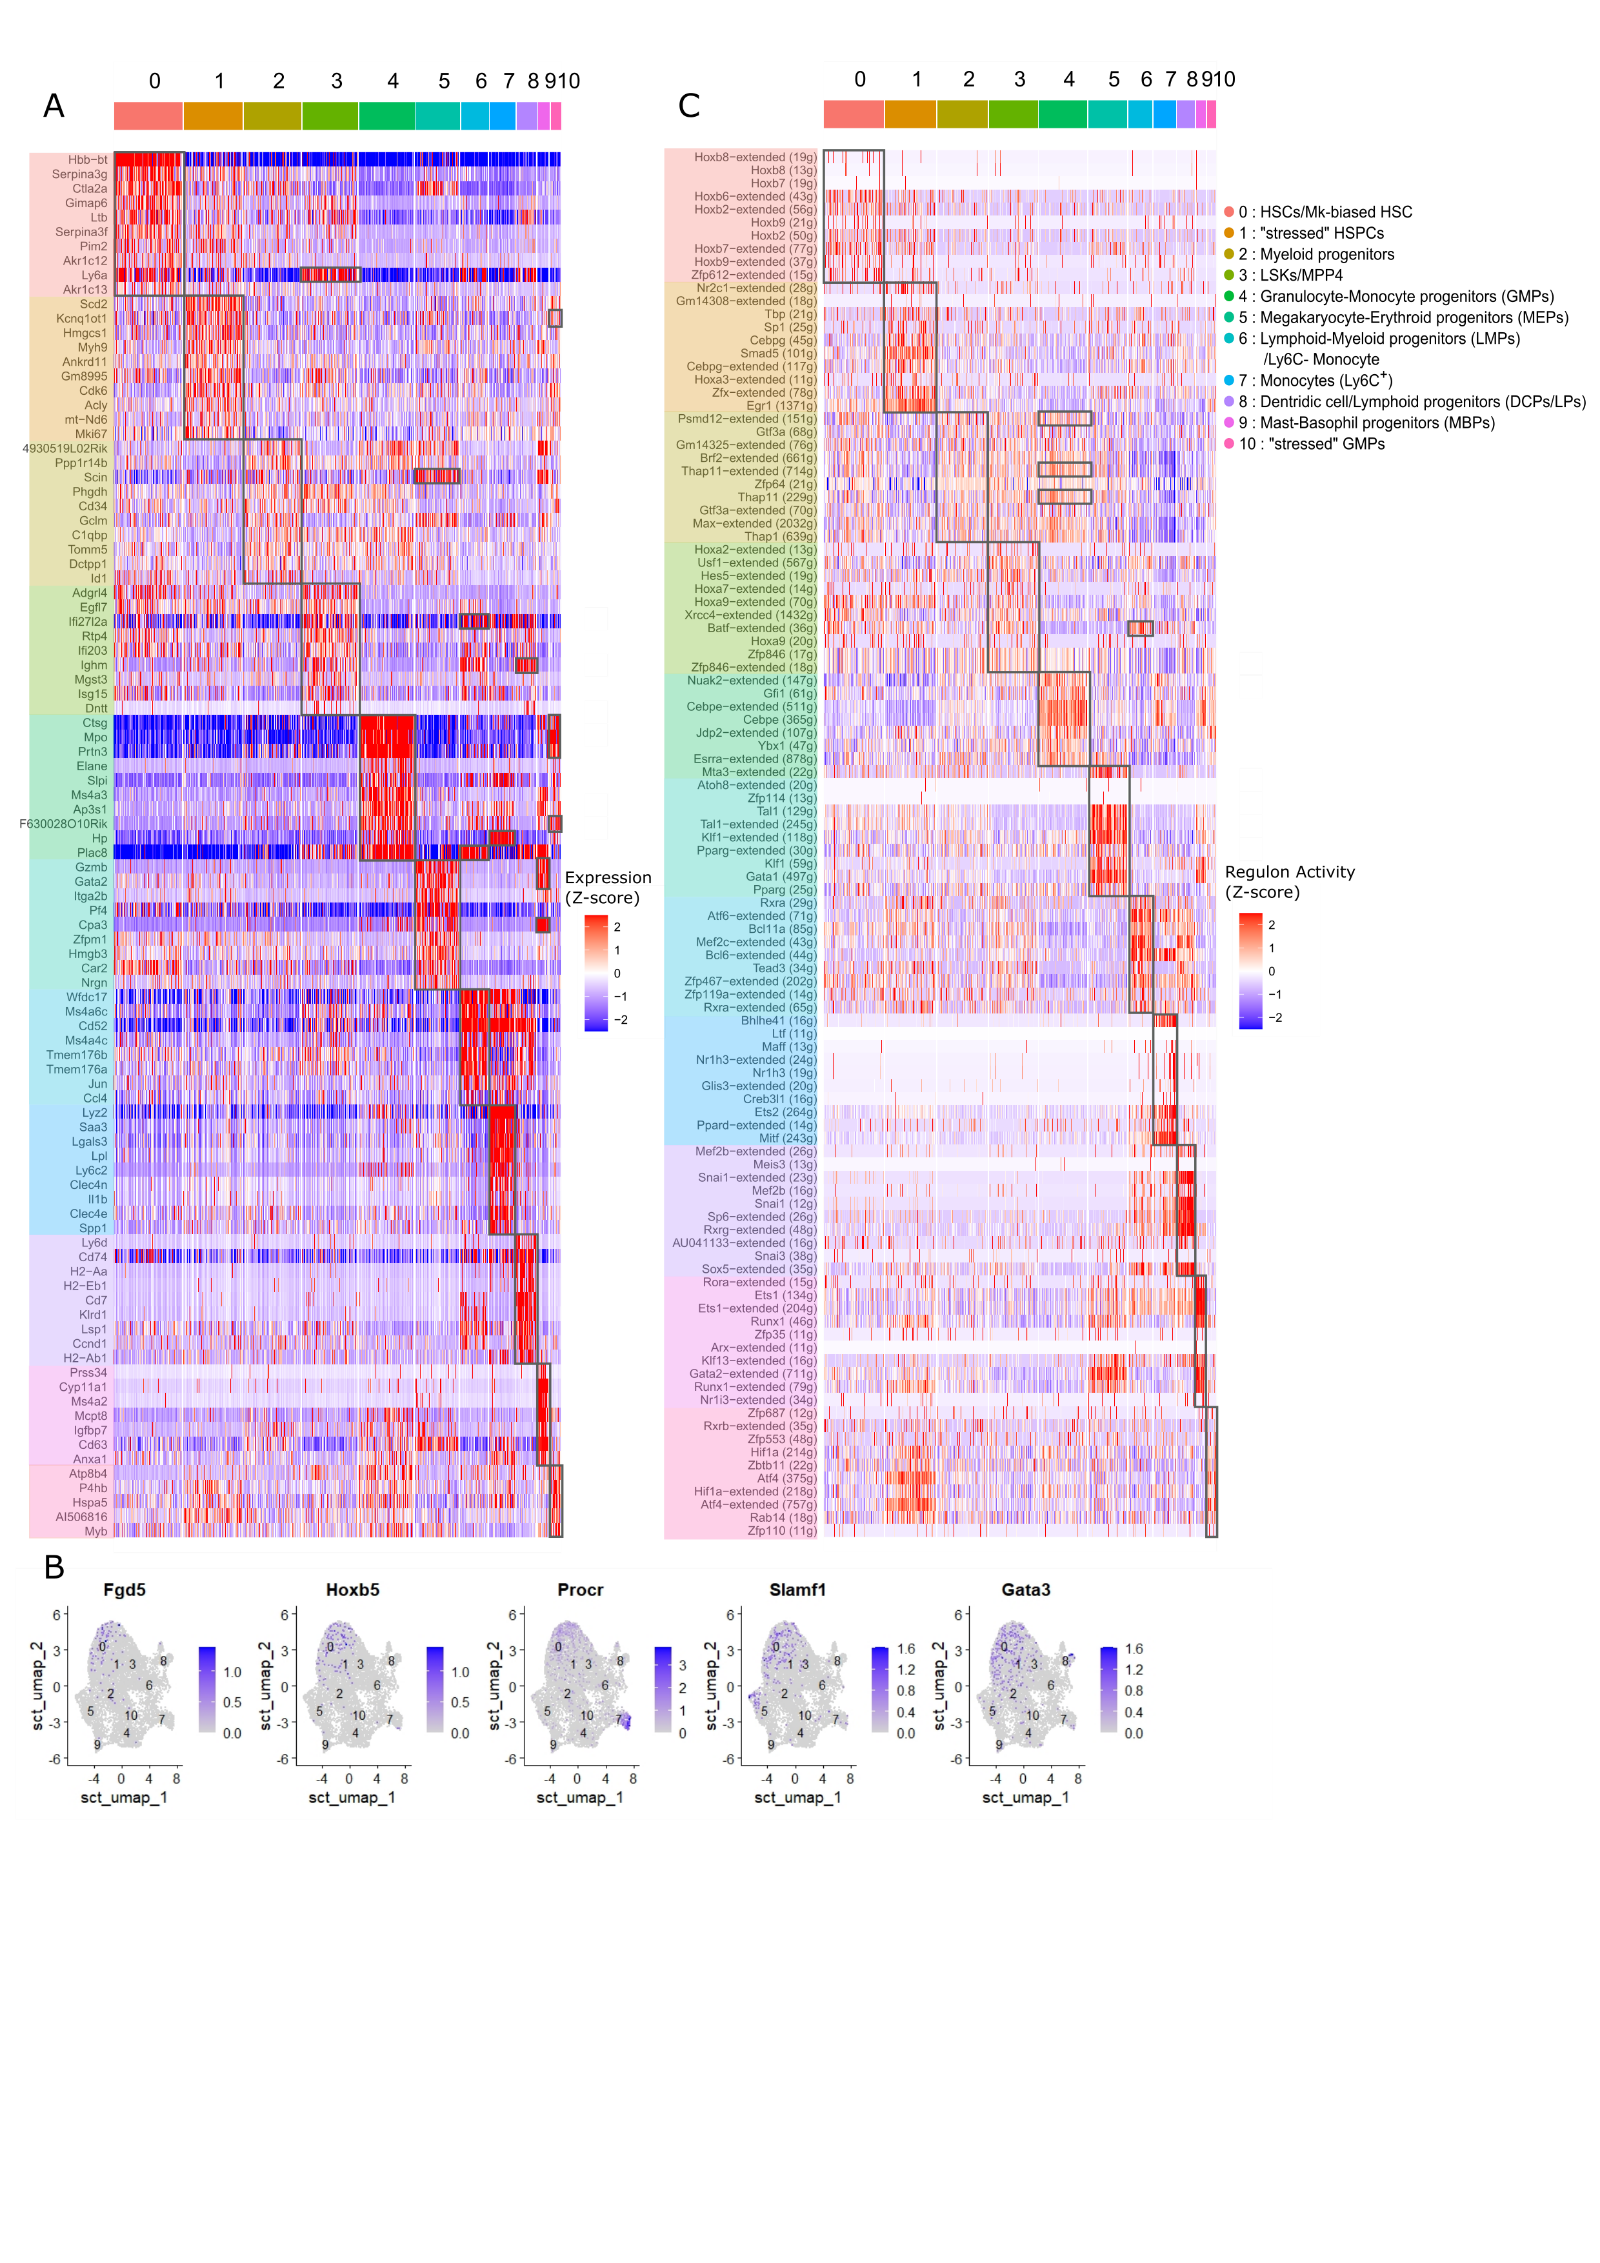

**Figure S9 (related to main Figure 4): Transcriptomic data used for CITE-seq cluster annotation.** (A) Heatmap showing the top 10 differentially expressed genes (DEGs) (top 10 based on fold change) per cluster compared to all other clusters. Cluster marker gene names are highlighted by the cluster colors. The scaled expression of the top 10 DEGs of each cluster is also highlighted by gray squares. (B) Expression of some additional HSC gene markers, highlighted on the RNA-UMAP. (C) Heatmap displaying the top 10 regulons (highest mean regulon activity, Z-score) for each cluster identified by SCENIC. Cluster regulon names are highlighted by the respective cluster colors. The scaled regulon activity of the top 10 regulons of each cluster is also highlighted by gray squares.

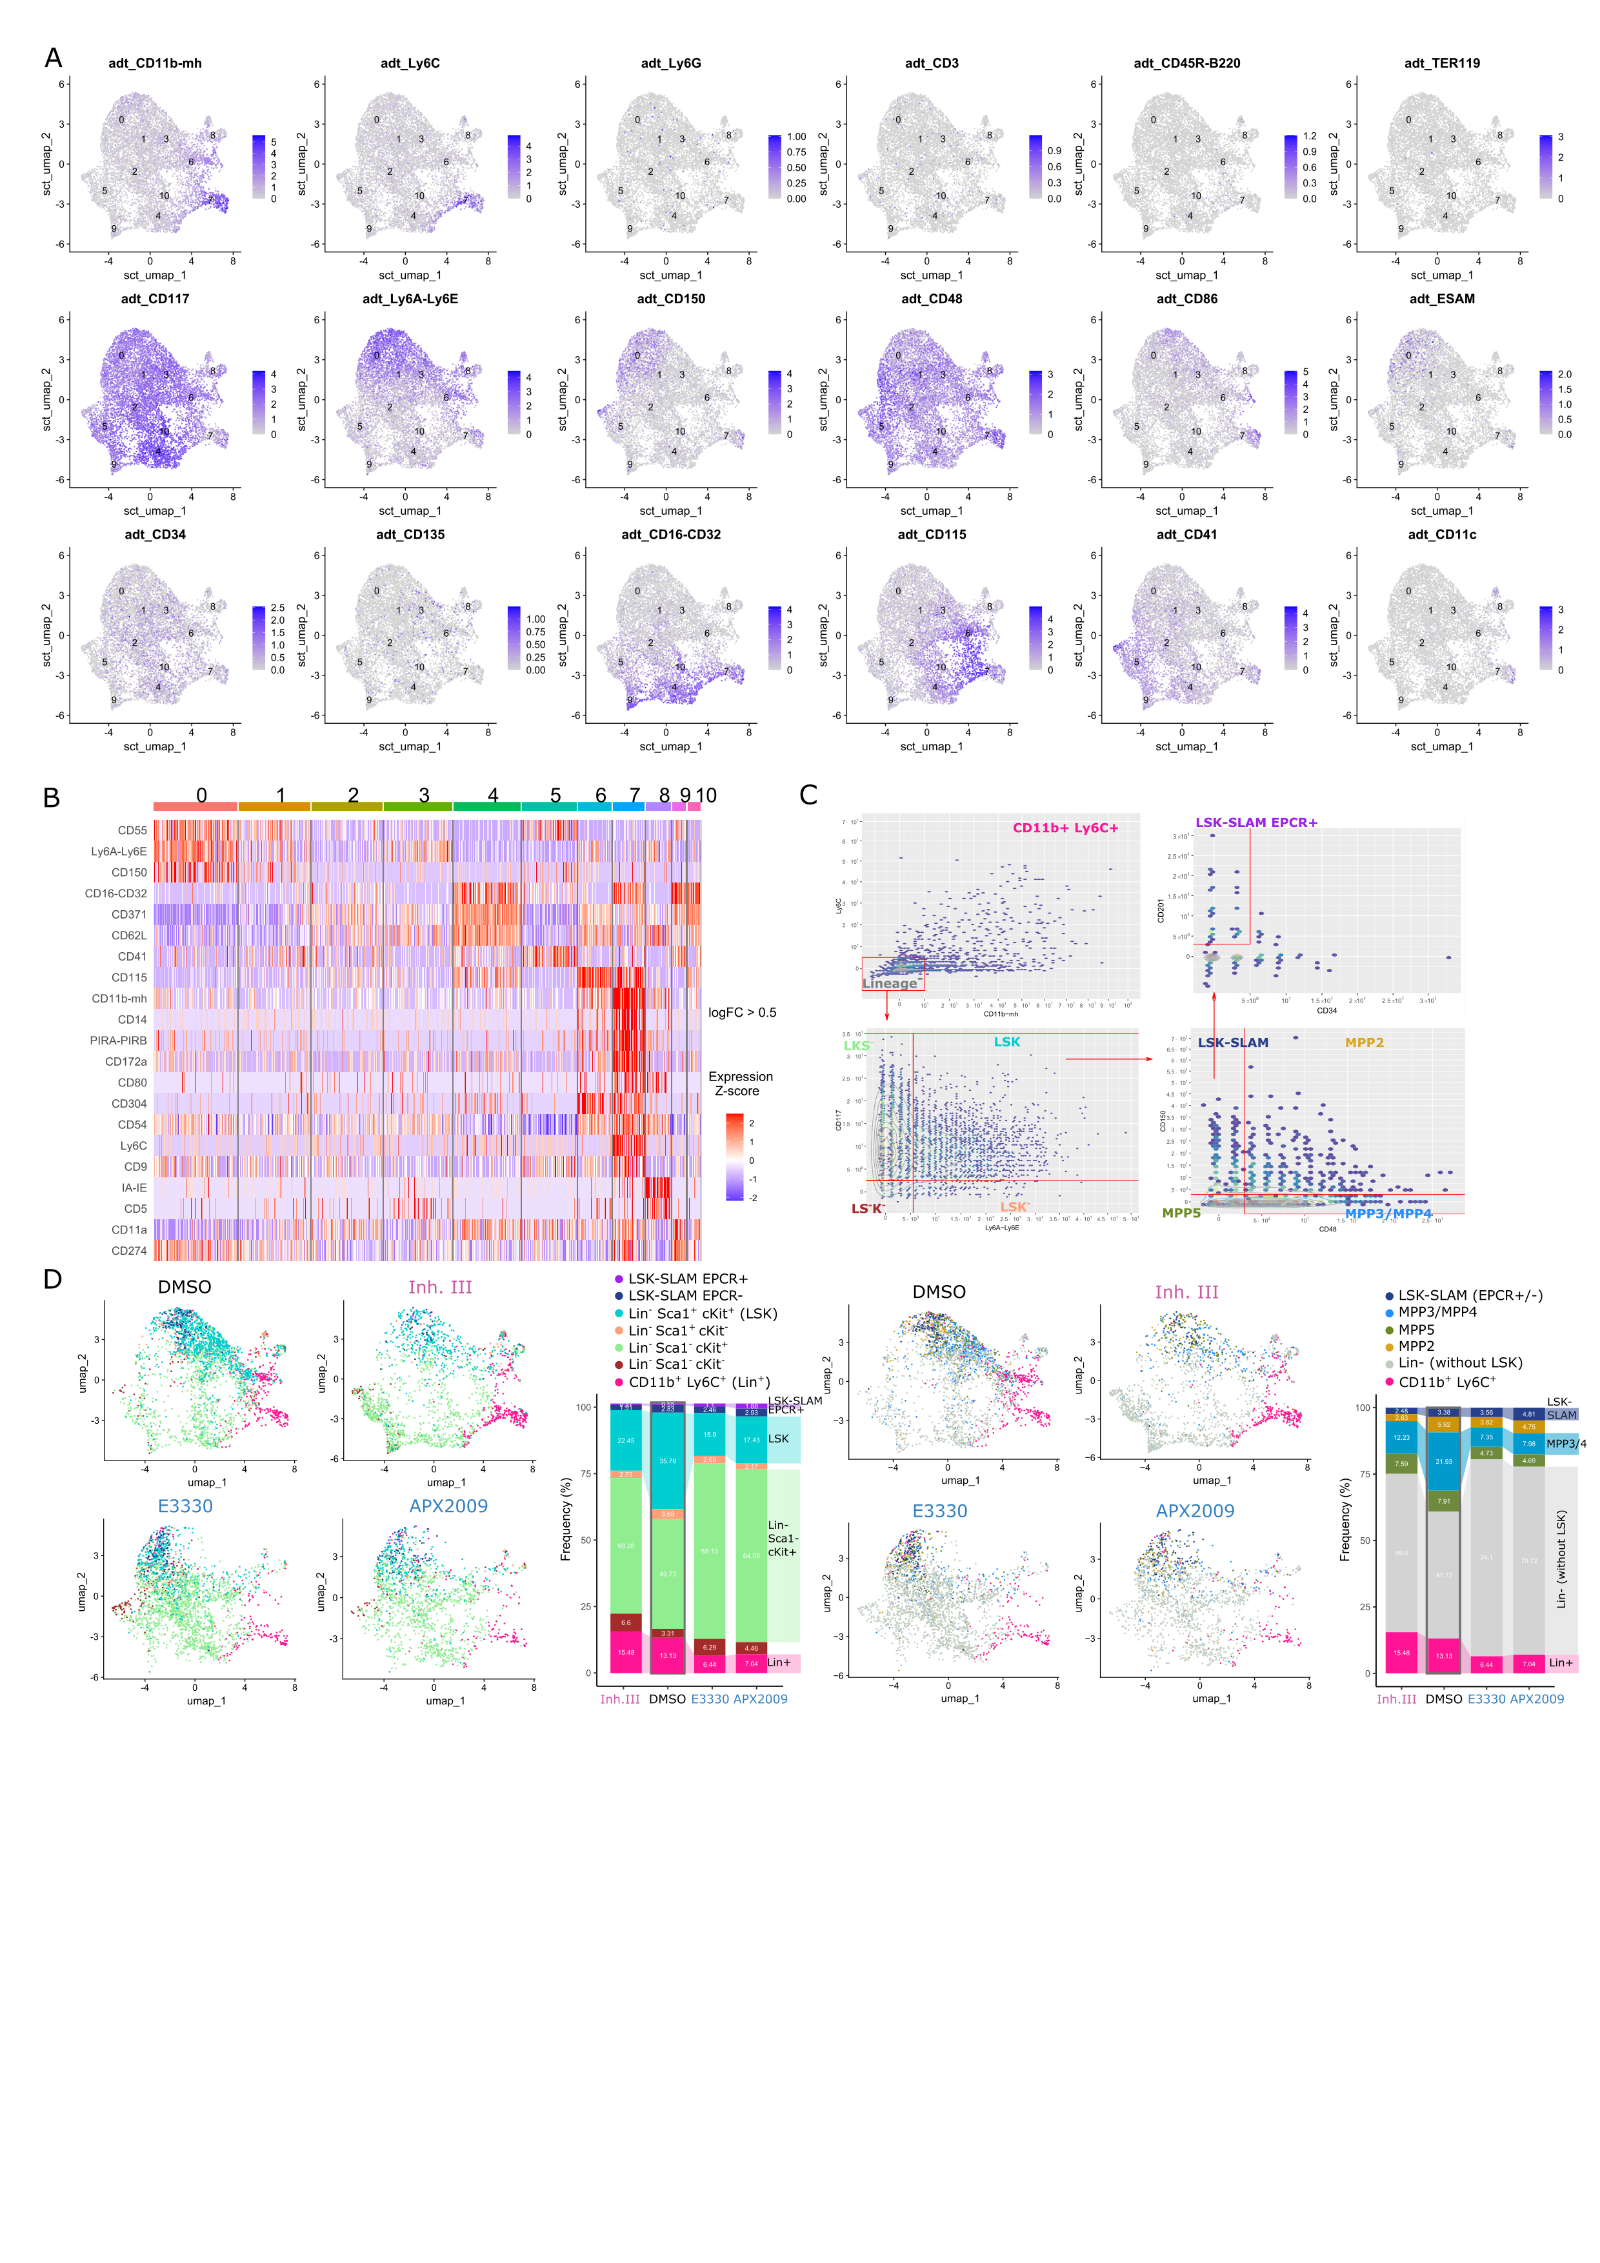

**Figure S10 (related to main Figure 4):** **Antibody-derived tag (ADT) data used for CITE-seq cluster annotation.**

(A) Expression of selected HSPC and lineage commitment surface proteins, highlighted on UMAP from RNA based clustering. (B) Heatmap showing differential expressed ADTs among the RNA clusters (cut-off: log fold change >0.5). (C) ADT gating strategy used for defining the HSPC population based on Ly6C, CD11b, CD117, Ly6A-Ly6E, CD48, CD150, CD34 and CD201 DSB (denoised and scaled by background) normalized expression. (D) ADT-gated HSPC populations across different sample conditions, highlighted on UMAP from RNA based clustering. Chi-square test was performed on cluster proportions (see Table S7).

**
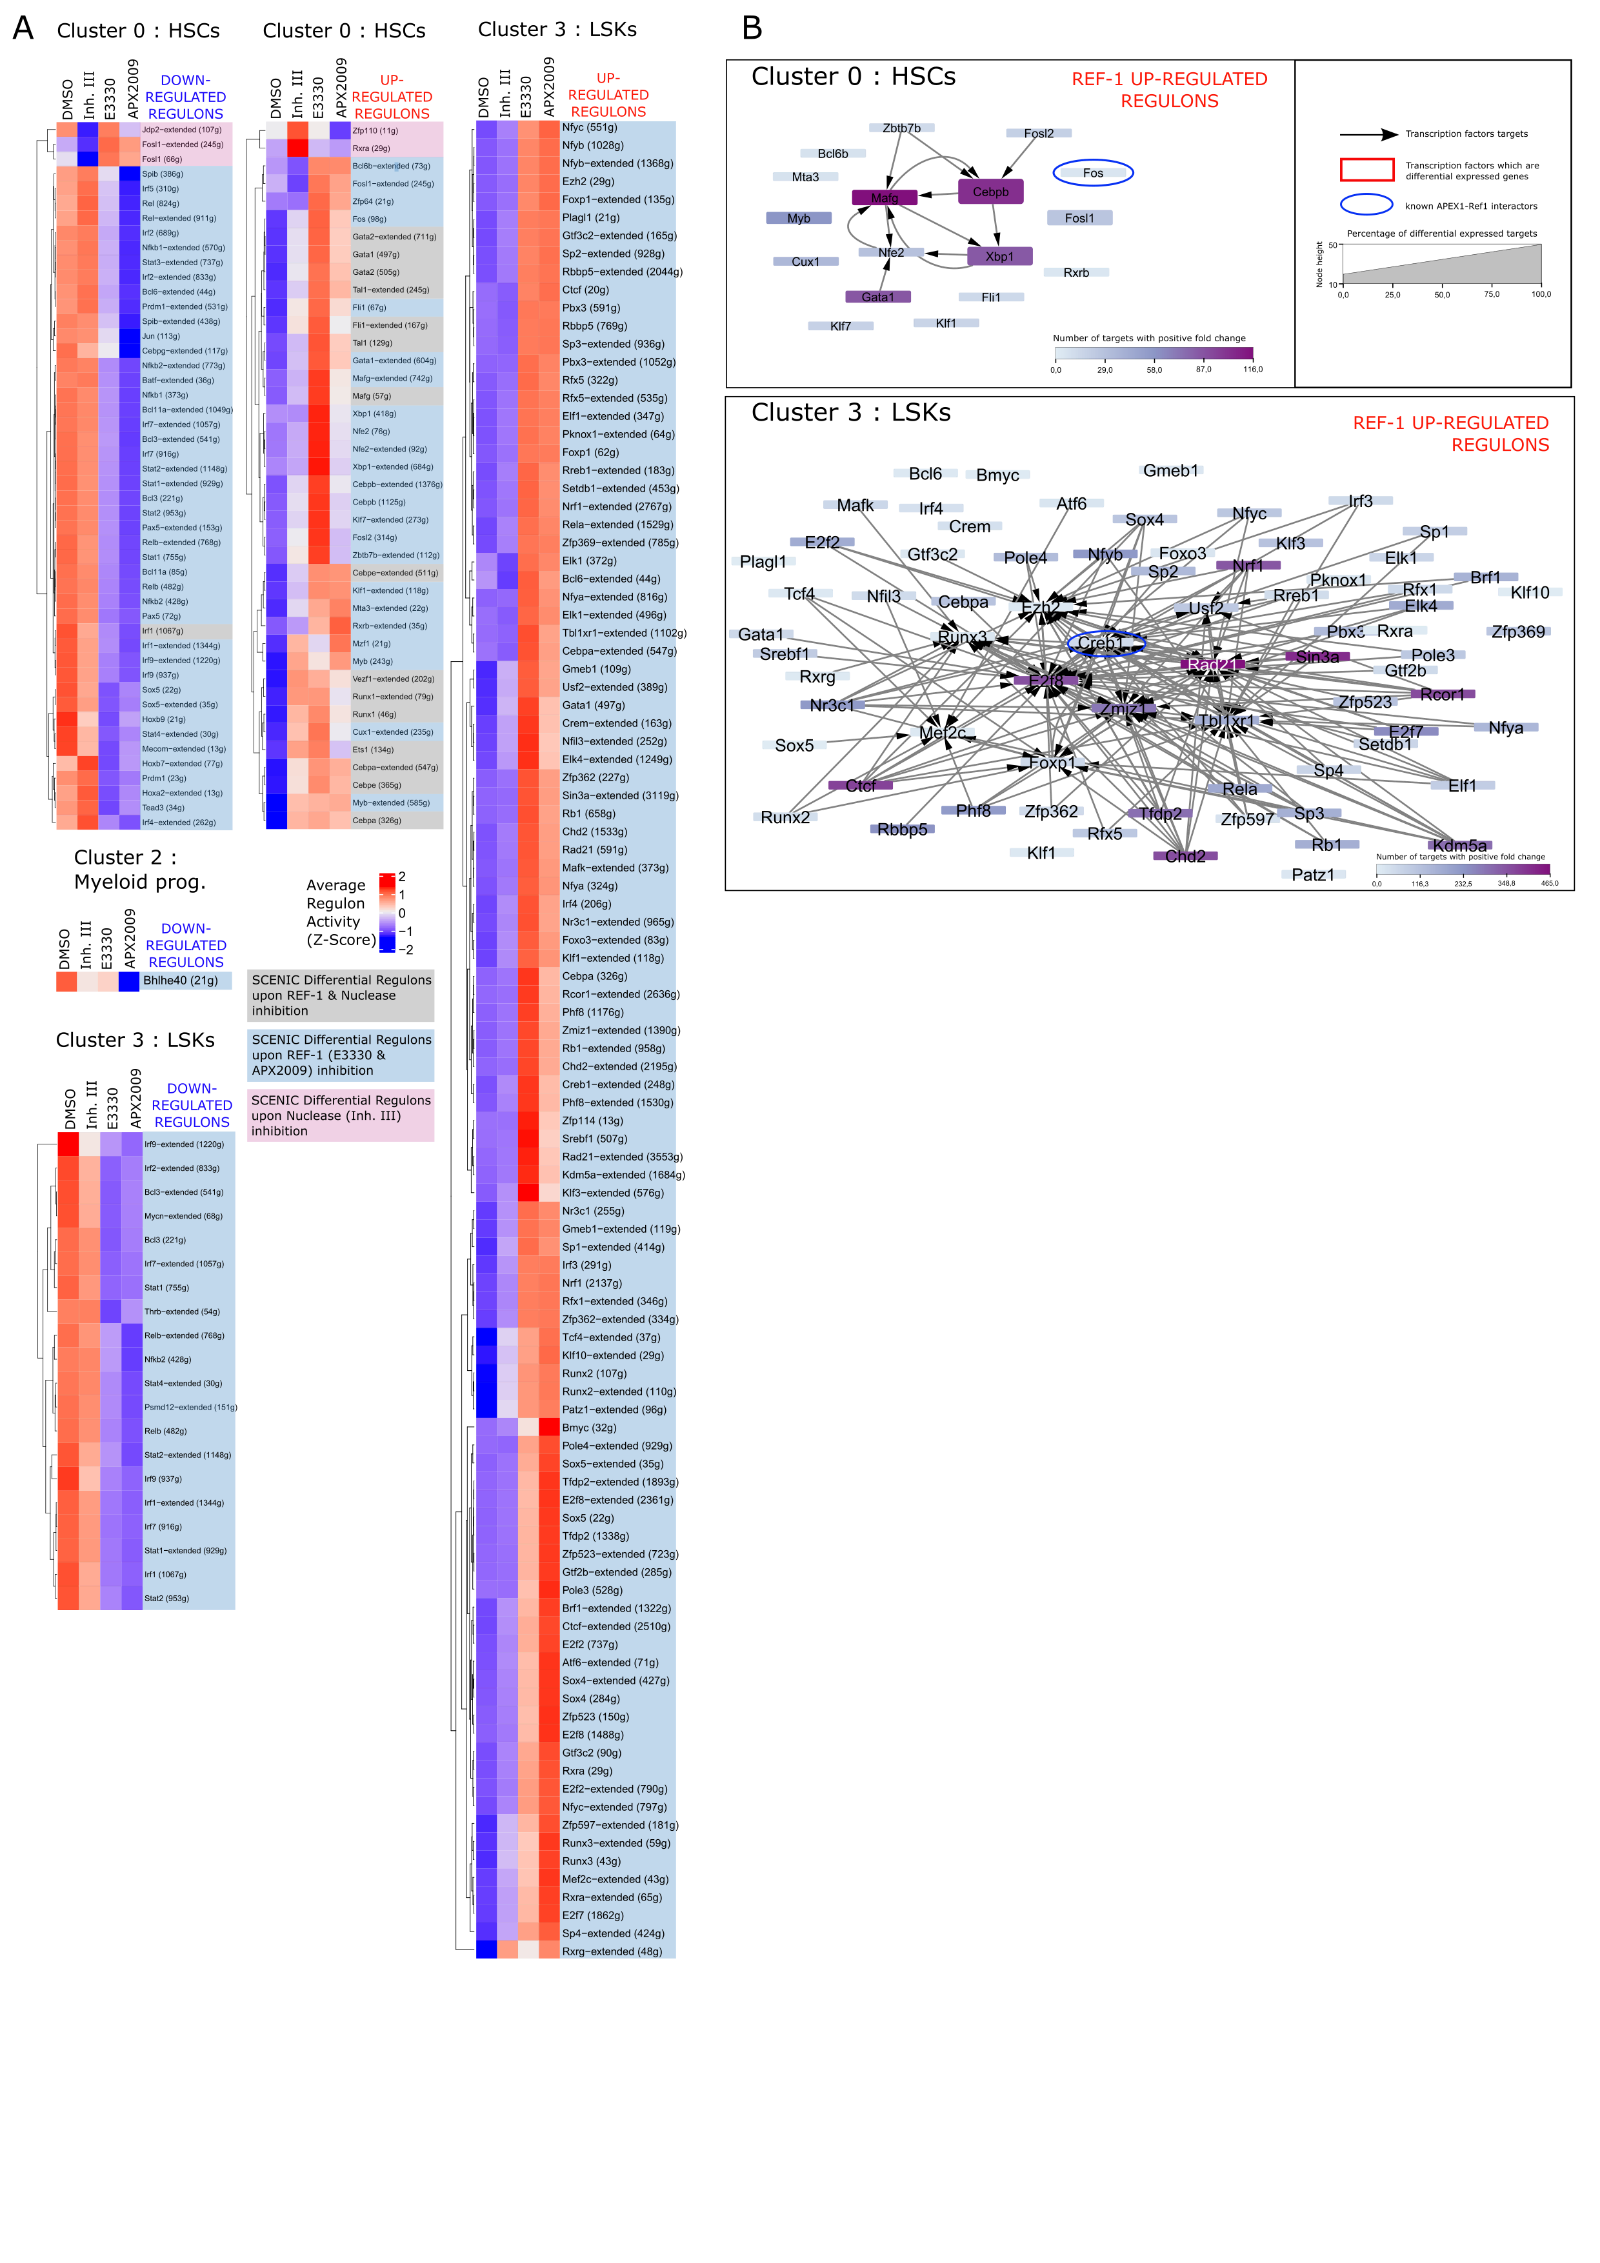
Figure S11 (related to main Figure 5):** **Differentially activated regulon analysis identify downregulated interferon related TFs in HSPC progeny following APEX1 REF1 inhibition.** (A) Heatmaps showing the differentially activated regulons (based on their activity score), between the different APEX1 inhibitor treated HSPCs and DMSO treated HSPCs. Heatmaps display the average scaled activity per cluster (Z-score) for the HSC, LSK and early myeloid progenitor clusters. Similar to the DEGs, common differentially regulated regulons for all 3 inhibitor treatments are highlighted in gray, differential regulons present following both REF-1 inhibitor treatments are highlighted in blue and differential regulons only present following nuclease inhibition with Inh. III are highlighted in pink. Number indicated in between brackets after the regulon, is the number of targets identified in the entire data set by SCENIC analysis. (B) Cytoscape representation of the specific upregulated regulons upon both APEX1-REF-1 inhibition for the HSC cluster 0 and the LSK cluster 3. The nodes are the differentially active transcription factors (TFs) following REF-1 inhibition, and the node size represents the percentage of target genes of each TF that are differential expressed. The node gradient color (from light blue to dark purple) represents the number of target genes that are positively regulated compared to DMSO condition (log2 fold change >0). TFs that are among the DEGs are highlighted by red squares, and the TFs that were previously published to interact directly with REF-1 are highlighted by blue circles. The black arrows indicate when a TF has another TF as target gene.

How the deposited data were processed for this re-analysis (not part of the article)

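The data come from 1 CITE-seq pool of mouse LSK cell progeny after 7 days of culture with DMSO, E3330, APX2009 or Inh. III. For each condition 3 cultures were combined and labelled with 1 hashtag antibody, so each condition is 1 sample and the cells of a condition are not replicates. mRNA, hashtag and surface-protein tag counts of the same barcodes were deposited together. The authors made the counts with Cell Ranger against GRCm38, as raw UMI counts per gene and tag counts per antibody for each called barcode, and the values used here are these counts as deposited, whole numbers with no normalization, cell filter or hashtag assignment applied. They cover 55385 genes, 194 antibody features and 24 hashtag features, of which 4 have counts. No barcode has fewer than 500 UMIs. The study analysed them with Seurat 4.1.0. The release of the gene annotation is not stated in the paper's text, and gene positions were read from a mouse annotation of GRCm38 by gene identifier, with 241 of 241 genes found.

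Barcodes were filtered as in the study where its steps could be run. Genes seen in at least 3 barcodes were kept (23499). Barcodes more than 3 median absolute deviations from the median in log UMIs, log genes or mitochondrial share were left out in place of the study's multivariate outlier step, whose package was not installed. Hashtags were each scaled by centred log ratio over the barcodes and assigned with MULTIseqDemux of Seurat 5.3.0 (R 4.3.3), and doublets and negatives were left out. Cells with at least 1200 genes and at most 4% mitochondrial UMIs stayed: 8999 cells with a median of 2830 genes and 9057 UMIs. Doublets within 1 hashtag, which the hashing doublets put at about 479 cells or 5.33% of those kept, cannot be seen by their tags. Counts were transformed with sctransform 0.4.2 with cell-cycle scores regressed. Clusters were made by Louvain clustering on 25 principal components with 20 neighbours at resolution 0.7. The interferon, MHC class I and Ly6 genes were left out of the variable genes (2872 of 3000 used), because the study reports that interferon response genes and *Ly6a* differ between conditions. Clusters were named from marker lists fixed before the data were examined: a class needed at least 3 markers with a log2 fold over 0.3 against the other cells and a CPM of at least 50, and at least 2 of its markers among the 10 leading genes, with no other class as good.

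UMIs were summed over the cells of a condition and class and given as CPM with exact Poisson intervals, and log2 ratios to DMSO with a pseudocount of 0.5 counts and exact conditional intervals, for genes with at least 20 UMIs over the compared conditions. Shares of cells have Clopper-Pearson intervals. Their log2 ratios have exact conditional intervals for 2 Poisson counts, which are too wide where shares are large. All intervals are at 95% and describe these pools alone. Classes with fewer than 30 cells in a compared condition give no levels. The 40 gene lists were fixed before the data were examined. They are the study's own lists, pathways and cell types, and each is placed among 10000 random lists matched in 25 bins of expression. MolO was scored with AddModuleScore and a threshold of 0.2, and the interferon and Mk-biased lists with ssGSEA (weight 0.25), written out because its package was not installed. Diffusion pseudotime of scanpy 1.11.5 started from HSC-like cells and was divided into 5 bins of equal cell number. Surface-protein tags were scaled by centred log ratio across the proteins of each cell, with 1 threshold per protein where the components of a Gaussian mixture over all conditions cross. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and pandas 2.3.3, and plots matplotlib 3.10.9. The correlation of E3330 and APX2009 ratios was set beside 100 simulated pairs of unchanged groups with a shared DMSO group, since a shared control alone makes ratios correlate. All simulated groups, DMSO included, were drawn as Poisson counts from the pooled profile, so only counting error was simulated.

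No test compares conditions. The condition pools held 16846202 to 26584443 UMIs, and the HSC-like cells 1604348 (Inh. III) to 5977397 (E3330). The ratios were tested on simulated data drawn at the depth of all E3330 and all DMSO cells, the 2 deepest pools, and not at that of Inh. III or of single classes: genes set to a log2 ratio of 1 gave a median of 0.974, with 92% of intervals holding the set value (90% at a log2 ratio of 2), 95.8% of the intervals of 14736 unchanged genes held 0, and 4.5% of unchanged lists fell outside the central 95% of random lists. Genes are named if the study names them for the comparison, with *Apex1*, or if they are among the 10 highest or lowest log2 ratios in HSC-like cells or all cells with at least 100 UMIs, for Inh. III or for both REF-1 inhibitors in 1 direction. The members of a list with the most UMIs serve as examples. The study's tables had been read before this rule was written.

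The alternatives numbered 28 before the data were examined and 8 added afterwards. The former cover HTODemux (quantile 0.99), no outlier step, all variable genes, resolutions 0.4 and 1.2, no cell-cycle regression, loose filters (10% mitochondrial UMIs and 500 genes), leaving out the 5% of cells with the highest simulated-doublet scores, isotype thresholds at the 99th percentile, tags per 10000, gates without Sca-1, median-of-ratios size factors, no count minimum, cells thinned to 3000 UMIs (8844 cells reach it), a pseudocount of 5, DMSO class shares, changes to the MolO list and threshold, AddModuleScore and 3 pseudotime bins. Several choices were made after the data had been seen: the scaling of each hashtag over the barcodes (across the tags of a barcode, 259 hashing doublets and more cells of each condition are found), the thresholds for naming clusters, the alternatives marked as added, and leaving the sizes of the *Dntt*-led and dendritic/lymphoid-like clusters out of the comparison for the REF-1 inhibitors. Protein levels were not scaled against empty droplets, because no deposited barcode met both sizes of the study's background. Regulon activities and Slingshot trajectories were not computed, as the packages were not installed. Flow cytometry, imaging and cell-growth results of the paper have no sequencing data and were not analysed here.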

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

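The tests of depth for the clusters and for the MolO score, of the mitochondrial filter and of doublets were chosen only after the results had been seen.

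Gene lists that the paper does not analyse are given here because their medians lay in the outer 1% of the random matched lists, with a median log2 ratio of at least 0.2, either for both REF-1 inhibitors in 1 direction or for Inh. III. Over all cells the MHC class II genes, which present antigen on dendritic and B cells, had medians of -1.19 with E3330 (10 of 10 genes lower), -0.47 with APX2009 (9 lower) and 0.75 with Inh. III (9 higher). *H2-Aa* and *H2-Eb1* are leading genes of the dendritic/lymphoid-like cluster, whose size was not compared for the REF-1 inhibitors, so list and class are not independent. With DMSO class shares the medians were -0.65, -0.32 and 0.42, and within the class -0.76, -0.57 and -0.059. *Cd74*, the invariant chain, had 269 CPM with DMSO, 69.7 with E3330, 136 with APX2009 and 504 with Inh. III, and *H2-Aa* 45.6, 8.33, 25.4 and 109. The NRF2 targets of oxidant defence had 0.64, 0.30 and 0.28 over all cells (26, 24 and 22 of 26 higher), and 0.51 with E3330 and 0.36 with APX2009 in HSC-like cells. In HSC-like cells with Inh. III the S phase genes had -0.31 (40 of 43 lower) and the genes of cholesterol and fatty acid synthesis -0.22 (30 of 33 lower). The genes of the integrated stress response, the ATF4 programme of amino acid supply, had -0.23 over all cells and -0.21 in HSC-like cells with Inh. III (16 and 14 of 20 lower). The mature neutrophil genes had 1.30 over all cells with Inh. III (8 of 9 higher), where the GMP-like share was also larger and few cells carried some of these genes (*S100a8* was found in 112 Inh. III cells). With DMSO class shares the median was 0.82, and within GMP-like cells 1.94.

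With all variable genes, a cluster confined mostly to the REF-1 inhibitors appeared beside a smaller MPP-like cluster, and without the interferon and Ly6 genes the clusters merged. Interferon and Ly6 genes as the only difference between these clusters stay open. In components made without these genes, E3330 cells of the MPP-like cluster had cells of the other cluster among their 20 nearest neighbours at 0.413 of the share that random mixing gives. That is below the limit set beforehand as going against this explanation. The other conditions gave 0.245 (DMSO), 0.318 (APX2009) and 0.378 (Inh. III). The test cannot decide, as both clusters were also drawn on the other variable genes and no other pair was compared. The other cluster also held 113 cells of the HSC-like and 105 of the MEP-like cluster. A difference in depth cannot be told apart from other causes, since the larger median UMI count was 1.34 times the smaller in DMSO but 1.10 times in E3330. A change of cell state with the REF-1 inhibitors stays open as well, and may take in genes beyond the interferon response.

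Fewer HSC-like cells passed the MolO score of 0.2 with the REF-1 inhibitors. A difference in depth is argued against: with every cell thinned to 3000 UMIs the higher upper bound of both log2 ratios was -0.11. The interferon and Ly6 genes in the list stay open, because *Ly6a* and *Ifitm1* are 2 of its 27 genes and without them the share over the DMSO median was 43.5% [39.2, 47.9] with E3330 and 45.1% [39.9, 50.4] with APX2009, so that 1 interval excludes 50% and the other does not. With Inh. III that share was 60.0% [51.5, 68.0]. These intervals take the DMSO median as fixed, while log2 ratios to the DMSO share also carry its counting error. The ratios were -0.20 [-0.49, 0.090] with E3330, -0.15 [-0.46, 0.17] with APX2009 and 0.26 [-0.12, 0.64] with Inh. III. Each of these intervals includes 0, but they treat the cell counts as Poisson and are too wide for shares near 50%. They therefore do not show that the shares are equal. Loss of functional stem cells could also lower the score, which no value here decides.

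HSC-like and MPP-like cells together took a smaller share of the Inh. III culture. Their depth is argued against by the ratio among cells of 6000 to 12000 UMIs, -1.02 [-1.27, -0.78], and doublets by a bound: if each of the 85 doublets of 1 hashtag expected among the Inh. III cells hid an HSC-like or MPP-like cell, the ratio would be -0.77 [-0.94, -0.59]. Loss of these cells to the mitochondrial filter cannot be told apart from other causes. No cluster was named HSC-like with loose filters, so the clusters were counted in which most of the kept cells are HSC-like or MPP-like. Of the 954 Inh. III cells that these filters add, 8 fell into the counted clusters and the others elsewhere, whichever type they were, so the ratio of -1.39 [-1.59, -1.202] does not bear on the question. A biological difference, fewer stem and progenitor cells for each committed cell with Inh. III, stays open as well, and whether these cells were lost or the committed cells multiplied was not tested.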

How the results depend on the processing

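No paired analysis was possible because each condition was a single pool, and no result could be recomputed without a replicate. Under the alternatives run, the core interferon list stayed lower with every inhibitor in all cells, HSC-like and MPP-like cells, and the HSC-like and MEP-like shares kept their directions wherever these classes had a name. Of the recomputed values, 137 of 161 class shares, 51 of 78 gate shares, 913 of 1059 list medians, 985 of 1103 named genes, 34 of 36 score differences and 19 of 21 MolO ratios stayed within their spread. The numbers that reversed were 6, 1, 10, 4, 2 and 0, in the same order, and the others moved. With loose filters no cluster was named HSC-like, and with the stricter marker fold none was named MPP-like, so these classes have no share there. The joint share of both classes with loose filters counts other clusters, those in which most of the kept cells are HSC-like or MPP-like. The shallowest pool differs by class: Inh. III in HSC-like cells (1604348 UMIs, DMSO 4204754), APX2009 in monocyte-like cells (1063409) and E3330 in dendritic/lymphoid-like cells (244041). Alternatives added after seeing the data are marked as added, and where a value moved or reversed the cause was not tested.

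Class shares are log2 ratios to DMSO. With the study gene set the MPP-like ratios were -1.81 for E3330 (reversed from 0.21) and -1.55 for APX2009, and the monocyte-like ratios -0.92 for E3330 and 0.595 for Inh. III. At resolution 1.2 MPP-like cells had -0.70 (reversed), -0.74 and -1.07 for E3330, APX2009 and Inh. III, MEP-like cells 1.80, 1.41 and 2.50, monocyte-like cells -0.73 for E3330 and 0.083 for Inh. III, and dendritic/lymphoid-like cells 0.22 for Inh. III. At resolution 0.4 the E3330 ratios of MPP-like cells (-0.0049) and mast cell/basophil-like cells (0.85) reversed. Without cell-cycle regression HSC-like cells had 0.87 for E3330, and MPP-like cells -0.11 (reversed) and -0.39 for APX2009. With loose filters MPP-like cells had -0.32 for APX2009 and -1.62 for Inh. III, and dendritic/lymphoid-like cells 0.42 for Inh. III. With HTODemux 1465 E3330 cells were called, and their HSC-like, MPP-like and mast cell/basophil-like ratios were 1.16, -0.18 (reversed) and -2.25.

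With isotype thresholds the CD11b+Ly6C+ ratios were -0.092 for E3330 and -0.21 for APX2009, both with intervals that include 0, and 0.49 for Inh. III, and the LSK ratios -0.50 for E3330 and -0.54 for APX2009. With tags per 10000 the LSK ratios were -0.38, -0.41 and -0.42 for E3330, APX2009 and Inh. III, and the Lin-Sca-1+CD117- ratio of Inh. III reversed to 0.037 from -0.42.

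For the core interferon-stimulated genes over all cells, thinning to 3000 UMIs gave medians of -1.58, -1.84 and -0.48 for E3330, APX2009 and Inh. III, DMSO class shares -1.46, -1.82 and -0.39, HTODemux cells -1.53 for E3330 and loose filters -1.89 for APX2009. Leaving out likely doublets, planned for class shares but added for gene lists, gave -0.57 for Inh. III. In HSC-like cells thinning gave -1.23 and -1.52 for E3330 and APX2009, and a pseudocount of 5 -1.68 for APX2009. In MPP-like cells a pseudocount of 5 gave -2.05 for APX2009, and the classes of the study gene set -1.41 and -1.99 for E3330 and APX2009. With those classes the early lymphoid medians of E3330 (0.24) and APX2009 (0.24) and the NF-κB (0.052) and megakaryocyte (-0.33) medians of APX2009 reversed, as did *Bcl11a* with APX2009 (0.073) and Inh. III (0.0080). With DMSO class shares the all-cell medians of erythroid genes with E3330 (-0.033) and APX2009 (-0.030), neutrophil progenitor genes with APX2009 (-0.0089, and -0.024 with loose filters) and metallothioneins with Inh. III (-0.14) reversed. Thinning gave 0.92 for the p53 targets of HSC-like cells with Inh. III, and with APX2009 it reversed *Nfkb2* in HSC-like cells (0.22) and *Mafg* in monocyte-like cells (-0.046). A pseudocount of 5 reversed the type II interferon list of HSC-like cells with Inh. III (0.0084).

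Without interferon and Ly6 genes the MolO ratios of E3330 and APX2009 were -0.18 and -0.067, both with intervals that include 0, and that of APX2009 was -0.15 with the threshold at the DMSO median (added). The Mk-biased score of HSC-like cells with Inh. III differed from DMSO by 0.0039 when thinned and by 0.013 with AddModuleScore, both reversed from -0.0032. The correlation of the analogues was 0.720 over all cells without the interferon and Ly6 lists (unchanged groups gave at most 0.491), and 0.727 in HSC-like cells, where unchanged groups gave 0.559 on average and 0.585 at most, a smaller excess than over all cells. Among pairs of factor and bin with at least 20 UMIs, those with an interval above 0 numbered 7 of 53 before the last of 5 bins (4 below), 1 of 28 with 3 bins (3 below) and 14 of 72 over all 5 bins (added; 5 below).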

Differences from the paper's values

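Tables S6 and S7 of the paper give observed and expected cells of each cluster and gate from chi-square tests that took cells as replicates. The log2 ratio of observed to expected share is compared here, with counting intervals in place of a test. Numbers of cells, median genes per cell and shares over the MolO score do not differ by the measure used. The hashtag scaling was chosen after the cell numbers of both scalings had been seen, so the match in cell numbers is no independent check. Of 19 cluster values 4 differ, and of 30 gate values 9.

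For MPP-like cells, set against the paper's cluster 3 (LSK), the paper's value with E3330 is -1.87 and the value here 0.10. It differs under every alternative set before the data were examined: -1.17 with the study gene set, -0.0025 at resolution 0.4, -0.39 at resolution 1.2, -0.054 without cell-cycle regression, 0.071 with loose filters, 0.11 without likely doublets, -0.12 with HTODemux. With APX2009 the paper's value is -1.72 and the value here -0.029, and all of these alternatives differ too: -1.12 with the study gene set, -0.14 at resolution 0.4, -0.49 at resolution 1.2, -0.25 without cell-cycle regression, -0.19 with loose filters, -0.024 without likely doublets, -0.029 with HTODemux. With Inh. III the paper's value is -1.19 and the value here -0.93. It does not differ with the study gene set (-1.13) or with loose filters (-1.08), and does in the others: -0.85 at resolution 0.4, -0.72 at resolution 1.2, -0.86 without cell-cycle regression, -0.91 without likely doublets, -0.94 with HTODemux. For monocyte-like cells with E3330 the paper's value is -0.46 and the value here -0.16. It does not differ with the study gene set (-0.53), at resolution 0.4 (-0.30) or at resolution 1.2 (-0.41), and does in the others: -0.19 without cell-cycle regression, -0.14 with loose filters, -0.14 without likely doublets, -0.043 with HTODemux.

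For the surface-protein gates, each of the 9 values also differs under isotype thresholds, set before the data were examined, and 7 differ under tags per 10000. For the other 2, those of the CD11b+Ly6C+ gate, tags per 10000 cannot change the count, since the thresholds of both proteins lie at any tag. For LSK cells with E3330 the paper's value is -0.71 and the value here -0.45 (-0.27 and -0.20 under these alternatives), and with APX2009 the paper's value is -0.72 and the value here -0.52 (-0.35 and -0.26 under these alternatives). For Lin-Sca-1-CD117+ cells with E3330 the paper's value is 0.30 and the value here 0.45 (0.47 and 0.54 under these alternatives), with APX2009 the paper's value is 0.37 and the value here 0.57 (0.62 and 0.70 under these alternatives), and with Inh. III the paper's value is 0.17 and the value here 0.37 (0.46 and 0.47 under these alternatives). For CD11b+Ly6C+ cells with E3330 the paper's value is -0.61 and the value here -0.17 (-0.047 and -0.17 under these alternatives), and with APX2009 the paper's value is -0.62 and the value here -0.15 (-0.13 and -0.15 under these alternatives). For MPP3/MPP4 cells with E3330 the paper's value is -1.005 and the value here -0.60 (-0.38 and -0.24 under these alternatives), and with APX2009 the paper's value is -1.05 and the value here -0.83 (-0.53 and -0.43 under these alternatives). The directions are the same in all 9.

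For some genes and cell types the direction that the paper states has no interval here that excludes 0, or the value has another sign. The paper reports fewer LSK-SLAM and LSK-SLAM EPCR+ cells with Inh. III, where the log2 ratios here are -0.039 and 0.99, both with intervals that include 0 and the former with the paper's sign, and the whole LSK gate is lower, as in the paper. It reports fewer mast and basophil progenitors with both REF-1 inhibitors: the ratio is lower with E3330 here, and -0.18 with APX2009, the paper's sign with an interval that includes 0. It reports lower activity of the *Nfkb1* and *Rel* regulons and higher activity of those of *Fli1*, *Myb* and *Cebpb* in HSCs with the REF-1 inhibitors. The mRNAs of *Nfkb1*, *Rel*, *Fli1* and *Myb* have intervals that include 0 here with both inhibitors. Of these *Nfkb1* (-0.054 with E3330 and -0.19 with APX2009), *Rel* (-0.24 and -0.15) and *Myb* (0.026 and 0.093) have the paper's sign, and *Fli1* has it with E3330 (0.041) but not with APX2009 (-0.012). The mRNA of *Cebpb* is higher with E3330, as in the paper (0.33 [0.15, 0.51]), and lower with APX2009 (-0.35 [-0.57, -0.14]), while *Stat1*, *Stat2*, *Irf1*, *Irf7*, *Irf9*, *Relb* and *Nfkb2* go the paper's way. For monocytes it reports higher *Gata2* and *Tal1* regulons, and the mRNAs have the paper's sign with E3330 (0.68 and 0.40) and -1.29 [-3.14, 0.014] for each with APX2009, from 5 UMIs each, all with intervals that include 0. With APX2009 the megakaryocyte list has a median of -0.12 (E3330 0.38). With Inh. III it reports higher *Irf8* activity in GMPs, *Prdm1* activity in LMPs, *Klf2* activity in DCPs/LPs, *Klf1* activity in MEPs and *Zfp110* activity in HSCs and LSKs, and lower *Fosl1* activity in HSPCs. The log2 ratio of *Irf8* mRNA is -0.038 in GMP-like cells, *Prdm1* has 9 UMIs with DMSO and 2 with Inh. III in the *Dntt*-led cluster, and *Fosl1* 4 and 1 UMIs in HSC-like cells, the paper's direction but too few to decide (log2 ratio 0.14 over all cells, with an interval that includes 0). The ratios of *Zfp110* in HSC-like cells (0.50), *Klf1* in MEP-like cells (0.83) and *Klf2* in dendritic/lymphoid-like cells (0.49) have the paper's sign with intervals that include 0, and *Cebpe*, *Runx2*, *Egr1*, *Zmat3*, *Bax* and *Pf4* go the paper's way. The paper reports earlier activity of differentiation factors along pseudotime with Inh. III. Of 53 pairs of factor and bin before the last bin with at least 20 UMIs, 28 had more mRNA of the factor. Of all 53, 7 had an interval above 0 and 4 one below, and over all bins, counted after the values were seen, 14 were above and 5 below. Factors with fewer UMIs in every earlier bin, *Gata1*, *Klf1*, *Mitf*, *Mafb*, *Spib* and *Pax5*, are not in the count before the last bin. Regulon activity was not recomputed, so factor mRNA is compared with it.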

Other observations

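*Apex1* itself, the gene of the inhibited enzyme, had 208 CPM in HSC-like cells with DMSO, 164 with E3330, 198 with APX2009 and 151 with Inh. III (log2 ratios -0.35 [-0.48, -0.21], -0.073 [-0.21, 0.061] and -0.46 [-0.68, -0.26]). Most genes of oxidant and metal defence were higher with every inhibitor over all cells. The iron-storage gene *Ftl1*, an NRF2 target, had 2571 CPM with DMSO, 4787 with E3330, 3242 with APX2009 and 3253 with Inh. III (0.90, 0.33 and 0.34), and *Hmox1* 45.0, 73.2, 56.8 and 95.8 (0.70, 0.34 and 1.09). The 3 metallothionein genes had medians of 1.47, 1.01 and 0.79, all higher, with *Mt2* at 22.7, 82.2, 45.9 and 39.2 CPM. With DMSO class shares the last of these medians reversed. The p53 targets had 0.20, 0.35 and 0.52 over all cells. Genes of sterol and fatty acid synthesis parted the analogues in HSC-like cells, at the doses given: with E3330 30 of 33 were higher (median 0.27) and with APX2009 26 were lower (-0.12). *Scd2*, a fatty acid desaturase, had 489.9 CPM with DMSO, 729 with E3330 and 449 with APX2009 (0.57 and -0.13), and *Cyp51*, a sterol demethylase, 275, 332 and 216 (0.27 and -0.35). Genes of glycolysis also parted (0.21 and -0.10), as did S phase genes (-0.20 with 40 of 43 lower, and 0.061), and integrated stress response genes had -0.018 and -0.50. The differences between the analogues were not tested.

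CD86, a costimulatory ligand of antigen-presenting cells, had 189 tags per 10000 in HSC-like cells with DMSO, 34.8 with E3330, 43.5 with APX2009 and 137 with Inh. III (log2 ratios -2.44, -2.12 and -0.47), and over all cells 99.6, 24.1, 27.8 and 101. Its gene *Cd86* had 3.46, 0.678, 1.04 and 5.11 CPM over all cells (-2.32, -1.71 and 0.56). The MHC class II proteins I-A and I-E had 216, 57.9, 123 and 372 tags per 10000 over all cells (-1.90, -0.81 and 0.78). EPCR (CD201) was found by any tag on 14.6% of HSC-like cells with DMSO, 19.7% with E3330, 23.4% with APX2009 and 20.7% with Inh. III (tag levels are not compared, since 1 cell held 87.0% of the APX2009 tags), and its gene *Procr* had 17.8, 15.6, 19.2 and 21.8 CPM in the same cells, with ratios of -0.20 [-0.65, 0.26], 0.10 [-0.35, 0.57] and 0.30 [-0.33, 0.89]. The tetraspanin CD9 had 60.1, 169.8, 137 and 78.7 tags per 10000 in HSC-like cells. The MPP2 and MPP3/MPP4 gates were smaller with every inhibitor: MPP2 cells were 17.5% of DMSO, 10.5% of E3330, 12.4% of APX2009 and 9.37% of Inh. III cells, and MPP3/MPP4 cells 28.0%, 13.8%, 12.3% and 17.1%. These gates require Sca-1, whose tags are lower with the REF-1 inhibitors, and with tags per 10000 the MPP2 interval of APX2009 includes 0 (-0.14 [-0.34, 0.064]). MPP5 cells were 3.02%, 2.09%, 1.45% and 3.12%.

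Neutrophil alarmin genes were carried by few cells. *S100a8* had 6.54 CPM over all DMSO and 81.9 over all Inh. III cells (3.64 [3.42, 3.88]), from 1379 UMIs in 112 of the latter with 19.2% in 3 cells. *S100a9* had 0.715 and 26.2 CPM (5.16), and with APX2009 60.3, where 3 cells held 98.4% of its 1163 UMIs. *Chil3*, a chitinase-like protein of neutrophil precursors, had 0.602 and 11.2 with DMSO and Inh. III (4.17). Core interferon-stimulated genes were also lower in the committed classes with Inh. III, at medians of -0.67 in GMP-like, -0.27 in MEP-like, -0.40 in monocyte-like and -0.22 in dendritic/lymphoid-like cells. If all 826 barcodes without a hashtag were E3330 cells of another class, HSC-like cells would be 14.9% of E3330 cells, beside 13.3% of DMSO cells (log2 ratio 0.17). No interval was computed for this bound, and the choice of hashtag caller is not part of it.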
